# The impact of multifactorial stress combination on plant growth and survival

**DOI:** 10.1111/nph.17232

**Published:** 2021-02-18

**Authors:** Sara I. Zandalinas, Soham Sengupta, Felix B. Fritschi, Rajeev K. Azad, Rachel Nechushtai, Ron Mittler

**Keywords:** abiotic stress, *Arabidopsis thaliana*, climate change, global warming, multifactorial stress combination, reactive oxygen species (ROS), stress combination, transcriptomics

## Abstract

- Climate change‐driven extreme weather events, combined with increasing temperatures, harsh soil conditions, low water availability and quality, and the introduction of many man‐made pollutants, pose a unique challenge to plants. Although our knowledge of the response of plants to each of these individual conditions is vast, we know very little about how a combination of many of these factors, occurring simultaneously, that is multifactorial stress combination, impacts plants.
- Seedlings of wild‐type and different mutants of *Arabidopsis thaliana* plants were subjected to a multifactorial stress combination of six different stresses, each applied at a low level, and their survival, physiological and molecular responses determined.
- Our findings reveal that, while each of the different stresses, applied individually, had a negligible effect on plant growth and survival, the accumulated impact of multifactorial stress combination on plants was detrimental. We further show that the response of plants to multifactorial stress combination is unique and that specific pathways and processes play a critical role in the acclimation of plants to multifactorial stress combination.
- Taken together our findings reveal that further polluting our environment could result in higher complexities of multifactorial stress combinations that in turn could drive a critical decline in plant growth and survival.

## Introduction

The accumulated impact of human life on our planet over the past several decades has resulted in the introduction of many extreme environmental conditions into our ecosystems and agricultural lands (e.g. Sala *et al*., 2000; Grimm *et al*., 2008; Lehmann & Rillig, 2014; Teuling, 2018; Rillig *et al*., 2019). These include climate change‐driven extreme and fluctuating weather events (e.g. heat waves, cold snaps, flooding, and/or prolonged drought), combined with harsh soil conditions (e.g. saline, basic, and/or acidic), different man‐made contaminants (e.g. heavy metals, microplastics, pesticides, antibiotics and persistent organic pollutants), radiation (e.g. UV), limited nutrient availability, and high content of airborne molecules and gases (e.g. ozone, burn particles, CO_2_). In addition to directly impacting plant growth and reproduction within many eco‐ and agricultural systems (e.g. Mittler & Blumwald, 2010; Lobell & Gourdji, 2012; Bailey‐Serres *et al*., 2019; Borghi *et al*., 2019), some of these environmental conditions were also shown to increase the vulnerability of plants to attack by different pathogens or insects (e.g. Desaint *et al*., 2020; Hamann *et al*., 2020; Cohen & Leach, 2020; Savary & Willocquet, 2020).

Although our knowledge of the response of plants to each of the above‐mentioned extreme environmental conditions is vast, we know very little about how a combination of many of these factors, occurring simultaneously, that is multifactorial stress combination, would impact plant growth, reproduction, interactions with other organisms, and/or overall survival, and shape our future. It was recently demonstrated for example that increasing the number and complexity of different co‐occurring environmental stress factors, associated with global climatic changes, resulted in a gradual decline in soil properties, processes, and microbial populations (Rillig *et al*., 2019). Nevertheless, our understanding of how complex environmental conditions, occurring during a multifactorial stress combination, impact plant growth and survival is at best rudimentary.

Simple stress combination experiments (i.e. a combination of two or at maximum three different stresses), revealed that the response of plants to conditions of stress combination is unique and cannot be predicted by studying the response of plants to each of the different single stresses that compose the stress combination, applied individually (e.g. Rizhsky *et al*., 2004; Mittler, 2006; Mittler & Blumwald, 2010; Prasch & Sonnewald, 2013; Suzuki *et al*., 2014; Choudhury *et al*., 2017; Shaar‐Moshe *et al*., 2017, 2019; Zhang & Sonnewald, 2017; Balfagón *et al*., 2019; Zandalinas *et al*., 2020a). Plants display therefore a complex and plastic response to stress combination that may include components of the response to each of the individual stresses that compose the stress combination, as well as a large array of different transcripts, metabolites and proteins unique to the stress combination.

Exploring some of the mechanisms utilised by different prokaryotic organisms to withstand extreme and complex environmental conditions, highlights pathways and proteins that regulate the levels of reactive oxygen species (ROS) and iron in cells, as well as participate in protein and/or DNA repair and recycling, as essential for survival (e.g. Slade & Radman, 2011; Yuan *et al*., 2012; Mittler, 2017; Shuryak, 2019). It is possible therefore that acclimation to multifactorial stress conditions in plants would require similar mechanisms, and that these could be regulated by different and perhaps unique multifactorial stress‐specific transcriptomic networks.

To begin addressing the response of plants to multifactorial stress combination, we subjected seedlings of Arabidopsis plants grown in peat soil or on plates to a combination of six representative abiotic stress conditions (heat, salt, excess light, acidity, heavy metal, and oxidative stress imposed by the herbicide paraquat) and studied their growth, survival and molecular responses.

## Materials and Methods

### Plant material and stress treatments

Seeds of *Arabidopsis thaliana* wild‐type Col‐0, respiratory burst oxidase homologue D (*rbohD*; Fichman *et al*., 2019), cytosolic ascorbate peroxidase 1 (*apx1*; Davletova *et al*., 2005), allene oxide synthase (*aos*; Balfagón *et al*., 2019), salicylic acid‐induction deficient 2 (*sid2*; Nawrath & Métraux, 1999), ethylene‐insensitive protein 2 (*ein2*; Alonso *et al*., 1999), abscisic acid (ABA) deficient 2 (*aba2*; González‐Guzmán *et al*., 2002), multiprotein bridging factor 1c (*mbf1c*; Suzuki *et al*., 2011), autophagy‐related protein 9 (*atg9*; Floyd *et al*., 2015), and AtNEET‐overexpressing and RNAi plants (Nechushtai *et al*., 2012; Zandalinas *et al*., 2020b) were sterilised and placed on rectangular (12 cm width) 1% agar vertical plates containing ½ Murashige and Skoog (½MS) medium at pH 5.8. Next, 25–30 seeds of each genotype were placed side‐by‐side on the same plate, and each treatment was repeated using three biological replicates for a total of 75–90 seeds per treatment, per genotype (Luhua *et al*., 2008, 2013). Sterilised seeds of the different genotypes were then subjected to the following individual treatments and their different combinations: CT (control, ½MS, 21°C, 50 µmol m^−2^ s^−1^, pH 5.8), Acidity (½MS, 21°C, 50 µmol m^−2^ s^−1^, buffered to pH 5.0), Cd (½MS, 21°C, 50 µmol m^−2^ s^−1^, pH 5.8, 5 µM CdCl_2_), HL (high light, ½MS, 21°C, pH 5.8, 700 µmol m^−2^ s^−1^), HS (heat stress, ½MS, 50 µmol m^−2^ s^−1^, pH 5.8, 33°C), Salt (½MS, 21°C, 50 µmol m^−2^ s^−1^, pH 5.8, 50 mM NaCl), and PQ (½MS, 21°C, 50 µmol m^−2^ s^−1^, pH 5.8, 0.05 µM paraquat) (Luhua *et al*., 2008, 2013; Zandalinas *et al*., 2020b). For stress combinations involving HL and/or HS, seeds were allowed to germinate and grow in the presence or absence of the other stress conditions (CT, Acidity, Cd, Salt and/or PQ) for 6 d and then subjected to a 3‐d treatment of HL and/or HS. For abiotic stresses and their combinations not involving HL and/or HS, seeds were allowed to germinate and grow in the presence or absence of stress conditions for 9 d. Percent survival and root length were measured for all plates at the same time (9 d), followed by sampling of seedlings for chlorophyll extraction as described (Luhua *et al*., 2008, 2013; Zandalinas *et al*., 2020b; using five biological repeats). Seedlings grown on separate sets of horizontal plates were subjected to the different individual or combined stresses as described above, but sampled together 1.5 h (for RNA‐Seq analysis), or 3 h (for imaging ROS; Fichman *et al*., 2019), in three biological repeats, following the initiation of the HS and/or HL stresses. For experiments of multifactorial stress combination in peat soil, Col, *apx1* and *rbohD* seeds were germinated and grown in peat pellets (Jiffy‐7, Jiffy; http://www.jiffygroup.com/) at 21°C and 50 µmol m^−2^ s^−1^, and watered periodically with the following solutions and their different combinations: CT (water; pH 7.2), Salt (50 mM NaCl), PQ (0.05 µM paraquat), acidity (water; buffered to pH 5 with HCl), and Cd (5 µM CdCl_2_). At 7 d following germination, seedlings grown under the different conditions described above were untreated further or subjected to heat stress (HS; 33°C, 50 µmol m^−2^ s^−1^), and/or high light stress (HL; 21°C, 700 µmol m^−2^ s^−1^), for 3 d. All peat soil‐grown seedlings were sampled 10 d following germination, and percent survival, seedling diameter, ROS imaging and chlorophyll content were determined as described above (Luhua *et al*., 2008, 2013; Fichman *et al*., 2019; Zandalinas *et al*., 2020b).

To study multifactorial stress combination in Arabidopsis, HS, HL, Salt and PQ stresses were conducted in all possible combinations (Salt, PQ, HL, HS, Salt + PQ, Salt + HL, Salt + HS, PQ + HL, PQ + HS, HL + HS, Salt + PQ + HL, Salt + PQ + HS, Salt + HL + HS, PQ + HL + HS, Salt + PQ + HL + HS), and acidity and Cd were added to our analysis as single stresses, as well as in combination with Salt + PQ + HL + HS to generate two different five‐stress (Salt + PQ + HL + HS + Acidity, and Salt + PQ + HL + HS + Cd) and one six‐stress (Salt + PQ + HL + HS + Acidity + Cd) combination states. As a result, single and all multifactorial combinations could be studied for HS, HL, Salt and PQ stresses, but not for all combinations that included Cd and acidity. For each treatment conducted, we used a minimum of *n* = 75 replication level for root and rosette growth and ROS accumulation analyses, *n* = 5 for chlorophyll determination, and *n* = 3 for RNA‐Seq and ROS analyses (please see below). The impact of Cd and/or acidity could therefore be studied only as added stresses, while the impact of HS, HL, Salt and PQ stresses could be studied in all combinations. This means that, when it comes to Cd and acidity, our resolution does not allow statements on all specific or individual factor interactions involving these two stressors. Addressing all possible interactions for the six different stresses would have resulted in an experimental design encompassing all factor combinations with 64 unique treatments per each of the three genotypes (a total of 192), which, applying our level of replication, would mean at least 14 400 experimental units. An approach similar to the one described in this study was used by Rillig *et al*., (2019) to study the impact of multifactorial stress combination on soil properties, processes and microbial populations.

### RNA sequencing (RNA‐Seq) and analysis

At least 100, 9 to 10‐d‐old Col‐0 seedlings, growing on 1% horizontal plates were subjected to the different control and stress combination treatments as described above in three biological replicates. For RNA‐Seq experiments, HS, HL, Salt and PQ were conducted in all possible combinations and acidity and Cd were added to the four‐stress combination state to generate two different five‐stress and one six‐stress combination states, as described above. Total RNA was isolated and subjected to RNA‐Seq analysis as described in Zandalinas *et al*. (2019, 2020b). Briefly, single‐end sequenced reads were quality tested using fastqc v.0.11.7 (Andrews, 2010) and aligned to the reference genome of Arabidopsis (genome build 10) obtained from TAIR (https://www.arabidopsis.org/) using Star aligner v.2.4.0.1 (Dobin *et al*., 2013). Default mapping parameters (10 mismatches/read; nine multi‐mapping locations/read) were used. The genome index was generated using the gene annotation file (GFF) obtained from TAIR (Araport11; https://www.arabidopsis.org/download_files/Genes/TAIR10_genome_release/TAIR10_gff3/TAIR10_GFF3_genes.gff) for the genome build 10. Differential gene expression analysis was carried out using deseq2, an R based package available from Bioconductor (Love *et al*., 2014), with mapped read counts generated using Star aligner v.2.4.0.1 (Dobin *et al*., 2013). Genes differentially expressed in two (or more) conditions were identified by comparing mapped read abundance under the different conditions. Gene expression was measured as mean normalised counts of reads mapped onto the different genes (Love *et al*., 2014). The difference in expression was quantified in terms of the logarithm (log_2_) of the ratio of mean normalised counts between two conditions (log fold change). Differentially expressed genes were defined as those that have a log fold change with an FDR‐adjusted *P*‐value < 0.05 (negative binomial Wald test followed by Benjamini–Hochberg correction; Love *et al*., 2014). Genes with zero raw fold‐change expression value were omitted from further analysis. Differentially expressed genes were classified into upregulated or downregulated based on significant positive or negative log fold‐change values, respectively. Venn diagram overlap was calculated using (http://bioinformatics.psb.ugent.be/webtools/Venn/). Functional annotation and quantification of overrepresented GO terms were conducted using David 6.8, heat maps were generated using mev v.4.9.0 software, and Venn diagram overlaps were subjected to statistical significance tests (based on hypergeometric distribution) using phyper (R package) (Zandalinas *et al*., 2019, 2020b). Perl scripts used in this study were uploaded to: https://github.com/sohamsg90/RNA‐Seq‐perl‐scripts. RNA‐Seq analyses results are shown in Supporting Information Tables S1–S49.

### ROS detection and measurement

ROS imaging was conducted using 25–30, 9–10‐d‐old seedlings, of the different genotypes, subjected to the different stress combinations while growing on plates or in peat soil as described (Fichman *et al*., 2019), using three biological repeats. ROS accumulation was analysed using Living Image v.4.7.2 software (Perkin Elmer) utilising the math tools. Images were generated and total radiant efficiency (TRE) of regions of interest (ROI) were calculated as described (Fichman *et al*., 2019). Radiant efficiency is defined as fluorescence emission radiance per incident excitation and is expressed as (p/s)/(µW cm^−2^); p, photons; s, seconds; μW, microWatt; cm^2^, square centimetre (Fichman *et al*., 2019).

### Statistical analysis

All experiments were repeated at least three times. Results are presented as the mean ± SD. Statistical analyses were performed using two‐way ANOVA followed using a Tukey *post hoc* test (different letters/asterisks denote statistical significance at *P* < 0.05; Interaction terms and their associated *P*‐values are shown in Table S50). Statistical significance of Venn diagram overlap was determined by performing a statistical hypothesis test based on hypergeometric distribution using the R package phyper (http://nemates.org/MA/progs/overlap_stats.html; Zandalinas *et al*., 2019, 2020b).

### Accession numbers

All data are available in the main text or the Supporting Information files. RNA‐Seq data files were deposited in Gene Expression Omnibus (GEO) (https://www.ncbi.nlm.nih.gov/geo/) under the accession no. GSE147962.

## Results

### Survival and growth of Arabidopsis seedlings subjected to multifactorial stress combination

*Arabidopsis thaliana* seedlings grown on agarose plates were subjected to a multifactorial stress combination of six different abiotic stress conditions including heat, salt, excess light, acidity, heavy metal, and oxidative stress (imposed by the herbicide paraquat), and their survival, root growth, chlorophyll and ROS levels determined (Figs 1, S1–S4). The rationale for using seedlings grown on plates, as opposed to soil, in our first set of experiments (Figs 1, 2, 3, 4, 5, 6, S1–S6), was to isolate and study the impact of multifactorial stress combination on plants in the absence of its impact on soils (Rillig *et al*., 2019). In addition, the use of plates enabled us to quantify root growth, a very sensitive measure of plant growth in the presence of stress (Luhua *et al*., 2008, 2013; Dubois & Inzé, 2020). To prevent lethality that could potentially result from conditions of stress combination, the intensities and duration of each of the individual stresses applied were calibrated based on our previous studies (Luhua *et al*., 2008, 2013), to ensure minimal impact on plant growth and survival (Figs 1, S1–S4). Markedly, while each of the individual stresses applied to seedlings had an overall minimal effect on plants, with the increasing number and complexity of multifactorial stress combinations, survival, root growth and chlorophyll content declined (Figs 1a–c, S1–S3). By contrast, an opposite trend was observed in whole‐plant ROS levels (Figs 1d, S4). These findings revealed that, although the effect of each individual stress on plant survival and growth is minimal (Figs 1, S1–S4), the accrued impact of multifactorial stress combination on plants is detrimental.

**Fig. 1:**
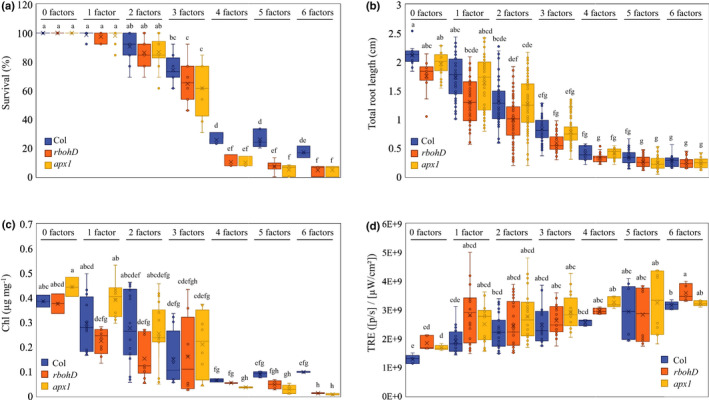
The impact of multifactorial stress combinations on growth and survival of *Arabidopsis thaliana* seedlings. (a–d) The effect of multifactorial stress conditions (heat, salt, excess light, acidity, heavy metal, and oxidative stresses) applied in different combinations (up to a combination of all six factors) was determined on the survival (a), root growth (b), chlorophyll content (c) and whole‐plant ROS levels (d), of wild‐type, *rbohD* and *apx1* seedlings. Box plots show the median (horizontal line), the lower and upper bounds of each box plot denote the first and third quartiles (the 25^th^ and 75^th^ percentiles, respectively), and whiskers above and below the box plot indicate 1.5 times the interquartile range. Statistical analysis was performed by two‐way ANOVA followed by a Tukey post hoc test (different letters denote statistical significance at *P* < 0.05; Table S50). Abbreviations: Apx1, ascorbate peroxidase 1; Chl, chlorophyll; RbohD, respiratory burst oxidase homologue D; TRE, total radiant efficiency.

**Fig. 2:**
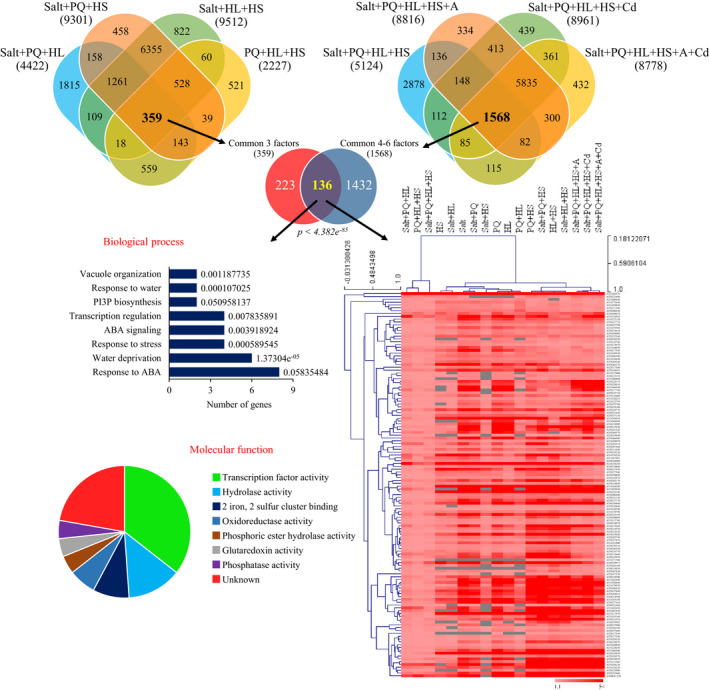
Gene expression analysis of multifactorial stress responses. Gene expression analysis of the response of *Arabidopsis thaliana* seedlings to different multifactorial stress combinations of heat, salt, excess light, oxidative stress (induced by the herbicide paraquat), acidity and heavy metal (cadmium) is shown (see also Fig. S5). Venn diagrams depicting the overlap between genes upregulated in their expression in response to several different three‐factor stress combinations (left), or four‐, five‐ and six‐stress factor combinations (right) are shown on top. A Venn diagram showing the overlap between genes upregulated in their expression in response to several different three‐factor stress combinations and genes upregulated in their expression in response to four‐, five‐ and six‐ stress factor combinations (136 genes) is shown underneath, together with bar and pie charts of biological process and molecular function (GO) annotations for these genes, and a heat map showing the expression level and clustering of these genes under all treatment combinations tested. Statistical significance of Venn diagram overlap was determined by hypergeometric testing analysis using the R package phyper (Table S50). Abbreviations: A, acidity; ABA, abscisic acid; Cd, cadmium; HL, high light; HS, heat stress; PI3P, phosphatidylinositol 3‐phosphate; PQ, paraquat.

**Fig. 3:**
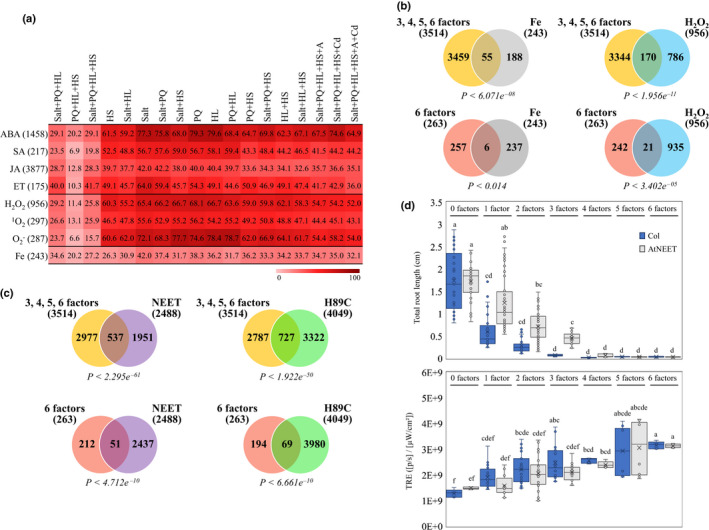
Enriched content of ROS‐, iron‐ and stress‐related genes in the response of plants to multifactorial stress combinations, and the impact of multifactorial stress combinations (heat, salt, excess light, acidity, heavy metal, and oxidative stresses) on root growth of *Arabidopsis thaliana* wild‐type and AtNEET‐overexpressing seedlings. (a) Heat map showing the representation (%) of hormone‐, ROS‐ and iron‐response genes among the different genes upregulated in their expression in response to multifactorial stress combination (*P*‐values for % representation are shown in Table S50). (b) Venn diagrams depicting the overlap between genes altered in their expression in seedlings in response to a combination of three, four, five, and six different stresses (top), or genes common in their expression in response to all six different stress combinations (bottom), and genes altered in their expression in plants in response to elevated levels of H_2_O_2_ or alterations in iron levels. (c) Venn diagrams depicting the overlap between genes altered in their expression in seedlings in response to a combination of three, four, five, and six different stresses (top), or genes common to all six different stress combinations (bottom), and genes altered in their expression in seedlings that overexpress AtNEET or the AtNEET variant H89C. Statistical significance for Venn diagrams overlap in (b) and (c) was determined by hypergeometric testing analysis using the R package phyper (Table S50). (d) The impact of multifactorial stress combinations on root growth and whole‐plant ROS levels of wild‐type and AtNEET‐overexpressing seedlings. Box plots show the median (horizontal line), the lower and upper bounds of each box plot denote the first and third quartiles (the 25^th^ and 75^th^ percentiles, respectively), and whiskers above and below the box plot indicate 1.5 times the interquartile range. Statistical analysis was performed by two‐way ANOVA followed by a Tukey post hoc test (different letters denote statistical significance at *P* < 0.05; Table S50). Abbreviations: A, acid; ABA, abscisic acid; ET, ethylene; HL, high light stress; HS, heat stress; JA, jasmonic acid; PQ, paraquat; SA, salicylic acid; ROS, reactive oxygen species; TRE, total radiant efficiency.

**Fig. 4:**
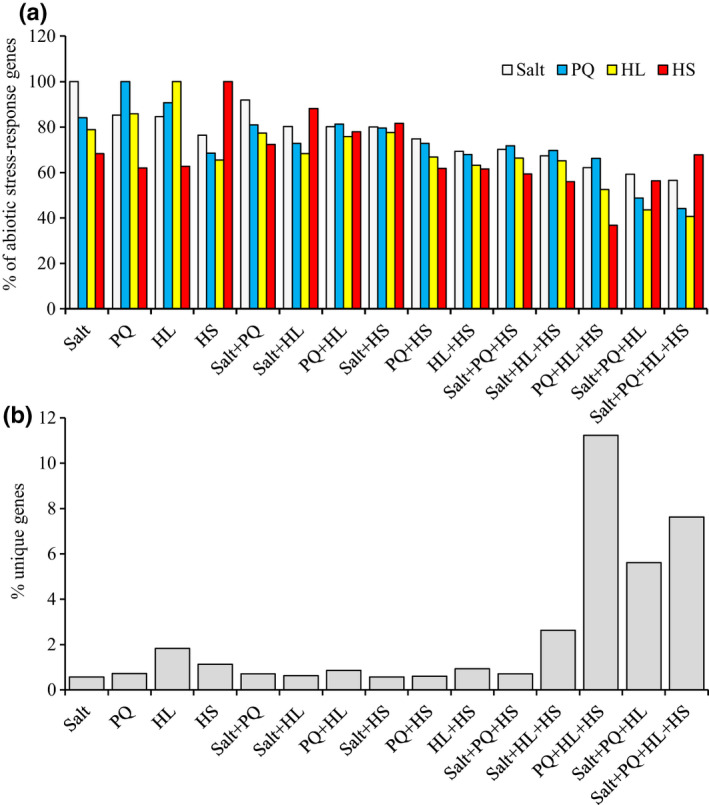
Representation of single‐stress differentially regulated genes shared by other single stresses under single or combinatorial stress conditions in *Arabidopsis thaliana* seedlings. (a) Representation of Salt, heat (HS), high light (HL)‐ and paraquat (PQ)‐induced genes in plants subjected to a multifactorial stress combination of Salt, HS, HL and PQ in all possible combinations. The % representation of the four different stress‐response gene groups (Salt, HS, HL and PQ) is shown for all possible combinations of the multifactorial stress combination (All are significant; *P*‐values are shown in Table S50). (b) Representation of unique gene expression patterns (as % of total number of genes significantly expressed in response to each treatment), in plants subjected to a multifactorial stress combination of Salt, HS, HL and PQ in all possible. Abbreviations: HL, high light; HS, heat stress; PQ, paraquat.

**Fig. 5:**
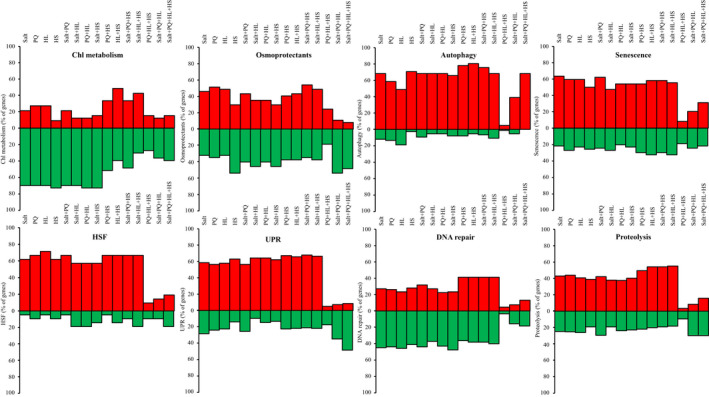
Expression of genes involved in chlorophyll and osmoregulation metabolism, autophagy, DNA repair, proteolysis, senescence and HSF and UPR pathways during the responses of *Arabidopsis thaliana* plants to multifactorial stress combinations. Percentage of gene expression changes, out of total genes associated with each of the different pathways (upregulated or downregulated; Tables S42–S49), is shown for all possible combinations of the salt, heat, high light and paraquat multifactorial stress combinations. Abbreviations: Chl, chlorophyll; HL, high light; HS, heat stress; HSF, heat shock factor; PQ, paraquat; UPR, unfolded protein response.

**Fig. 6:**
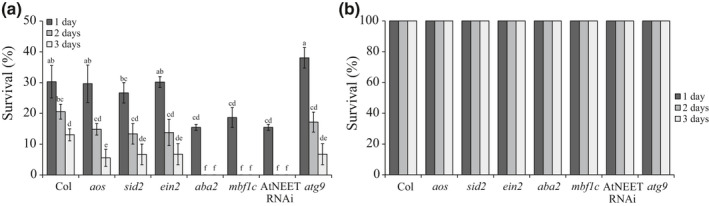
The impact of multifactorial stress combination on the survival of different *Arabidopsis thaliana* mutants. (a) The effect of a multifactorial stress combination of six different stresses (heat, salt, excess light, acidity, heavy metal and oxidative stresses) on the survival of wild‐type, *aos*, *sid2*, *ein2*, *aba2*, *mbf1c*, AtNEET RNAi and *atg9* seedlings. (b) Survival of wild‐type, *aos*, *sid2*, *ein2*, *aba2*, *mbf1c*, AtNEET RNAi and *atg9* seedlings under control conditions. Results are presented as the mean ± SD. Statistical analysis was performed using two‐way ANOVA followed using a Tukey post hoc test (different letters denote statistical significance at *P* < 0.05; Table S50). Abbreviations: *aba2*, abscisic acid deficient 2; *aos*, allene oxide synthase; *atg9*, autophagy‐related 9; *ein2*, ethylene‐insensitive 2; *mbf1c*, multiprotein bridging factor 1c; *sid2*, salicylic acid‐induction deficient 2.

### Survival and growth of Arabidopsis seedlings under multifactorial stress conditions requires the function of two different genes involved in the regulation of ROS levels

Because ROS play a key role in the response of plants to almost all abiotic stresses studied to date (Van Breusegem *et al*., 2008; Choudhury *et al*., 2017; Mittler, 2017), we compared the multifactorial stress combination response of wild‐type seedlings to that of mutants impaired in ROS signalling (*rbohD*), or scavenging (*apx1*). As with wild‐type seedlings, survival, root growth and chlorophyll content of the *apx1* and *rbohD* seedlings declined with the increased number and complexity of multifactorial stress combinations (Figs 1a–c, S1–S3). However, compared with wild‐type, the decline in survival was overall augmented in the two mutants (Figs 1a, S1). In the absence of stress, the levels of ROS in the two mutants were higher compared with that of wild‐type, while in the presence of stress the overall levels of ROS were either similar or higher compared with wild‐type in the two mutants (Figs 1d, S4). These findings suggested that managing the overall levels of ROS in cells is essential for plant acclimation to multifactorial stress combination.

### Gene expression analysis of the response of Arabidopsis seedlings to multifactorial stress combination highlights unique and common gene expression patterns associated with multifactorial stresses

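RNA of wild-type Col-0 seedlings was sequenced as single-end reads, and 48 libraries of that experiment were analysed, 3 biological replicates of each of 16 groups. The groups are the control and 15 treatments, which are Salt, PQ, HL, HS and every combination of these 4 stresses. The treatments that add acidity or cadmium were not analysed here. Each sample came from at least 100 seedlings that were 9 to 10 d old. The salt treatment was 50 mM NaCl in the medium, and PQ, which stands for the herbicide paraquat, was used at 0.05 µM. Under HL the light was raised from 50 to 700 µmol of photons per square metre per second, under HS the temperature was raised from 21 to 33°C, and sampling followed 1.5 h after either was started. The authors aligned the reads to build 10 of the TAIR genome with STAR 2.4.0.1, which at its default settings allowed 10 mismatches and 9 mapping locations per read, and counted them on genes. The deposited table holds 32833 genes as counts normalised by DESeq2, without positions or lengths, and its genes are listed by locus identifier. Each library's values are whole multiples of one step, so the reads counted on each gene were recovered, and all values (100%) were whole reads. Neither the sample labels nor the methods name a sequencing batch or date. The replicate numbers did not pair libraries across groups, since residuals of libraries with the same number had a mean correlation of -0.00029 across genes.

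Between 67888254 and 87569857 reads per library were counted on genes, with a median of 76882710. The control libraries held 77854037 to 80570320 reads (median 78637224). Among the single stresses, the reads ranged from 72725275 to 87569857 in Salt (median 81028509), 72879198 to 76654945 in PQ (median 74682093), 75079413 to 79527836 in HL (median 77039603) and 75862370 to 85848551 in HS (median 76244822). Libraries of Salt + PQ held 76443020 to 78908849 (median 76769469), those of Salt + HL 70950680 to 77096044 (median 70995923) and those of Salt + HS 71527933 to 80776231 (median 76995951). Those of PQ + HL held 73871796 to 79459889 (median 78959201), of PQ + HS 76750669 to 78963567 (median 78850061) and of HL + HS 67888254 to 75528994 (median 73335243). With 3 stresses, the range was 71310884 to 83861200 in Salt + PQ + HL (median 74914075), 72160548 to 79924097 in Salt + PQ + HS (median 76102350), 74075885 to 81054150 in Salt + HL + HS (median 77919848) and 73006637 to 79726444 in PQ + HL + HS (median 78575312). With all 4, it was 75936349 to 82848108 (median 78062553). The authors' size factors, by which the reads were divided, ran from 0.594 in a library of HL + HS to 1.34 in one of Salt + PQ + HL. The spread between 2 replicates exceeded that of counting alone in each of 48 pairs, with a chi-square per degree of freedom between 1.86 and 16.5.

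Each treatment was compared with the control by limma on log2(normalised count + 1), in one fit of all 48 libraries with a term for each group. The 21536 genes with a mean of at least 10 normalised counts were tested, and a gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 within its comparison, without a limit on the fold change.

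**Figure D1:**
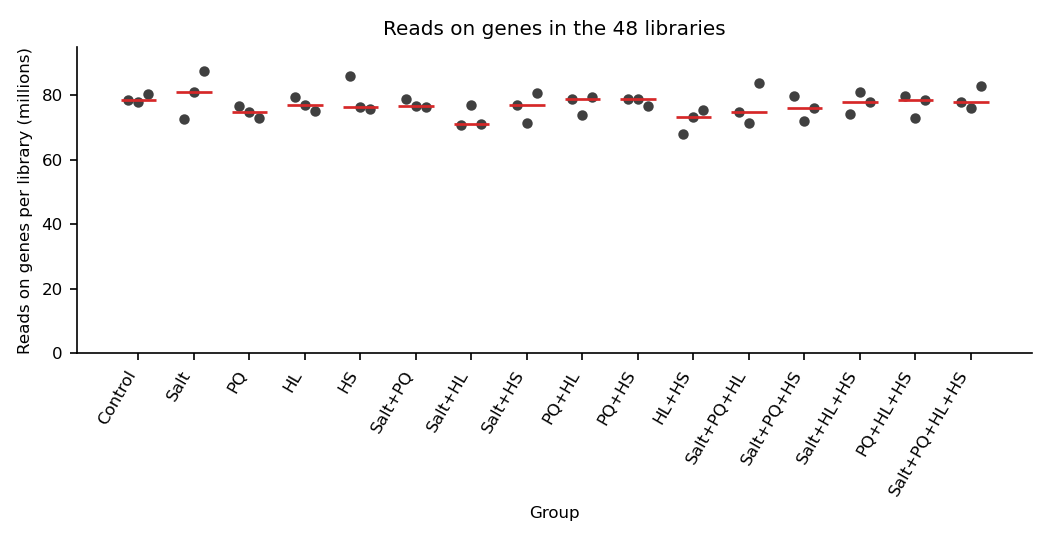
Reads counted on genes (vertical axis) in each library of the control and the 15 treatments (horizontal axis). Points are libraries and lines the median of the 3 libraries of a group, and all 48 lie between 67888254 and 87569857 reads.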

A gene expression RNA‐Seq study of Arabidopsis seedlings subjected to a representative set of multifactorial stress conditions that included six different stresses (i.e. Salt, PQ, HL, HS, Salt + PQ, Salt + HL, Salt + HS, PQ + HL, PQ + HS, HL + HS, Salt + PQ + HL, Salt + PQ + HS, Salt + HL + HS, PQ + HL + HS, Salt + PQ + HL + HS, Salt + PQ + HL + HS + Acidity, Salt + PQ + HL + HS + Cd, and Salt + PQ + HL + HS + Acidity + Cd) was conducted. 

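With salt, 8732 genes were called higher and 8428 lower than in the control. The counts were 8652 and 8409 for PQ, 8287 and 8083 for HL, and 8018 and 7369 for HS. Between 71.4% and 79.7% of the genes tested were therefore called in a single stress, with a median absolute log2 fold change between 0.33 and 0.45. With every library scaled to the same total, lower genes outnumbered higher ones, with 5446 higher and 12333 lower in PQ. The counts were then 6495 and 11037 in Salt, 5715 and 11351 in HL, and 6525 and 8993 in HS. At a fold change of at least 2 the genes called, higher and lower together, numbered 4371 in PQ and 2286 in HS. A set of 4985 genes was higher in all 4 single stresses, where unrelated responses of these sizes, simulated with shared controls, had at most 563 in 100 simulations, and 4290 were lower in all 4, against at most 480. Compared with the other single stresses alone, 326 genes were higher only in Salt, 294 only in PQ, 344 only in HL and 1580 only in HS, and 384, 429, 477 and 1461 were lower only in Salt, PQ, HL and HS. HSP101 (AT1G74310), which encodes a heat shock protein, was among the shared genes. In TAIR10.1, where it was placed by its identifier, it lies on chromosome 1 from 27936508 to 27940369. Its normalised count was 1098 ± 39.7 (SD, n = 3) in the control, 60609 ± 2463 (SD, n = 3) in Salt and 17903 ± 277 (SD, n = 3) in HS. These are log2 fold changes of 5.79 (standard error 0.039, adjusted p = 2.02e-55 from limma) in Salt and 4.03 (standard error 0.039, adjusted p = 6.20e-49 from limma) in HS. Each library labelled Salt had a higher count than each labelled HS (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow).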

As shown in Fig. S5a, each of the individual stresses analysed (i.e. Salt, PQ, HL, or HS) resulted in a gene expression response that contained genes unique to it, as well as genes shared with other stresses. Similarly, each of the different two‐stress combination states studied resulted in a gene expression response that contained unique and shared genes with other two‐stress combination states (Fig. S5b). 

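In Salt + PQ, 8667 genes were higher and 8287 lower than in the control, and in the other combinations of 2 stresses the counts were 7709 and 7219 for Salt + HL, 7672 and 7292 for Salt + HS, 7733 and 7406 for PQ + HL, 9077 and 9071 for PQ + HS, and 9196 and 9294 for HL + HS. In all 6 of them, 4284 genes were higher and 3241 lower, against at most 98 and 82 for unrelated responses that share the controls (100 simulations). Genes higher in 1 of the 6 only numbered 567 in Salt + PQ, 356 in Salt + HL, 176 in Salt + HS, 235 in PQ + HL, 187 in PQ + HS and 558 in HL + HS. The genes lower in 1 only numbered 508, 339, 107, 204, 272 and 726 in the same order. Scaled to the same total, the libraries of PQ + HS gave 4048 genes higher and 15453 lower, and those of HL + HS gave 3106 and 16951.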

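Of the combinations of 3 stresses, Salt + PQ + HS had 9085 genes called higher and 9131 lower than in the control, and Salt + HL + HS had 9241 and 9266. In Salt + PQ + HL, 4226 were higher and 4495 lower, and in PQ + HL + HS 2079 and 2165. The combination of all 4 stresses had 5016 genes higher and 5084 lower. The share of the genes tested that was called ran from 19.7% to 46.9% in PQ + HL + HS, Salt + PQ + HL and Salt + PQ + HL + HS, and from 69.3% to 85.9% in the 12 other treatments. The median absolute log2 fold change of all tested genes was 0.083 to 0.16 in the former and 0.29 to 0.62 in the latter. Scaled to the same total, Salt + PQ + HS had 3381 genes higher and 16399 lower, and Salt + HL + HS 3173 and 16801.

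Among genes with a mean of at least 50 normalised counts whose 3 treated libraries all lay on one side of the controls, the largest rises under Salt + PQ + HL + HS were those of PDF1.2c and IAA29. PDF1.2c (AT5G44430, chromosome 5, 17908850 to 17909507) rose from 2.41 ± 2.39 (SD, n = 3) normalised counts in the control to 32.1 ± 9.65 (SD, n = 3), a log2 fold change of 3.57 (standard error 0.53, adjusted p = 2.59e-07 from limma) that ran from 2.85, without control replicate 1, to 4.11, without control replicate 3. IAA29 (AT4G32280, chromosome 4, 15583332 to 15584903) rose from 68.0 ± 17.8 (SD, n = 3) to 679 ± 20.8 (SD, n = 3), a log2 fold change of 3.33 (standard error 0.16, adjusted p = 1.56e-21). The largest falls were those of AT2G18190 (chromosome 2, 7913955 to 7915872), with a log2 fold change of -4.26 (standard error 0.40, adjusted p = 4.43e-12 from limma), and NUDT24 (AT5G19470, chromosome 5, 6566271 to 6568806), also at -4.26 (standard error 0.39, adjusted p = 2.32e-12). Their normalised counts went from 237 ± 20.4 to 12.4 ± 5.62 and from 216 ± 29.9 to 10.4 ± 1.72 (SD, n = 3).

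Under PQ + HL + HS, ELI3-2 (AT4G37990, chromosome 4, 17855637 to 17857878) rose most, from 2.67 ± 1.21 to 84.7 ± 78.7 normalised counts (SD, n = 3). Its log2 fold change was 4.14 (standard error 0.39, adjusted p = 2.29e-11 from limma), and it ran from 3.39, with replicate 2 of every treatment left out, to 4.85, with replicate 1 left out. AT5G33355 (chromosome 5, 12599250 to 12599944), of whose sequence 77.4% is unique in the genome in words of 50 bases, rose from 18.5 ± 10.7 to 106 ± 20.9 (SD, n = 3), a log2 fold change of 2.57 (standard error 0.43, adjusted p = 1.37e-05). CYP82C2 (AT4G31970, chromosome 4, 15462350 to 15464563), whose sequence is 94.5% unique by the same measure, had 314 ± 70.4 normalised counts in the control (SD, n = 3) and no more than 1 read in a library of PQ + HL + HS, at least 128-fold lower. AT1G26390 (chromosome 1, 9130013 to 9131779) fell from 145 ± 49.4 to 3.49 ± 1.57 (SD, n = 3), with a log2 fold change of -5.03 (standard error 0.54, adjusted p = 7.07e-10).

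**Figure D2:**
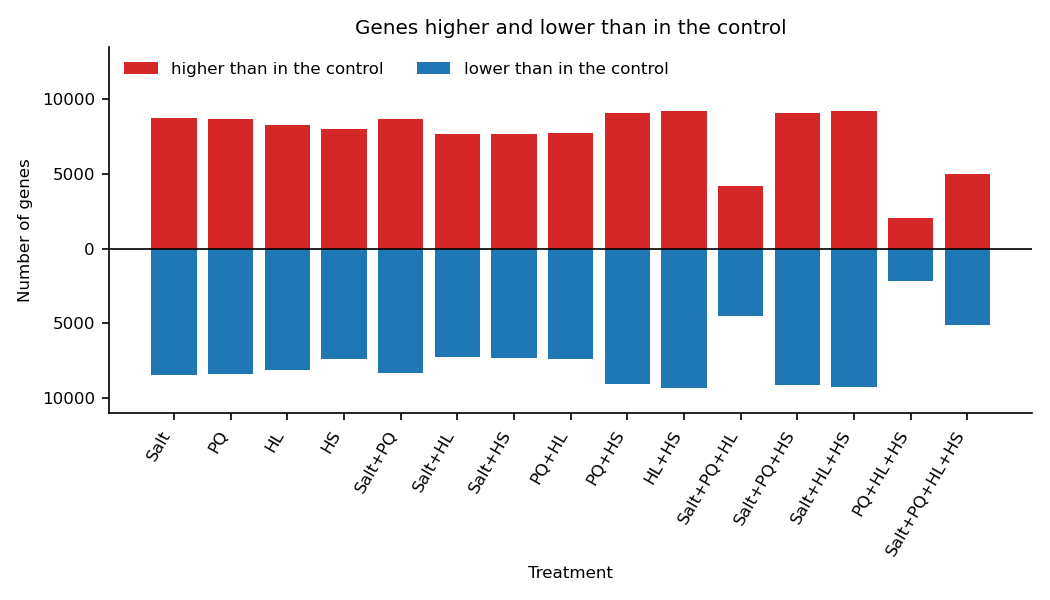
Number of genes (vertical axis) called higher, drawn upwards, and lower, drawn downwards, than in the control in each of the 15 treatments (horizontal axis). The bars of Salt + PQ + HL, PQ + HL + HS and Salt + PQ + HL + HS are the shortest, with 4226, 2079 and 5016 genes higher.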

Similar results were obtained for the higher‐level multifactorial combinations of three, four, five and six different stresses, cumulating in the identification of 8778 and 8766 genes as significantly enhanced or suppressed, respectively, in response to all six stresses combined (Figs 2, S5c,d; Tables S1–S41). As shown in Figs 2 and S5, in addition to gene expression patterns common between the different stresses and their different combinations, each different combination of stresses, defining a multifactorial stress condition, resulted in the expression of unique sets of genes induced only under its own set of multifactorial stress conditions (included within the representative set of multifactorial stress conditions studied). 

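A gene called higher in 1 of the 15 treatments and higher in no other was counted as unique to it. Lower genes were treated in the same way, and the higher and lower genes were counted together. A unique gene could therefore be called in the opposite direction in other treatments. The single stresses had 48 unique genes for Salt, 63 for PQ, 281 for HL and 133 for HS. The combinations of 2 stresses had 74 for Salt + PQ, 104 for Salt + HL, 103 for Salt + HS, 109 for PQ + HL, 73 for PQ + HS and 207 for HL + HS. There were 149 in Salt + PQ + HS, 387 in Salt + HL + HS, 610 in Salt + PQ + HL, 512 in PQ + HL + HS and 757 in Salt + PQ + HL + HS. The number for PQ depended on the replicates used, since 120 genes were unique to PQ when replicate 3 of every treatment was left out. With a fold change of at least 2 required as well, 35 genes were unique to PQ + HL + HS, 107 to Salt + PQ + HL and 84 to Salt + PQ + HL + HS, fewer than the 415 of HL + HS. Without the filter on low genes, Salt + HL + HS had 672 unique genes and PQ + HL + HS 497. Treatments that were not analysed here could share some of these genes, so the sets are unique among the 15 treatments only.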

A set of 432 and 428 genes significantly enhanced or suppressed, respectively, was for example found to be unique to the state of six‐stress multifactorial combination (Figs 2, S5c; Tables S39–S41). These findings not only highlight the plasticity of the plant response to multifactorial stress combination, but also suggest that each different combination of stresses could result in a unique set of conditions that elicits a unique gene expression response. By contrast with the unique sets of gene expression patterns specific to each stress combination, the expression of 136 and 127 genes was significantly enhanced or suppressed, respectively, in response to all different multifactorial stress combinations included within the representative set of multifactorial stress conditions studied (Figs 2, S5c,d; Tables S37, S38). 

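Common genes were counted in the 4 combinations of 3 stresses and the combination of 4, and the combinations with acidity or cadmium were not used here. In all 4 combinations of 3 stresses, 398 genes were called higher and 277 lower than in the control, where unrelated responses of these sizes that share the controls had at most 108 and 126 (100 simulations). Of these genes, 229 were also higher and 163 also lower in Salt + PQ + HL + HS. When DESeq2 was applied to the recovered reads in place of limma, 358 genes were higher in all 4 combinations of 3 stresses, and 353 of them were among the 398. With each library scaled to the same total, 202 genes were higher and 470 lower. With only the groups compared in the fit, 448 were lower, and 24 genes were higher at a fold change of at least 2.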

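The 229 genes called higher in all 4 combinations of 3 stresses and in the combination of 4 had a median log2 fold change of 0.27 in PQ + HL + HS (quartiles 0.15 and 0.49), 0.36 in Salt + PQ + HL + HS (quartiles 0.21 and 0.62) and 0.44 in Salt + PQ + HL (quartiles 0.24 and 0.80). In the 12 other treatments the median lay between 0.59, in Salt + HS, and 1.33, in Salt. Of the 229 genes, between 186, in Salt + HS, and 227, in PQ + HS, were also called higher in each single stress and each combination of 2. The 163 genes called lower had medians of -0.37 in PQ + HL + HS, -0.45 in Salt + PQ + HL + HS and -0.57 in Salt + PQ + HL, and from -1.32 to -0.33 elsewhere. Across the higher genes, the log2 fold changes of 2 treatments were correlated at 0.69 to 0.82 among PQ + HL + HS, Salt + PQ + HL and Salt + PQ + HL + HS. One of these 3 with one of the 12 other treatments gave 0.27 to 0.54 over 36 pairs, and pairs of the 12 gave 0.59 to 0.98. These genes were chosen for being higher in 5 of the treatments, every log2 fold change shares the same controls, and genes are not independent replicates. The level expected without a common response was not computed for genes chosen in this way, so the correlations are given without a p.

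**Figure D3:**
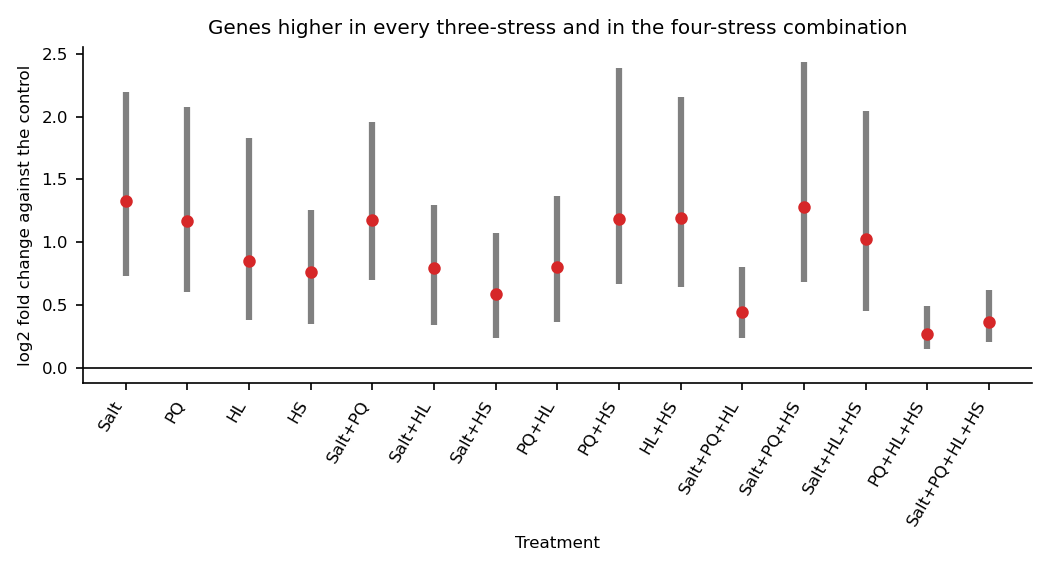
Log2 fold change against the control (vertical axis) of the 229 genes higher in every combination of 3 stresses and in the combination of 4, by treatment (horizontal axis). Points are medians and bars run from the lower to the upper quartile, and the lowest medians are 0.27, 0.36 and 0.44.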

Interestingly, the expression pattern of some of these common genes clustered in a unique pattern suggesting that some multifactorial stress combinations (e.g. PQ + HL + HS, Salt + PQ + HL and Salt + PQ + HL + HS) are different compared with others (Fig. 2). The set of genes significantly enhanced in response to all multifactorial stress conditions studied included genes involved in the regulation of transcription, redox control, stress responses and the plant hormone ABA, as well as 2Fe–2S binding, hydrolase and glutaredoxin activities (Fig. 2). By contrast, the set of genes significantly suppressed in response to all multifactorial stress conditions included genes involved in amino acid and carbohydrate metabolism, heme‐binding, and glutathione transferase and peroxidase activities (Fig. S5c).

### The response of Arabidopsis to multifactorial stress combination involves genes encoding proteins associated with the regulation of iron and ROS levels in cells

Further analysis of gene expression during multifactorial stress combination revealed a high representation of ROS‐, iron‐ and other stress hormone‐response genes, such as ABA, jasmonic acid (JA), ethylene (ET), and salicylic acid (SA), among the genes with enhanced expression in all of the studied stress treatments, as well as their representative multifactorial combinations (Fig. 3a; RNA‐Seq data from the current study was compared with RNA‐Seq data from Zandalinas *et al*., 2019, 2020a,b). In addition, as shown in Fig. 3a,b considerable overlap was found between genes altered in their expression in seedlings in response to a combination of three, four, five, and six different stresses [359 + 1568 from Fig. 2, + 339 + 1511 from Fig. S5c = 3777, – (136 from Fig. 2, +127 Fig. S5c = 263) = 3514], or genes common in their expression in response to all six different stress combinations (136 from Fig. 2, + 127 from Fig. S5c = 263), and genes altered in their expression in plants in response to elevated levels of H_2_O_2_ or alterations in iron levels (from Zandalinas *et al*., 2020b). The different gene expression signatures described above (Figs 2, 3, S5), the established link between iron and ROS levels in different biological systems (Schieber & Chandel, 2014; Halliwell & Gutteridge, 2015; Mittler, 2017), and our findings that mutants impaired in ROS metabolism and signalling are highly sensitive to multifactorial stress combination (Figs 1a, S1), strongly suggest that managing iron and ROS levels could be crucial for plant survival under conditions of multifactorial stress combination.

Recent studies highlighted a key role for the iron–sulfur (2Fe–2S) protein AtNEET (At5g51720), and its mammalian counterparts (mitoNEET and NAF‐1), in the regulation of iron and ROS levels in cells (Nechushtai *et al*., 2012; Sohn *et al*., 2013; Darash‐Yahana *et al*., 2016; Mittler *et al*., 2019; Zandalinas *et al*., 2020b). While overexpression of the AtNEET protein had a negligible impact on Arabidopsis growth, a disruption in AtNEET function by overexpression of a dominant‐negative variant of AtNEET (H89C), resulted in the over‐accumulation of iron and ROS in cells and the premature death of seedlings (Zandalinas *et al*., 2020b). Interestingly, comparing the gene expression patterns of seedlings overexpressing AtNEET or H89C (from Zandalinas *et al*., 2020b) with that of seedlings subjected to a combination of three, four, five, and six different stresses (3514 genes; see above), or genes common in their expression in response to all six different stress combinations (263 genes; see above), revealed a significant overlap (Fig. 3c). Moreover, as shown in Figs 3d and S6, overexpressing AtNEET mitigated some of the effects of multifactorial stress combination on root growth. These findings are in agreement with the high representation of iron‐, ROS‐ and 2Fe‐2S‐related genes among the genes significantly enhanced in their expression in response to all six multifactorial stresses, and the overlap between gene expression patterns significantly altered in response to multifactorial stress combination and AtNEET‐ or H89C‐expressing plants (Figs 2, 3).

### Unique and common pathways associated with the response of plants to multifactorial stress combination

To further dissect the gene expression responses of Arabidopsis to multifactorial stress combinations, we focused on the complete set of Salt, PQ, HL and HS treatments and determined their relative gene expression patterns among all stresses and their combinations. 

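The share of the genes higher in one single stress that were also higher in another was computed for the 12 ordered pairs. Of the genes higher in Salt, 85.8% were higher in PQ, 81.1% in HL and 70.8% in HS. Of those higher in PQ, 86.6% were higher in Salt, 87.8% in HL and 64.4% in HS, and of those higher in HL, 85.4% were higher in Salt, 91.6% in PQ and 64.5% in HS. HS shared 77.1% of its higher genes with Salt, 69.5% with PQ and 66.6% with HL. Unrelated responses of these sizes, simulated with shared controls, had 36.4% to 42.2% in common. Some genes moved in opposite directions, from 91 genes higher in HL and lower in PQ to 1404 higher in HS and lower in HL. The setting that lowered the shares most was a fold change of at least 2, with 35.3% to 89.5%, and with scaling to the same total they ran from 53.1% to 89.3%.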

As shown in Fig. 4a,b considerable overlap was found between the gene expression responses of Arabidopsis to each of the individual stress treatments (i.e. Salt, PQ, HL and HS), with 65–85% of genes included in each individual response showing a common response to the different single‐stress treatments (see also Fig. S5a). By contrast, once the different single stresses were combined (in two, three or four combinations), none of the gene expression responses to each individual stress reached its maximum and the degree of individual gene expression responses for each stress decreased as the combinations became more complex (Fig. 4a). By contrast with genes involved in the response of Arabidopsis to each individual stress (Fig. 4a), the percentage of unique gene expression responses associated with each different treatment or their combinations increased as the combinations became more complex, with the highest number of unique gene expression responses found for the combinations of PQ + HL + HS, Salt + PQ + HL and Salt + PQ + HL + HS (Fig. 4b). 

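For each combination, the share of its higher genes that were also higher in a single stress was averaged over Salt, PQ, HL and HS. Fig. 4a gives the representation of the genes induced by each single stress, which may be a share of the single-stress genes instead. It was 82.2% in Salt + PQ, 78.2% in Salt + HL, 80.3% in Salt + HS, 79.9% in PQ + HL, 70.8% in PQ + HS and 66.8% in HL + HS. It was 68.5% in Salt + PQ + HS and 66.2% in Salt + HL + HS, and between 54.9% and 58.4% in PQ + HL + HS, Salt + PQ + HL and Salt + PQ + HL + HS. The highest single value was 92.6%, the share of the genes higher in Salt + PQ that were higher in Salt. As a share of the genes higher in the single stress, the overlap was 10.4% to 43.8% in these 3 combinations, against 9.01% to 24.6% for unrelated responses simulated with shared controls. It was 67.2% to 76.7% in Salt + PQ + HS and Salt + HL + HS, within the 64.5% to 91.9% of the combinations of 2. Because these 3 combinations lie apart from the rest, no relation was computed over all 11. The 3 have the lowest mean shares, so what remains does not test a fall over all 11. Over the 8 others, the mean share fell with the number of stresses at a Spearman rho of -0.63 (p = 0.143, the exact permutation test, two-sided) and a Pearson r of -0.62 (p = 0.143, exact permutation test). Adjusted for the 2 relations tested, the p of rho was 0.286, and 0.0714 is the smallest p that 8 combinations with these numbers of stresses allow, so 0.05 could not be passed. The 8 hold 2 levels of the number of stresses, and without Salt + PQ + HS and Salt + HL + HS, the 2 farthest from the median, 1 level is left and r cannot be computed. The sign depended on the scaling, since rho was 0.76 with each library scaled to the same total. Taken as a share of the genes higher in the single stress, rho was -0.13 (p = 0.857, exact permutation test).

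What a stress changed on top of the other 3 was tested as well. Adding salt to PQ + HL + HS changed 11336 genes, adding PQ to Salt + HL + HS 18613, adding HL to Salt + PQ + HS 18328 and adding HS to Salt + PQ + HL 6425, by limma at an adjusted p under 0.05. Across genes, the log2 fold change of the added stress was correlated with that of the same stress alone at 0.025 for Salt, -0.77 for PQ, -0.76 for HL and 0.12 for HS. Genes called in both comparisons with opposite directions numbered 4136 for Salt, 12394 for PQ, 11697 for HL and 1368 for HS. Against the control, the median absolute log2 fold change was 0.16 with all 4 stresses. It was 0.62 in Salt + HL + HS and 0.60 in Salt + PQ + HS. PQ was correlated with Salt + HL + HS at 0.79, and HL with Salt + PQ + HS at 0.76. A combination of 4 near the control then gives negative values by itself, so a reversed effect of PQ or HL is not shown. Exchanged labels between groups could give these values as well.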

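As a percentage of the genes called in a treatment, the unique genes were 0.28% in Salt, 0.37% in PQ, 1.72% in HL and 0.86% in HS. The combinations of 2 stresses had 0.44% in Salt + PQ, 0.70% in Salt + HL, 0.69% in Salt + HS, 0.72% in PQ + HL, 0.40% in PQ + HS and 1.12% in HL + HS. With 3 stresses the shares were 0.82% in Salt + PQ + HS, 2.09% in Salt + HL + HS, 6.99% in Salt + PQ + HL and 12.1% in PQ + HL + HS, and with 4 the share was 7.50%. As the 3 treatments with the highest shares form a separate cluster, the relation with the number of stresses was computed over the 12 others. The 3 left out were set aside for their shares and are among the 5 treatments with 3 or more stresses, so this relation does not test a rise over all 15. It had a Spearman rho of 0.33 (p = 0.299, two-sided permutation test of 100000 resamples) and a Pearson r of 0.32 (p = 0.323, permutation test), and the adjusted p of rho was also 0.299. Without Salt + PQ + HS and Salt + HL + HS, the 2 farthest from the median number of stresses, r was -0.16 (p = 0.687, permutation test), so the positive r rests on these 2 treatments. The relation could not be tested among the 3 treatments of the other cluster. At a fold change of at least 2, the shares were 10.0% to 15.0% in these 3 and 1.14% to 6.04% in the 12 others.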

The findings presented in Fig. 4 suggest that with the increased complexity of stress combination, the number of genes responding to each individual stress decreases while the number of gene expression responses unique to the different stress combination(s) increases.

To determine the relative involvement of a representative set of different acclimation, defence and recycling pathways in the response of Arabidopsis to the different stresses and their combinations, we calculated the percentage of genes altered in their expression in different pathways (i.e. chlorophyll and osmoregulation metabolism, autophagy, DNA repair, proteolysis, senescence, and heat shock factor (HSF), and unfolded protein response (UPR) pathways; Tables S42–S49) in response to each individual stress and their combination. We chose this representative set of pathways based on prior studies suggesting that they could be important for plant acclimation to stress (Mittler & Blumwald, 2010; Zhu, 2016; Bailey‐Serres *et al*., 2019; Zandalinas *et al*., 2020a). As shown in Fig. 5, different stress combinations were different in the percentage of gene activation/suppression belonging to the different pathways. Of particular interest were stress combinations that included PQ + HL + HS, Salt + PQ + HL, and Salt + PQ + HL + HS. These combinations appeared to display a lower proportion of gene expression events associated with many of the pathways activated by the other stresses and their combinations (Fig. 5). 

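Of the pathways in Fig. 5, the HSF genes were examined, as the 21 HSF genes of Arabidopsis (HSFA1A to HSFC1). HSFA9 and HSFC1 fell under the minimum of 10 normalised counts, and HSFC1 was listed at 0 in every library of the 16 groups. The percentage was taken over all 21. In PQ + HL + HS, 3 HSF genes (14.3%) were called higher than in the control and 2 lower. In Salt + PQ + HL, 5 (23.8%) were higher and 2 lower, and in Salt + PQ + HL + HS 5 were higher and 4 lower. In the 12 other treatments between 12 and 15 were higher (57.1% to 71.4%) and 1 to 4 lower. Counted as adjusted over the list alone, 4 to 5 were higher in the 3 combinations and 12 to 15 elsewhere. The median log2 fold change of the 19 tested genes was -0.019 in PQ + HL + HS, 0.036 in Salt + PQ + HL and 0.074 in Salt + PQ + HL + HS, and 0.36 to 1.67 in the 12 others. The treatments without HS among these 12, namely Salt, PQ, HL, Salt + PQ, Salt + HL and PQ + HL, had 13, 14, 15, 13, 12 and 12 HSF genes higher, and HS itself had 13. The lowest counts depended on the replicates used. When replicate 3 of every treatment was left out, 1 HSF gene was higher in PQ + HL + HS, and without replicate 2 of every treatment 3 were higher in Salt + PQ + HL + HS. With DESeq2, with edgeR or with only the groups compared in the fit, 3 were higher in Salt + PQ + HL.

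**Figure D4:**
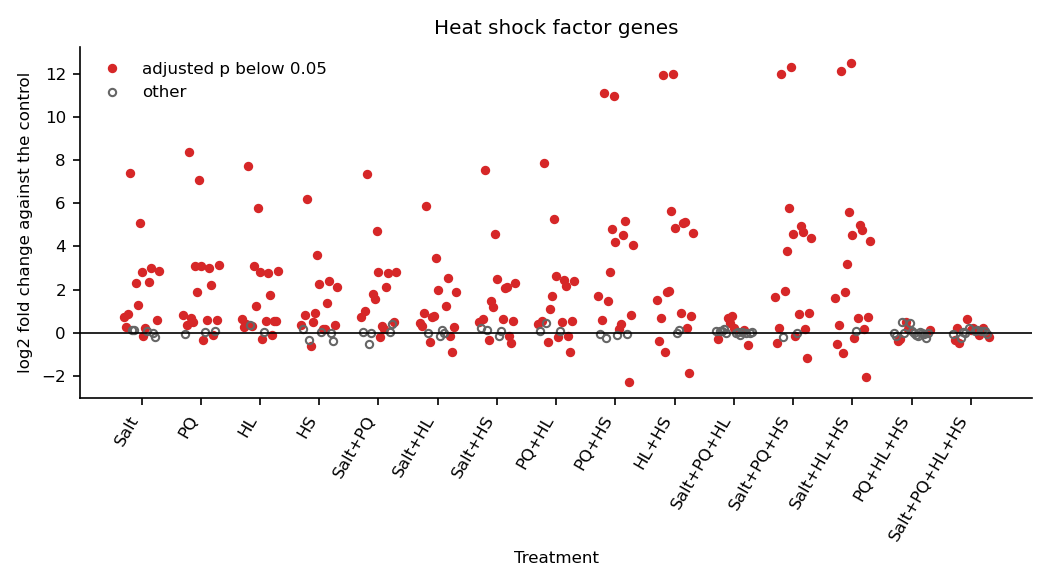
Log2 fold change against the control (vertical axis) of the 19 HSF genes tested in each treatment (horizontal axis). Filled points are genes with an adjusted p under 0.05 and open points the others, and in PQ + HL + HS, Salt + PQ + HL and Salt + PQ + HL + HS the points lie near 0, where 3, 5 and 5 genes were called higher.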

Interestingly, the percentage of unique gene expression responses activated by these specific combinations was also higher compared with those found to be triggered by all other stresses and their combinations (Fig. 4b), suggesting that the response of Arabidopsis to these particular combinations (PQ + HL+HS, Salt + PQ + HL, and Salt + PQ + HL + HS) is different compared with that to many other stresses and their combinations and may involve pathways or metabolites with a defence/acclimation role, not identified/studied yet. 

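Across the 21536 tested genes, the log2 fold changes of PQ + HL + HS were correlated with those of the 12 other treatments at 0.011 to 0.30, those of Salt + PQ + HL at -0.049 to 0.44 and those of Salt + PQ + HL + HS at -0.082 to 0.43. Pairs of the 12 others gave 0.56 to 0.96, with a median of 0.77 over 66 pairs. Pairs of the 3 combinations gave 0.23 to 0.70. Since all treatments share the controls, simulated groups without any change gave 0.50 on average (0.47 to 0.53 over 100 simulations), and genes are not independent replicates. In each of the 12, however, 69.3% to 85.9% of the tested genes were called. The simulated level is therefore not a standard for pairs with one of the 12, for which none was computed. From the unique share of Fig. 4b, the proportions of Fig. 5 and the clustering of common genes in Fig. 2, the paper proposes that the response to these 3 combinations differs from many others. As an alternative it names suppressed activity or cell death.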

Alternatively, during these combinations, Arabidopsis plants might enter a state of suppressed activity, or undergo cell death and therefore do not trigger many of the studied pathways. Direct evidence in support of the latter possibility was however not found in the survival, growth and chlorophyll content measurements conducted for these specific stress combinations (Figs S1–S4, S6). Further studies are of course needed to address these interesting possibilities.

To further study the involvement of different hormone‐response pathways (Fig. 3a), AtNEET (Fig. 3c,d), autophagy (Fig. 5), and thermotolerance (Fig. 5) in the acclimation of Arabidopsis plants to multifactorial stress combination, we compared the survival of mutants impaired in ABA (*aba2*; González‐Guzmán *et al*., 2002), JA (*aos*; Balfagón *et al*., 2019), SA (*sid2*; Nawrath & Métraux, 1999), ET (*ein2*; Alonso *et al*., 1999), AtNEET (AtNEET RNAi; Nechushtai *et al*., 2012), autophagy (*atg9*; Floyd *et al*., 2015) and basal thermotolerance (*mbf1c*; Suzuki *et al*., 2011) functions to a combination of six different stresses (Fig. 6). Interestingly, while the function of ABA2, MBF1c or AtNEET was absolutely required for plant survival under conditions of multifactorial stress combination of six different stresses, the function of AOS, SID2, EIN2 or ATG9 was not (Fig. 6). These findings support a role for ABA signalling, MBF1c‐regulated heat stress response, and AtNEET (Figs 3, 4, 5, 6), in the tolerance of Arabidopsis plants to multifactorial stresses.

### Survival and growth of Arabidopsis seedlings subjected to multifactorial stress combinations in peat soil

Although the study of seedlings growing on plates enabled us to precisely analyse plant survival and root growth in response to different multifactorial stress combinations (Figs 1, 2, 3, 4, 5, 6, S1–S6), the responses of plants grown on plates may not always reflect those of plants grown in soil (Mittler & Blumwald, 2010). We therefore subjected Arabidopsis wild‐type, *apx1* and *rbohD* seedlings grown in peat soil to the same multifactorial stress combinations as those grown on plates. As shown in Figs 7 and  S7–S9, the response of peat soil‐grown wild‐type and *apx1* seedlings to the multifactorial stress combination was similar to that of plants grown on plates, with *apx1* seedlings demonstrating a significant decrease in growth and survival, coupled with an increase in overall ROS levels, compared with wild‐type, in response to all six stresses combined (Figs 1, 7, S1–S4, S7–S9). By contrast, although *rbohD* displayed a similar decline to that of wild‐type and *apx1* in growth and survival, and a similar increase in overall ROS levels, in response to the increasing number and complexity of multifactorial stress combinations, compared with its survival on plates, the impact of the multifactorial stress combination on *rbohD* was not as severe in peat soil (Figs 1, 7, S1–S4, S7–S9). Compared with seedlings grown on plates (Fig. 1a), the overall survival of seedlings grown in peat soil (Fig. 7a) was higher in response to the different stresses and their combinations. Although it is hard to draw conclusions from such a comparison, it is possible that the presence of the plant microbiome (e.g. De Vries *et al*., 2020; Liu *et al*., 2020), and/or the buffering effects of the peat soil on the different stressors (i.e. altering the pH, or binding of Cd or PQ), enhanced the ability of seedlings to withstand different abiotic stresses and their combinations. Taken together, the results shown in Figs 1 and 7, and Figs S1–S4 and S7–S9, demonstrate that multifactorial stress combinations have a similar overall impact on plants grown in peat soil (Figs 7, S7–S9) or on plates (Figs 1, S1–S4), and that the role of ROS scavenging, mediated by APX1, is important for plant survival under both conditions.

**Fig. 7:**
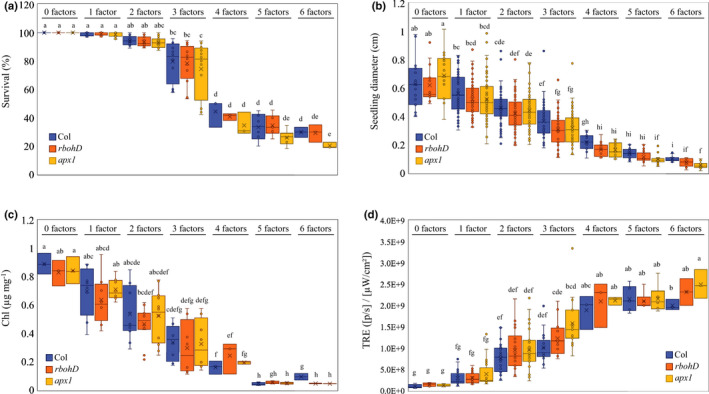
The impact of multifactorial stress combinations on growth and survival of *Arabidopsis thaliana* seedlings growing in soil. (a–d) The effect of multifactorial stress conditions (heat, salt, excess light, acidity, heavy metal, and oxidative stresses) applied in different combinations (up to a combination of all six factors) was determined on the survival (a) seedling diameter (b), chlorophyll content (c) and whole‐plant ROS levels (d) of wild‐type, *rbohD* and *apx1* seedlings growing in peat soil. Box plots show the median (horizontal line), the lower and upper bounds of each box plot denote the first and third quartiles (the 25^th^ and 75^th^ percentiles, respectively), and whiskers above and below the box plot indicate 1.5 times the interquartile range. Statistical analysis was performed using two‐way ANOVA followed using a Tukey post hoc test (different letters denote statistical significance at *P* < 0.05; Table S50). Abbreviations: Apx1, ascorbate peroxidase 1; Chl, chlorophyll; RbohD, respiratory burst oxidase homologue D; TRE, total radiant efficiency.

## Discussion

While each of the different stresses, applied individually, had a minimal effect on plant growth and survival, the accumulated impact of multifactorial stress combination on plants, growing both in peat soil and on plates, was detrimental (Figs 1, 7, S1–S4,S7–S9). This finding is important as it demonstrates that different stresses could interact to negatively impact plant health and performance, even if the effect of each stress applied individually is negligible. A multifactorial stress combination could therefore impact an ecosystem or an agricultural area in ways that we may not be able to currently predict. For example, we may not observe a clear decline in an ecosystem or a field due to a low level of one stress factor, but once additional factors are introduced, even at low levels, they could negatively interact with each other and push the system towards a rapid collapse. Together with the pioneering study of Rillig *et al*., (2019), our results therefore suggest that with the increasing number and complexity of simultaneously occurring environmental stress factors on our planet, plant life (Figs 1, 7, S1–S4, S7–S9) as well as soils (Rillig *et al*., 2019), are likely to deteriorate further. The similar trends observed in our study (Figs 1, 7, S1–S4, S7–S9) and that of Rillig *et al*. (2019), should serve as a dire warning to our society. Further polluting our environment could result in even higher complexities of multifactorial stress combinations that in turn would drive a critical decline in plant growth, soil conditions and overall agricultural productivity.

The combined phenotypic and representative gene expression analyses presented by our study (Figs 1, 2, 3, 4, 5, 6, 7, S1–S9) further highlight the uniqueness of plant responses to stress combination (Rizhsky *et al*., 2004; Mittler, 2006; Mittler & Blumwald, 2010; Prasch & Sonnewald, 2013; Suzuki *et al*., 2014; Choudhury *et al*., 2017; Shaar‐Moshe *et al*., 2017, 2019; Zhang & Sonnewald, 2017; Balfagón *et al*., 2019; Zandalinas *et al*., 2020a), even at the multifactorial level. The identification of six‐stress combination‐specific gene expression patterns included within the representative set of multifactorial stress conditions studied (Tables S39–S41) suggests for example that even in response to a combination of six different stresses, certain aspects of the plant response are likely to be unique and cannot be predicted from the response of plants to different stress combinations applied as four‐ or five‐factor stresses. It is surprising that even under such a high level of stress complexity, distinct gene expression signatures can be identified, suggesting that each different combination of stresses is unique in its effects on plant metabolism, physiology and survival and requires a unique gene expression response for plant acclimation.

Our study further reveals that maintaining two critical biological processes, namely, iron and ROS homeostasis, is essential for plant acclimation to multifactorial stress combinations (Figs 1, 2, 3, 7, S1–S9). Balancing iron and ROS levels is thought to be essential for the survival of different microorganisms growing under extreme environmental conditions (Slade & Radman, 2011; Yuan *et al*., 2012; Schieber & Chandel, 2014; Halliwell & Gutteridge, 2015; Mittler, 2017; Shuryak, 2019), providing further support to our findings with plants. The observation that plants overexpressing AtNEET, a protein essential for the management of iron and ROS in plant and animal cells (Nechushtai *et al*., 2012; Darash‐Yahana *et al*., 2016; Mittler *et al*., 2019; Zandalinas *et al*., 2020b) could maintain root growth under conditions of multifactorial stress combinations (Figs 3d, S6), and that an RNAi line for AtNEET is highly sensitive to multifactorial stress combinations (Fig. 6), lends further support to this hypothesis.

In addition to iron and ROS metabolism, other cellular processes such as autophagy, hormone signalling (in particular ABA), heat stress responses (in particular MBF1c‐regulated), DNA repair and osmoregulation are likely to be important for plant acclimation to multifactorial stress combinations (Fig. 6). Interestingly, not all stresses and their combinations resulted in the activation/suppression of these pathways to a similar extent. Of particular interest are the combinations of PQ + HL + HS, Salt + PQ + HL and Salt + PQ + HL + HS, that appear to involve a lower proportion of transcripts involved in many of the pathways activated by the other stresses (Fig. 5). Interestingly, the percentage of unique genes activated by these specific combinations (PQ + HL + HS, Salt + PQ + HL and Salt + PQ + HL + HS) was also higher compared with those found to be triggered by all other stresses (Fig. 4b), suggesting that the response of Arabidopsis to these particular combinations is unique and may involve pathways or metabolites with a defence/acclimation role, not identified/studied yet. This possibility is further supported by the hierarchical clustering analysis shown in Fig. 2, which reveals distinct clustering of genes expressed in response to PQ + HL + HS, Salt + PQ + HL, and Salt + PQ + HL + HS, among all gene expression patterns common to all three, four, five and six‐stress combinations. Although further studies are needed to address this possibility, our findings highlight the unique impact of multifactorial stress combination on plants and its effect on the regulation of multiple stress‐response pathways in Arabidopsis.

In addition to impacting plant growth and survival (Figs 1, 7), multifactorial stress combinations are also likely to impact plant reproduction and different biotic interactions (not addressed in this study). In this respect it should be noted that reproductive processes and yield of important grain crops such as corn (*Zea mays*), soybean (*Glycine max*) and wheat (*Triticum aestivum*) are negatively impacted by stress combinations such as drought and heat stress (e.g. Mittler, 2006; Li *et al*., 2015; Lawas *et al*., 2018; Qaseem *et al*., 2019; Cohen *et al*., 2021). In addition, plant–pathogen and/or insect interactions are also negatively impacted by different stresses and their combinations (e.g. Prasch & Sonnewald, 2013; Desaint *et al*., 2020; Hamann *et al*., 2020; Cohen & Leach, 2020; Savary & Willocquet, 2020). If simple stress combinations involving two or at most three factors can have such dramatic effects on plant reproduction and/or pathogen/insect interactions, it stands to reason that more complex stress interactions, such as those comprising a multifactorial stress combination, would have an even more dramatic effect on these processes. Considering the increased rate of changes in global environmental conditions, further studies that address the impacts of multifactorial stress combination on reproductive processes and yield could prove critical for our global food, feed and fibre security.

Taken together, our findings demonstrated that, with the increasing number and complexity of multifactorial stress combinations, plant growth and survival declines. This decline is evident in the presence (Figs 7, S7–S9) or absence (Figs 1, S1–S4) of soil, that is potentially also impacted by multifactorial stress conditions (Rillig *et al*., 2019), and is dependent on the ability of plants to scavenge ROS (Figs 1, 7, S1–S4, S6–S9), manage iron levels (Figs 3, 5), mediate ABA signalling (Figs 3a, 5), and mount a heat stress response utilizing MBF1c (Fig. 6). Although the study of multifactorial stress combination in plants is in its infancy, it could potentially lead to new and exciting discoveries, as well as reveal new strategies to mitigate the impact of multifactorial stress conditions on our eco‐ and agricultural systems that are facing a growing challenge due to global climatic changes and human interventions.

## Author contributions

SIZ and SS performed experiments and analysed the data. RM, FBF and SIZ designed experiments and analysed the data. RKA coordinated bioinformatics analysis. RM, SIZ, FBF, RKA and RN wrote the manuscript. All authors read and approved the manuscript.

## Supporting information

**Fig. S1** Survival of Arabidopsis wild‐type, *rbohD* and *apx1* seedlings subjected to multifactorial stress combinations of heat, salt, light, oxidative stresses, acidity and cadmium.
**Fig. S2** Total and delta (Δ) root growth of Arabidopsis wild‐type, *rbohD* and *apx1* seedlings subjected multifactorial stress combinations of heat, salt, light, oxidative stresses, acidity and cadmium.
**Fig. S3** Chlorophyll content of Arabidopsis wild‐type, *rbohD* and *apx1* seedlings subjected to multifactorial stress combinations of heat, salt, light, oxidative stresses, acidity and cadmium.
**Fig. S4** Whole‐plant ROS accumulation of Arabidopsis wild‐type, *rbohD* and *apx1* seedlings subjected to multifactorial stress combinations of heat, salt, light, oxidative stresses, acidity and cadmium.
**Fig. S5** Gene expression analysis of multifactorial stress responses.
**Fig. S6** Total and delta (Δ) root growth, and whole‐plant ROS accumulation of Arabidopsis wild‐type and AtNEET seedlings subjected to multifactorial stress combinations of heat, salt, light and oxidative stresses applied in all possible combinations.
**Fig. S7** Survival and seedling diameter of Arabidopsis wild‐type, *rbohD* and *apx1* seedlings growing in soil subjected to multifactorial stress combinations of heat, salt, light, oxidative stresses, acidity and cadmium.
**Fig.** **S8** Chlorophyll content of Arabidopsis wild‐type, *rbohD* and *apx1* seedlings growing in soil subjected to multifactorial stress combinations of heat, salt, light, oxidative stresses, acidity and cadmium.
**Fig.** **S9** Whole‐plant ROS accumulation of Arabidopsis wild‐type, *rbohD* and *apx1* seedlings growing in soil subjected to multifactorial stress combinations of heat, salt, light, oxidative stresses, acidity and cadmium. Click here for additional data file.

**Table S1** Genes significantly upregulated compared with control (*P* < 0.05) in Col seedlings subjected to salt stress.
**Table S2** Genes significantly upregulated compared with control (*P* < 0.05) in Col seedlings subjected to paraquat.
**Table S3** Genes significantly upregulated compared with control (*P* < 0.05) in Col seedlings subjected to high light stress.
**Table S4** Genes significantly upregulated compared with control (*P* < 0.05) in Col seedlings subjected to heat stress.
**Table S5** Genes significantly upregulated compared with control (*P* < 0.05) in Col seedlings subjected to salt + high light stress combination.
**Table S6** Genes significantly upregulated compared with control (*P* < 0.05) in Col seedlings subjected to paraquat + high light stress combination.
**Table S7** Genes significantly upregulated compared with control (*P* < 0.05) in Col seedlings subjected to salt + heat stress combination.
**Table S8** Genes significantly upregulated compared with control (*P* < 0.05) in Col seedlings subjected to paraquat + heat stress combination.
**Table S9** Genes significantly upregulated compared with control (*P* < 0.05) in Col seedlings subjected to salt + paraquat stress combination.
**Table S10** Genes significantly upregulated compared with control (*P* < 0.05) in Col seedlings subjected to high light + heat stress combination.
**Table S11** Genes significantly upregulated compared with control (*P* < 0.05) in Col seedlings subjected to salt + paraquat + high light stress combination.
**Table S12** Genes significantly upregulated compared with control (*P* < 0.05) in Col seedlings subjected to salt + paraquat + heat stress combination.
**Table S13** Genes significantly upregulated compared with control (*P* < 0.05) in Col seedlings subjected to salt + high light + heat stress combination.
**Table S14** Genes significantly upregulated compared with control (*P* < 0.05) in Col seedlings subjected to paraquat + high light + heat stress combination.
**Table S15** Genes significantly upregulated compared with control (*P* < 0.05) in Col seedlings subjected to paraquat + salt + high light + heat stress combination.
**Table S16** Genes significantly upregulated compared with control (*P* < 0.05) in Col seedlings subjected to paraquat + salt + high light + heat stress + acid combination.
**Table S17** Genes significantly upregulated compared with control (*P* < 0.05) in Col seedlings subjected to paraquat + salt + high light + heat stress + cadmium combination.
**Table S18** Genes significantly upregulated compared with control (*P* < 0.05) in Col seedlings subjected to paraquat + salt + high light + heat stress + acid + cadmium combination.
**Table S19** Genes significantly downregulated compared with control (*P* < 0.05) in Col seedlings subjected to salt stress.
**Table S20** Genes significantly downregulated compared with control (*P* < 0.05) in Col seedlings subjected to paraquat.
**Table S21** Genes significantly downregulated compared with control (*P* < 0.05) in Col seedlings subjected to high light stress.
**Table S22** Genes significantly downregulated compared with control (*P* < 0.05) in Col seedlings subjected to heat stress.
**Table S23** Genes significantly downregulated compared with control (*P* < 0.05) in Col seedlings subjected to salt + high light stress combination.
**Table S24** Genes significantly downregulated compared with control (*P* < 0.05) in Col seedlings subjected to paraquat + high light stress combination.
**Table S25** Genes significantly downregulated compared with control (*P* < 0.05) in Col seedlings subjected to salt + heat stress combination.
**Table S26** Genes significantly downregulated compared with control (*P* < 0.05) in Col seedlings subjected to paraquat + heat stress combination.
**Table S27** Genes significantly downregulated compared with control (*P* < 0.05) in Col seedlings subjected to salt + paraquat stress combination.
**Table S28** Genes significantly downregulated compared with control (*P* < 0.05) in Col seedlings subjected to high light + heat stress combination.
**Table S29** Genes significantly downregulated compared with control (*P* < 0.05) in Col seedlings subjected to salt + paraquat + high light stress combination.
**Table S30** Genes significantly downregulated compared with control (*P* < 0.05) in Col seedlings subjected to salt + paraquat + heat stress combination.
**Table S31** Genes significantly downregulated compared with control (*P* < 0.05) in Col seedlings subjected to salt + high light + heat stress combination.
**Table S32** Genes significantly downregulated compared with control (*P* < 0.05) in Col seedlings subjected to paraquat + high light + heat stress combination.
**Table S33** Genes significantly downregulated compared with control (*P* < 0.05) in Col seedlings subjected to paraquat + salt + high light + heat stress combination.
**Table S34** Genes significantly downregulated compared with control (*P* < 0.05) in Col seedlings subjected to paraquat + salt + high light + heat stress + acid combination.
**Table S35** Genes significantly downregulated compared with control (*P* < 0.05) in Col seedlings subjected to paraquat + salt + high light + heat stress + cadmium combination.
**Table S36** Genes significantly downregulated compared with control (*P* < 0.05) in Col seedlings subjected to paraquat + salt + high light + heat stress + acid + cadmium combination.
**Table S37** List of genes common between genes upregulated in all four‐stress possible three‐stress combinations and genes upregulated in response to all four, five and six stresses combined (Fig. 2).
**Table S38** List of genes common between genes downregulated in all four possible three‐stress combinations and genes downregulated in response to all four, five and six stresses combined (Fig. S5).
**Table S39** List of significantly up and downregulated genes unique to each stress condition.
**Table S40** List of significantly upregulated genes unique to the state of six‐stress combination.
**Table S41** List of significantly downregulated genes unique to the state of six‐stress combination.
**Table S42** List of genes involved in chlorophyll metabolism.
**Table S43** List of genes involved in osmoregulation metabolism.
**Table S44** List of genes involved in autophagy.
**Table S45** List of genes involved in DNA repair.
**Table S46** List of genes involved in proteolysis.
**Table S47** List of genes involved in senescence.
**Table S48** List of heat shock factor (HSF) genes.
**Table S49** List of genes involved in unfolded protein response (UPR).
**Table S50** *P*‐values for Figs 1–7.
Please note: Wiley Blackwell are not responsible for the content or functionality of any Supporting Information supplied by the authors. Any queries (other than missing material) should be directed to the *New Phytologist* Central Office. Click here for additional data file.

# Supplementary material for: The impact of multifactorial stress combination on plant growth and survival
**Source:** New Phytol. 2021 Feb 18;230(3):1034–48. doi: 10.1111/nph.17232
**Supplement:** Supplementary file 1 — Fig. S1 Survival of Arabidopsis wild‐type, rbohD and apx1 seedlings subjected to multifactorial stress combinations of heat, salt, light, oxidative stresses, acidity and cadmium. Fig. S2 Total and delta (Δ) root growth of Arabidopsis wild‐type, rbohD and apx1 seedlings subjected multifactorial stress combinations of heat, salt, light, oxidative stresses, acidity and cadmium. Fig. S3 Chlorophyll content of Arabidopsis wild‐type, rbohD and apx1 seedlings subjected to multifactorial stress combinations of heat, salt, light, oxidative stresses, acidity and cadmium. Fig. S4 Whole‐plant ROS accumulation of Arabidopsis wild‐type, rbohD and apx1 seedlings subjected to multifactorial stress combinations of heat, salt, light, oxidative stresses, acidity and cadmium. Fig. S5 Gene expression analysis of multifactorial stress responses. Fig. S6 Total and delta (Δ) root growth, and whole‐plant ROS accumulation of Arabidopsis wild‐type and AtNEET seedlings subjected to multifactorial stress combinations of heat, salt, light and oxidative stresses applied in all possible combinations. Fig. S7 Survival and seedling diameter of Arabidopsis wild‐type, rbohD and apx1 seedlings growing in soil subjected to multifactorial stress combinations of heat, salt, light, oxidative stresses, acidity and cadmium. Fig. S8 Chlorophyll content of Arabidopsis wild‐type, rbohD and apx1 seedlings growing in soil subjected to multifactorial stress combinations of heat, salt, light, oxidative stresses, acidity and cadmium. Fig. S9 Whole‐plant ROS accumulation of Arabidopsis wild‐type, rbohD and apx1 seedlings growing in soil subjected to multifactorial stress combinations of heat, salt, light, oxidative stresses, acidity and cadmium.

## **New Phytologist Supporting Information**

Article title: The impact of multifactorial stress combination on plant growth and survival

Authors: Sara I. Zandalinas, Soham Sengupta, Felix B. Fritschi, Rajeev K. Azad, Rachel Nechushtai and Ron Mittler

Article acceptance date: 17 January 2021

The following Supporting Information is available for this article:

**Fig. S1. Survival of *Arabidopsis* wildtype, *rbohD* and *apx1* seedlings subjected to multifactorial stress combinations of heat, salt, light, oxidative stresses, acidity and cadmium.** Results are presented as the mean  $\pm$  SD. Statistical analysis was performed by two-way ANOVA followed by a Tukey post hoc test (asterisks denote statistical significance at  $p < 0.05$  with respect to controls). Abbreviations: Apx1, ascorbate peroxidase 1; RbohD, respiratory burst oxidase homolog D; CT, control; PQ, paraquat; HL, high light; HS, heat stress.

**Fig. S2. Total and delta ( $\Delta$ ) root growth of *Arabidopsis* wildtype, *rbohD* and *apx1* seedlings subjected multifactorial stress combinations of heat, salt, light, oxidative stresses, acidity and cadmium.** Results are presented as the mean  $\pm$  SD. Statistical analysis was performed by two-way ANOVA followed by a Tukey post hoc test (asterisks denote statistical significance at  $p < 0.05$  with respect to controls). Abbreviations: Apx1, ascorbate peroxidase 1; RbohD, respiratory burst oxidase homolog D; CT, control; PQ, paraquat; HL, high light; HS, heat stress.

**Fig. S3. Chlorophyll content of *Arabidopsis* wildtype, *rbohD* and *apx1* seedlings subjected to multifactorial stress combinations of heat, salt, light, oxidative stresses, acidity and cadmium.** Results are presented as the mean  $\pm$  SD. Statistical analysis was performed by two-way ANOVA followed by a Tukey post hoc test (asterisks denote statistical significance at  $p < 0.05$  with respect to controls for total chlorophyll). Abbreviations: Apx1, ascorbate peroxidase 1; RbohD, respiratory burst oxidase homolog D; Chl, chlorophyll; CT, control; PQ, paraquat; HL, high light; HS, heat stress.

**Fig. S4. Whole-plant ROS accumulation of Arabidopsis wildtype, *rbohD* and *apx1* seedlings subjected to multifactorial stress combinations of heat, salt, light, oxidative stresses, acidity and cadmium. Results are presented as the mean  $\pm$  SD.** Statistical analysis was performed by two-way ANOVA followed by a Tukey post hoc test (asterisks denote statistical significance at  $p < 0.05$  with respect to controls). Abbreviations: Apx1, ascorbate peroxidase 1; RbohD, respiratory burst oxidase homolog D; TRE, Total Radiant Efficiency; CT, control; PQ, paraquat; HL, high light; HS, heat stress.

**Fig. S5. Gene expression analysis of multifactorial stress responses. Gene expression analysis of the response of Arabidopsis seedlings to different multifactorial stress combinations of heat, salt, excess light, oxidative stress (induced by the herbicide paraquat), acidity and heavy metal (cadmium) is shown (see also Fig. 2).** (a) Venn diagrams depicting the overlap between genes upregulated (left) or downregulated (right) in their expression in response to each of the different single stresses [Salt, paraquat (PQ), high light (HL), or heat stress (HS)]. (b) Venn diagrams depicting the overlap between genes upregulated (left) or downregulated (right) in their expression in response to each of the different 2 stress combinations. (c) Venn diagrams depicting the overlap between genes downregulated in their expression in response to several different 3 factor stress combinations (left), or 4-, 5- and 6- stress factor combinations (right) are shown on top. A Venn diagram showing the overlap between genes downregulated in their expression in response to several different 3 factor stress combinations and genes downregulated in their expression in response to 4-, 5- and 6- stress factor combinations (127 genes) is shown underneath, together with bar and pie charts of biological process and molecular function (GO) annotations for these genes, and a heat map showing the expression level and clustering of these genes under all treatment combinations tested. (d) Venn diagrams depicting the overlap between genes upregulated (left) or downregulated (right) in their expression in response to 3-, 4-, 5- and 6- stress factor combinations (136 and 127 genes, respectively), and genes upregulated (left) or downregulated (right) in their expression in response to each of the different single stresses [Salt, paraquat (PQ), high light (HL), or heat stress (HS)]. Statistical significance of Venn diagrams overlap was determined by hypergeometric testing analysis using

the R package phyper. Abbreviations: A, acidity; Cd, cadmium; HL, high light; HS, heat stress; PQ, paraquat.

**Fig. S6. Total and delta ( $\Delta$ ) root growth, and whole-plant ROS accumulation of *Arabidopsis* wildtype and *AtNEET* seedlings subjected to multifactorial stress combinations of heat, salt, light and oxidative stresses applied in all possible combinations.** Results are presented as the mean  $\pm$  SD. Statistical analysis was performed by two-way ANOVA followed by a Tukey post hoc test (asterisks denote statistical significance at  $p < 0.05$  with respect to controls). Abbreviations: CT, control; PQ, paraquat; HL, high light; HS, heat stress; TRE, Total Radiant Efficiency.

**Fig. S7. Survival and seedling diameter of *Arabidopsis* wildtype, *rbohD* and *apx1* seedlings growing in soil subjected to multifactorial stress combinations of heat, salt, light, oxidative stresses, acidity and cadmium.** Results are presented as the mean  $\pm$  SD. Statistical analysis was performed by two-way ANOVA followed by a Tukey post hoc test (asterisks denote statistical significance at  $p < 0.05$  with respect to controls). Abbreviations: Apx1, ascorbate peroxidase 1; RbohD, respiratory burst oxidase homolog D; CT, control; HL, high light; HS, heat stress; PQ, paraquat.

**Fig. S8. Chlorophyll content of *Arabidopsis* wildtype, *rbohD* and *apx1* seedlings growing in soil subjected to multifactorial stress combinations of heat, salt, light, oxidative stresses, acidity and cadmium.** Results are presented as the mean  $\pm$  SD. Statistical analysis was performed by two-way ANOVA followed by a Tukey post hoc test (asterisks denote statistical significance at  $p < 0.05$  with respect to controls). Abbreviations: Apx1, ascorbate peroxidase 1; RbohD, respiratory burst oxidase homolog D; Chl, chlorophyll; CT, control; HL, high light; HS, heat stress; PQ, paraquat.

**Fig. S9. Whole-plant ROS accumulation of *Arabidopsis* wildtype, *rbohD* and *apx1* seedlings growing in soil subjected to multifactorial stress combinations of heat, salt, light, oxidative stresses, acidity and cadmium.** Results are presented as the mean  $\pm$  SD. Statistical analysis was performed by two-way ANOVA followed by a Tukey post hoc test (asterisks denote statistical significance at  $p < 0.05$  with respect to controls). Abbreviations: Apx1, ascorbate peroxidase 1;

RbohD, respiratory burst oxidase homolog D; TRE, Total Radiant Efficiency; CT, control; PQ, paraquat; HL, high light; HS, heat stress.

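Table S1 gives, for each gene called higher in the salt treatment by the authors' DESeq2 comparison, the mean normalised count in the control, the mean in the treatment and their ratio. The part of it held here has 1998 of its 9073 entries, and the other 7075 were not used here. In all of these entries (100%), both means were equal to the means of the 3 control and the 3 salt libraries in the deposited counts. The paper's ratios in this part run from 2.65 to 5460. Of its genes, 1647 passed the minimum of 10 normalised counts, and 1646 of these were called higher in Salt by limma.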

**Table S1.** Genes significantly upregulated compared to control ( $p < 0.05$ ) in Col seedlings subjected to salt stress.

**Table S2.** Genes significantly upregulated compared to control ( $p < 0.05$ ) in Col seedlings subjected to paraquat.

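Table S2 has the same layout for PQ, and 759 of its 8946 entries are held here, while 8187 were not used. The control and PQ means in all 759 entries were those of the deposited libraries, and the paper's ratios run from 5.96 to 11963. The 572 genes of this part that passed the minimum were all called higher in PQ by limma.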

**Table S3.** Genes significantly upregulated compared to control ( $p < 0.05$ ) in Col seedlings subjected to high light stress.

**Table S4.** Genes significantly upregulated compared to control ( $p < 0.05$ ) in Col seedlings subjected to heat stress.

**Table S5.** Genes significantly upregulated compared to control ( $p < 0.05$ ) in Col seedlings subjected to salt + high light stress combination.

**Table S6.** Genes significantly upregulated compared to control ( $p < 0.05$ ) in Col seedlings subjected to paraquat + high light stress combination.

**Table S7.** Genes significantly upregulated compared to control ( $p < 0.05$ ) in Col seedlings subjected to salt + heat stress combination.

**Table S8.** Genes significantly upregulated compared to control ( $p < 0.05$ ) in Col seedlings subjected to paraquat + heat stress combination.

**Table S9.** Genes significantly upregulated compared to control ( $p < 0.05$ ) in Col seedlings subjected to salt + paraquat stress combination.

**Table S10.** Genes significantly upregulated compared to control ( $p < 0.05$ ) in Col seedlings subjected to high light + heat stress combination.

**Table S11.** Genes significantly upregulated compared to control ( $p < 0.05$ ) in Col seedlings subjected to salt + paraquat + high light stress combination.

**Table S12.** Genes significantly upregulated compared to control ( $p < 0.05$ ) in Col seedlings subjected to salt + paraquat + heat stress combination.

**Table S13.** Genes significantly upregulated compared to control ( $p < 0.05$ ) in Col seedlings subjected to salt + high light + heat stress combination.

**Table S14.** Genes significantly upregulated compared to control ( $p < 0.05$ ) in Col seedlings subjected to paraquat + high light + heat stress combination.

**Table S15.** Genes significantly upregulated compared to control ( $p < 0.05$ ) in Col seedlings subjected to paraquat + salt + high light + heat stress combination.

**Table S16.** Genes significantly upregulated compared to control ( $p < 0.05$ ) in Col seedlings subjected to paraquat + salt + high light + heat stress + acid combination.

**Table S17.** Genes significantly upregulated compared to control ( $p < 0.05$ ) in Col seedlings subjected to paraquat + salt + high light + heat stress + cadmium combination.

**Table S18.** Genes significantly upregulated compared to control ( $p < 0.05$ ) in Col seedlings subjected to paraquat + salt + high light + heat stress + acid + cadmium combination.

**Table S19.** Genes significantly downregulated compared to control ( $p < 0.05$ ) in Col seedlings subjected to salt stress.

**Table S20.** Genes significantly downregulated compared to control ( $p < 0.05$ ) in Col seedlings subjected to paraquat.

**Table S21.** Genes significantly downregulated compared to control ( $p < 0.05$ ) in Col seedlings subjected to high light stress.

**Table S22.** Genes significantly downregulated compared to control ( $p < 0.05$ ) in Col seedlings subjected to heat stress.

**Table S23.** Genes significantly downregulated compared to control ( $p < 0.05$ ) in Col seedlings subjected to salt + high light stress combination.

**Table S24.** Genes significantly downregulated compared to control ( $p < 0.05$ ) in Col seedlings subjected to paraquat + high light stress combination.

**Table S25.** Genes significantly downregulated compared to control ( $p < 0.05$ ) in Col seedlings subjected to salt + heat stress combination.

**Table S26.** Genes significantly downregulated compared to control ( $p < 0.05$ ) in Col seedlings subjected to paraquat + heat stress combination.

**Table S27.** Genes significantly downregulated compared to control ( $p < 0.05$ ) in Col seedlings subjected to salt + paraquat stress combination.

**Table S28.** Genes significantly downregulated compared to control ( $p < 0.05$ ) in Col seedlings subjected to high light + heat stress combination.

**Table S29.** Genes significantly downregulated compared to control ( $p < 0.05$ ) in Col seedlings subjected to salt + paraquat + high light stress combination.

**Table S30.** Genes significantly downregulated compared to control ( $p < 0.05$ ) in Col seedlings subjected to salt + paraquat + heat stress combination.

**Table S31.** Genes significantly downregulated compared to control ( $p < 0.05$ ) in Col seedlings subjected to salt + high light + heat stress combination.

**Table S32.** Genes significantly downregulated compared to control ( $p < 0.05$ ) in Col seedlings subjected to paraquat + high light + heat stress combination.

**Table S33.** Genes significantly downregulated compared to control ( $p < 0.05$ ) in Col seedlings subjected to paraquat + salt + high light + heat stress combination.

**Table S34.** Genes significantly downregulated compared to control ( $p < 0.05$ ) in Col seedlings subjected to paraquat + salt + high light + heat stress + acid combination.

**Table S35.** Genes significantly downregulated compared to control ( $p < 0.05$ ) in Col seedlings subjected to paraquat + salt + high light + heat stress + cadmium combination.

**Table S36.** Genes significantly downregulated compared to control ( $p < 0.05$ ) in Col seedlings subjected to paraquat + salt + high light + heat stress + acid + cadmium combination.

**Table S37.** List of genes common between genes upregulated in all four possible 3 stress combinations and genes upregulated in response to all 4, 5 and 6 stresses combined (Fig. 2).

**Table S38.** List of genes common between genes downregulated in all four possible 3 stress combinations and genes downregulated in response to all 4, 5 and 6 stresses combined (Fig. S5).

**Table S39.** List of significantly up and downregulated genes unique to each stress condition.

**Table S40.** List of significantly upregulated genes unique to the state of six stress combination.

**Table S41.** List of significantly downregulated genes unique to the state of six stress combination.

**Table S42.** List of genes involved in chlorophyll metabolism.

**Table S43.** List of genes involved in osmoregulation metabolism.

**Table S44.** List of genes involved in autophagy.

**Table S45.** List of genes involved in DNA repair.

**Table S46.** List of genes involved in proteolysis.

**Table S47.** List of genes involved in senescence.

**Table S48.** List of Heat Shock Factor (HSF) genes.

**Table S49.** List of genes involved in unfolded protein response (UPR).

**Table S50.** P-values for Figs. 1-7.

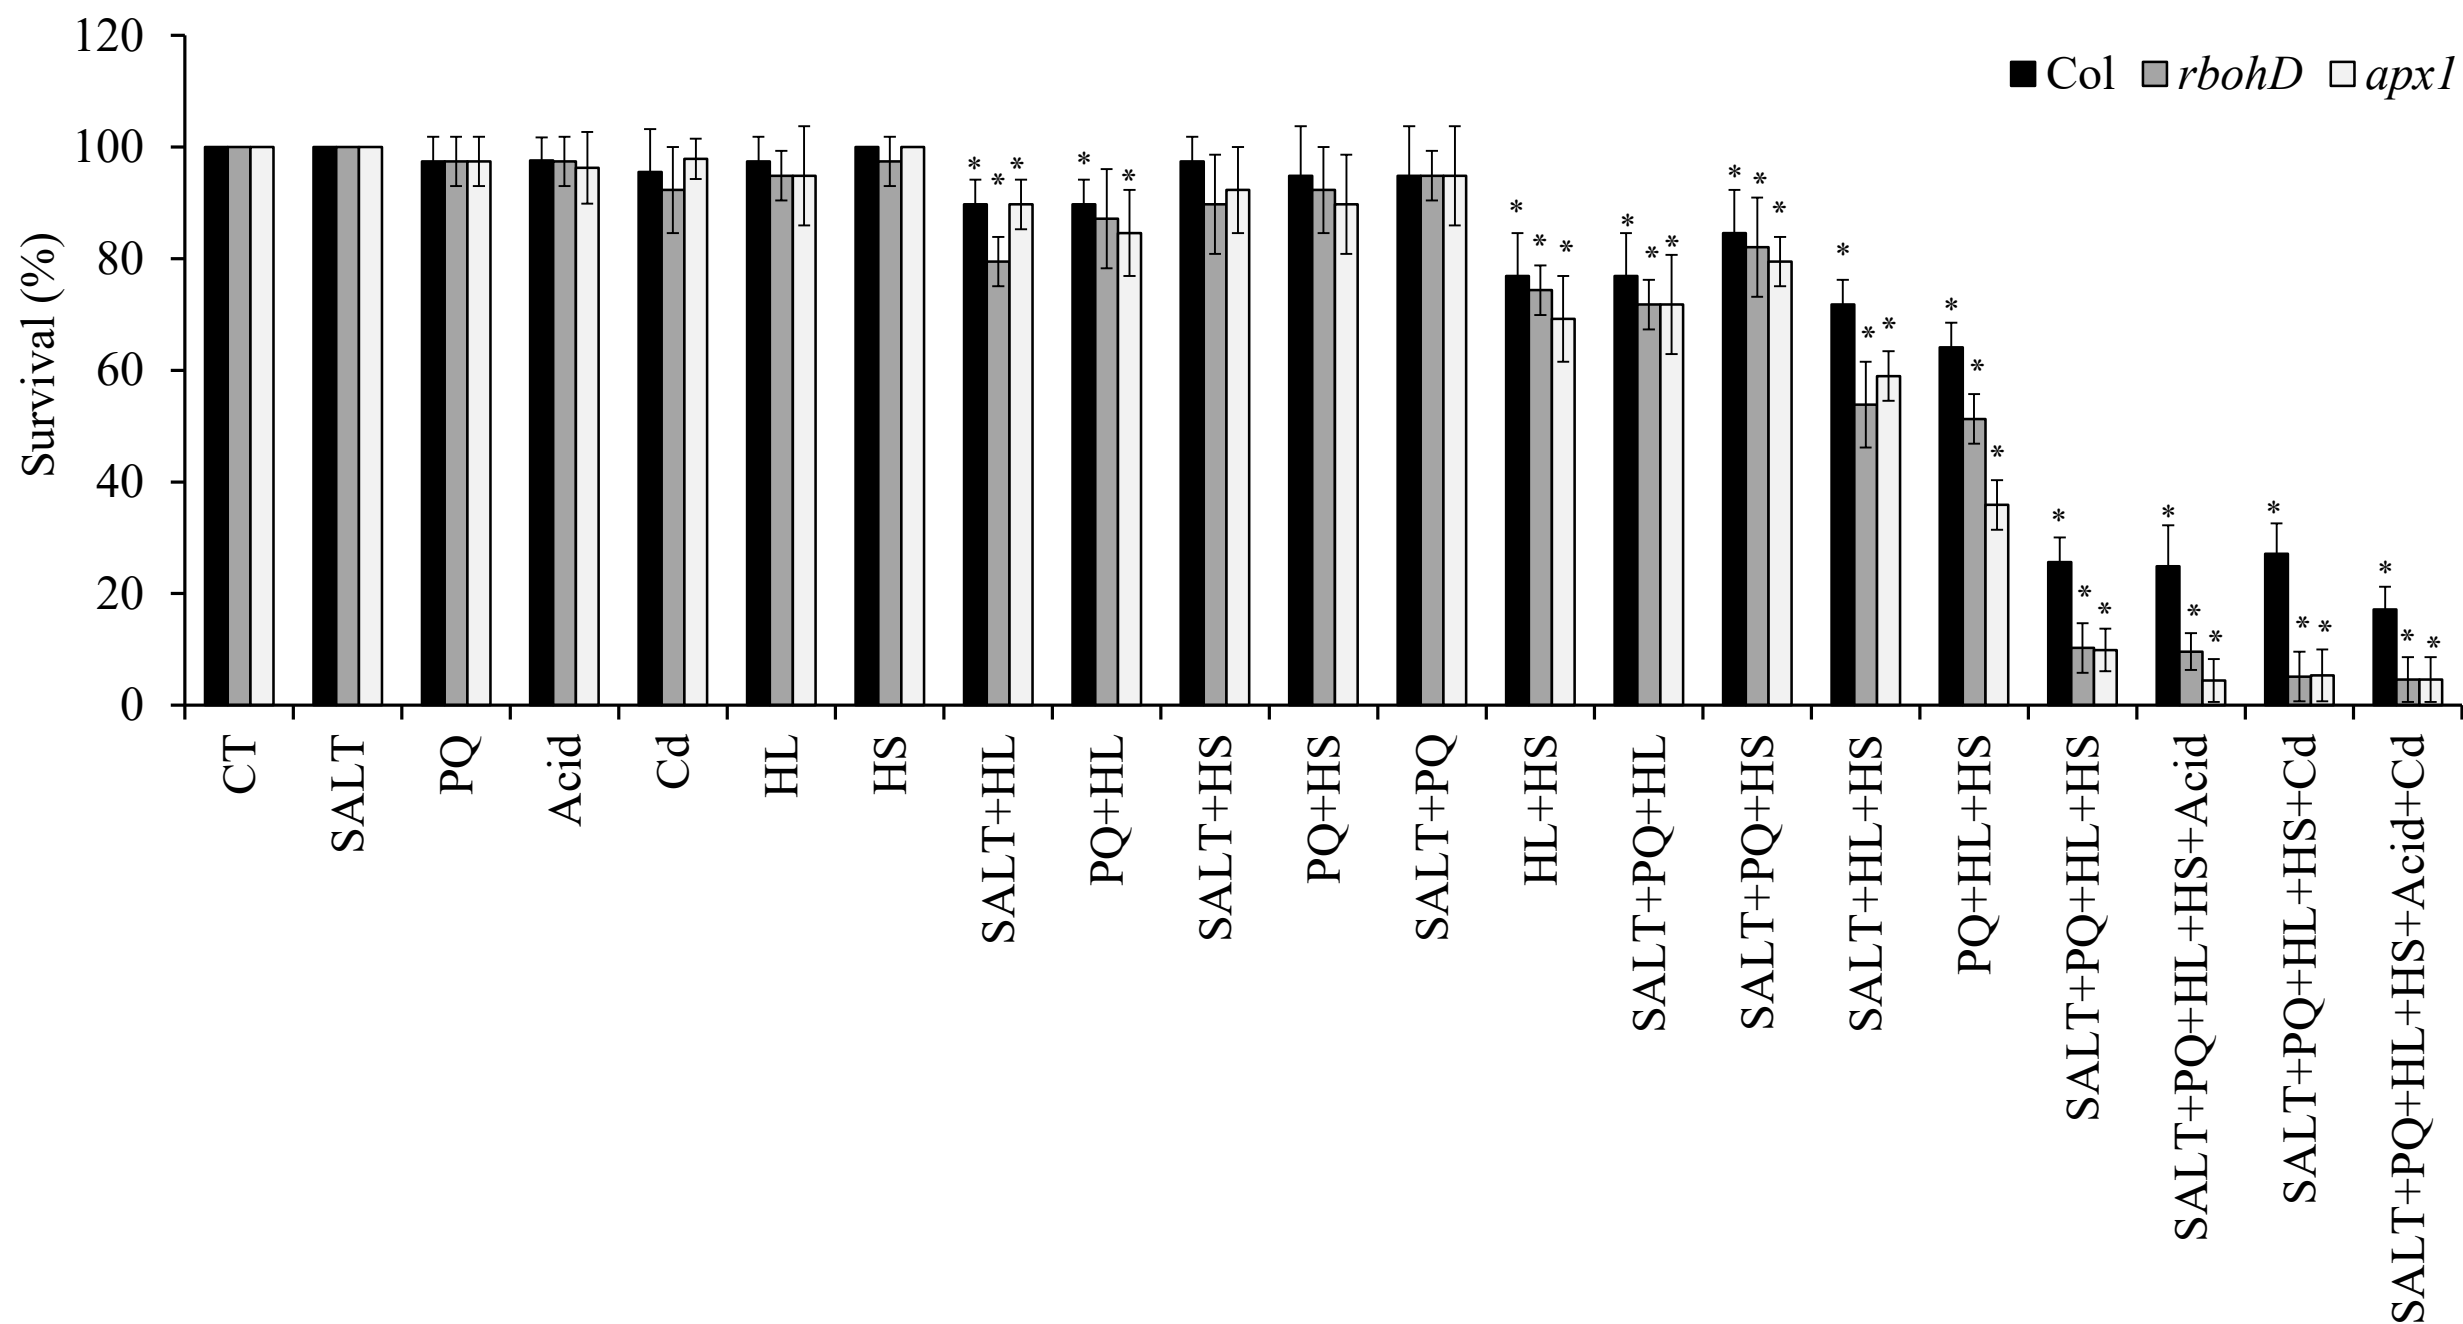

**Fig. S1. Survival of Arabidopsis wildtype, *rbohD* and *apx1* seedlings subjected to multifactorial stress combinations of heat, salt, light, oxidative stresses, acidity and cadmium.** Results are presented as the mean  $\pm$  SD. Statistical analysis was performed by two-way ANOVA followed by a Tukey post hoc test (asterisks denote statistical significance at  $p < 0.05$  with respect to controls). Abbreviations: Apx1, ascorbate peroxidase 1; RbohD, respiratory burst oxidase homolog D; CT, control; PQ, paraquat; HL, high light; HS, heat stress.

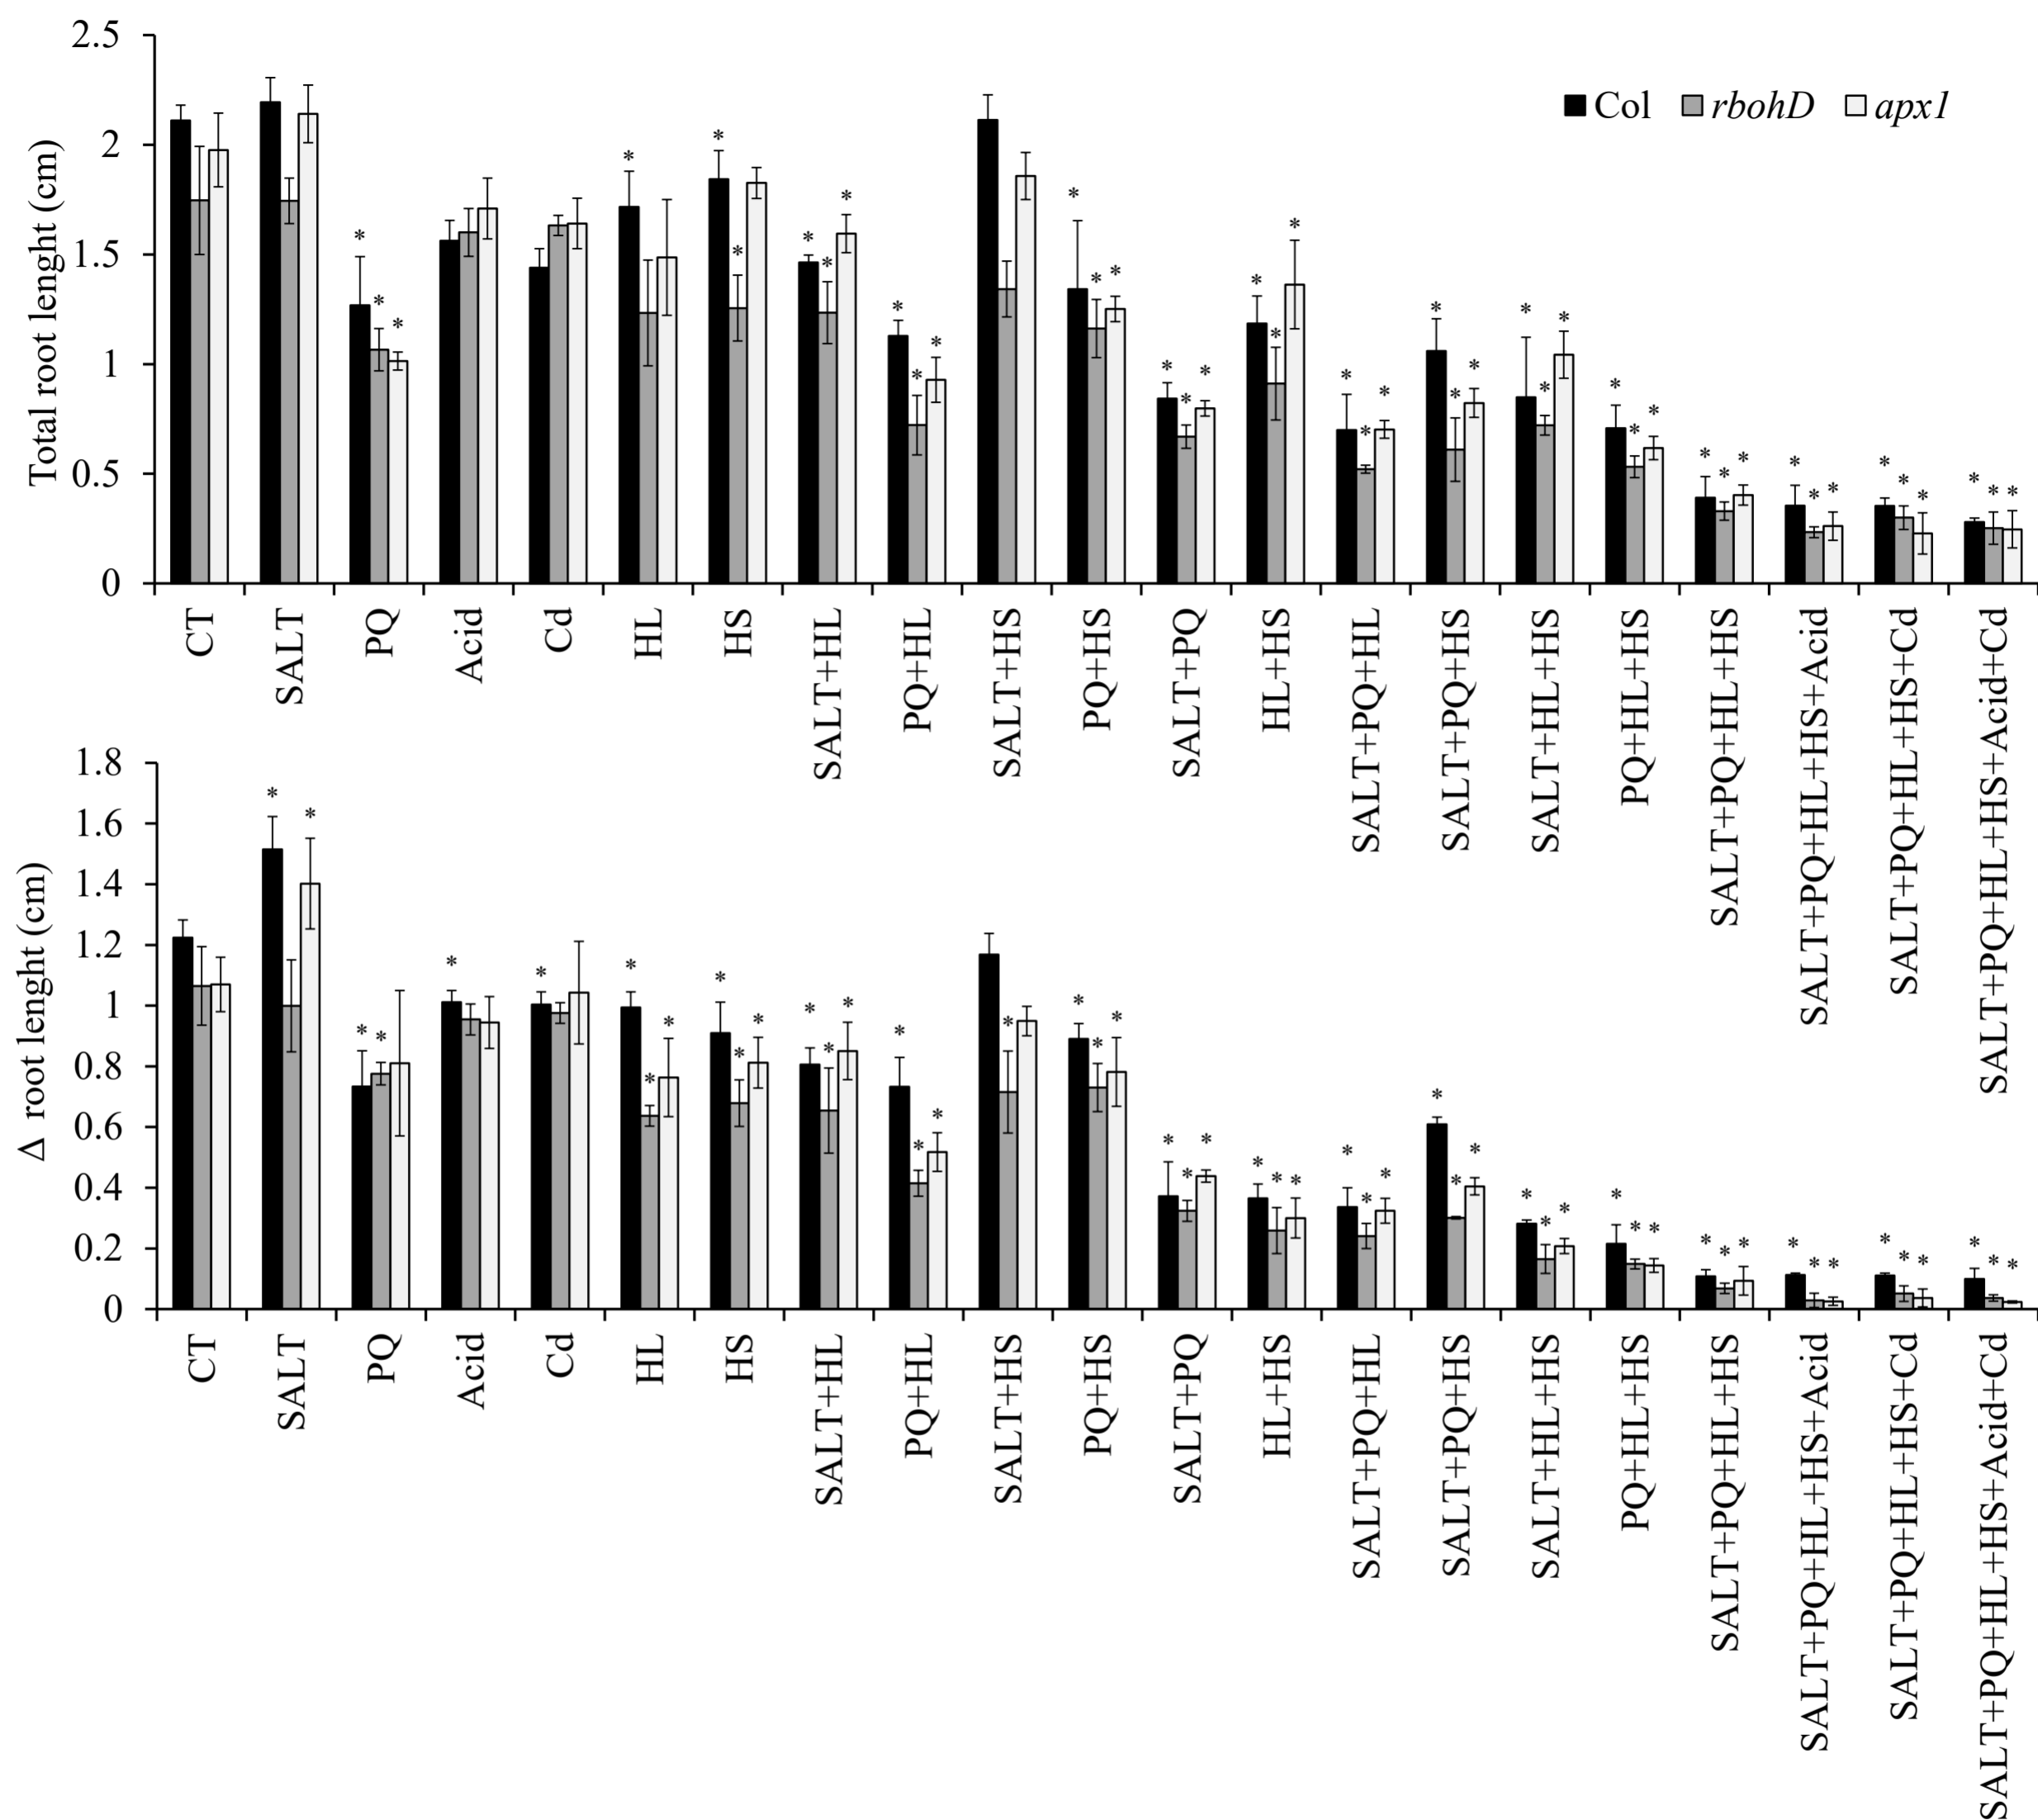

**Fig. S2. Total and delta ( $\Delta$ ) root growth of *Arabidopsis* wildtype, *rbohD* and *apx1* seedlings subjected multifactorial stress combinations of heat, salt, light, oxidative stresses, acidity and cadmium.** Results are presented as the mean  $\pm$  SD. Statistical analysis was performed by two-way ANOVA followed by a Tukey post hoc test (asterisks denote statistical significance at  $p < 0.05$  with respect to controls). Abbreviations: Apx1, ascorbate peroxidase 1; RbohD, respiratory burst oxidase homolog D; CT, control; PQ, paraquat; HL, high light; HS, heat stress.

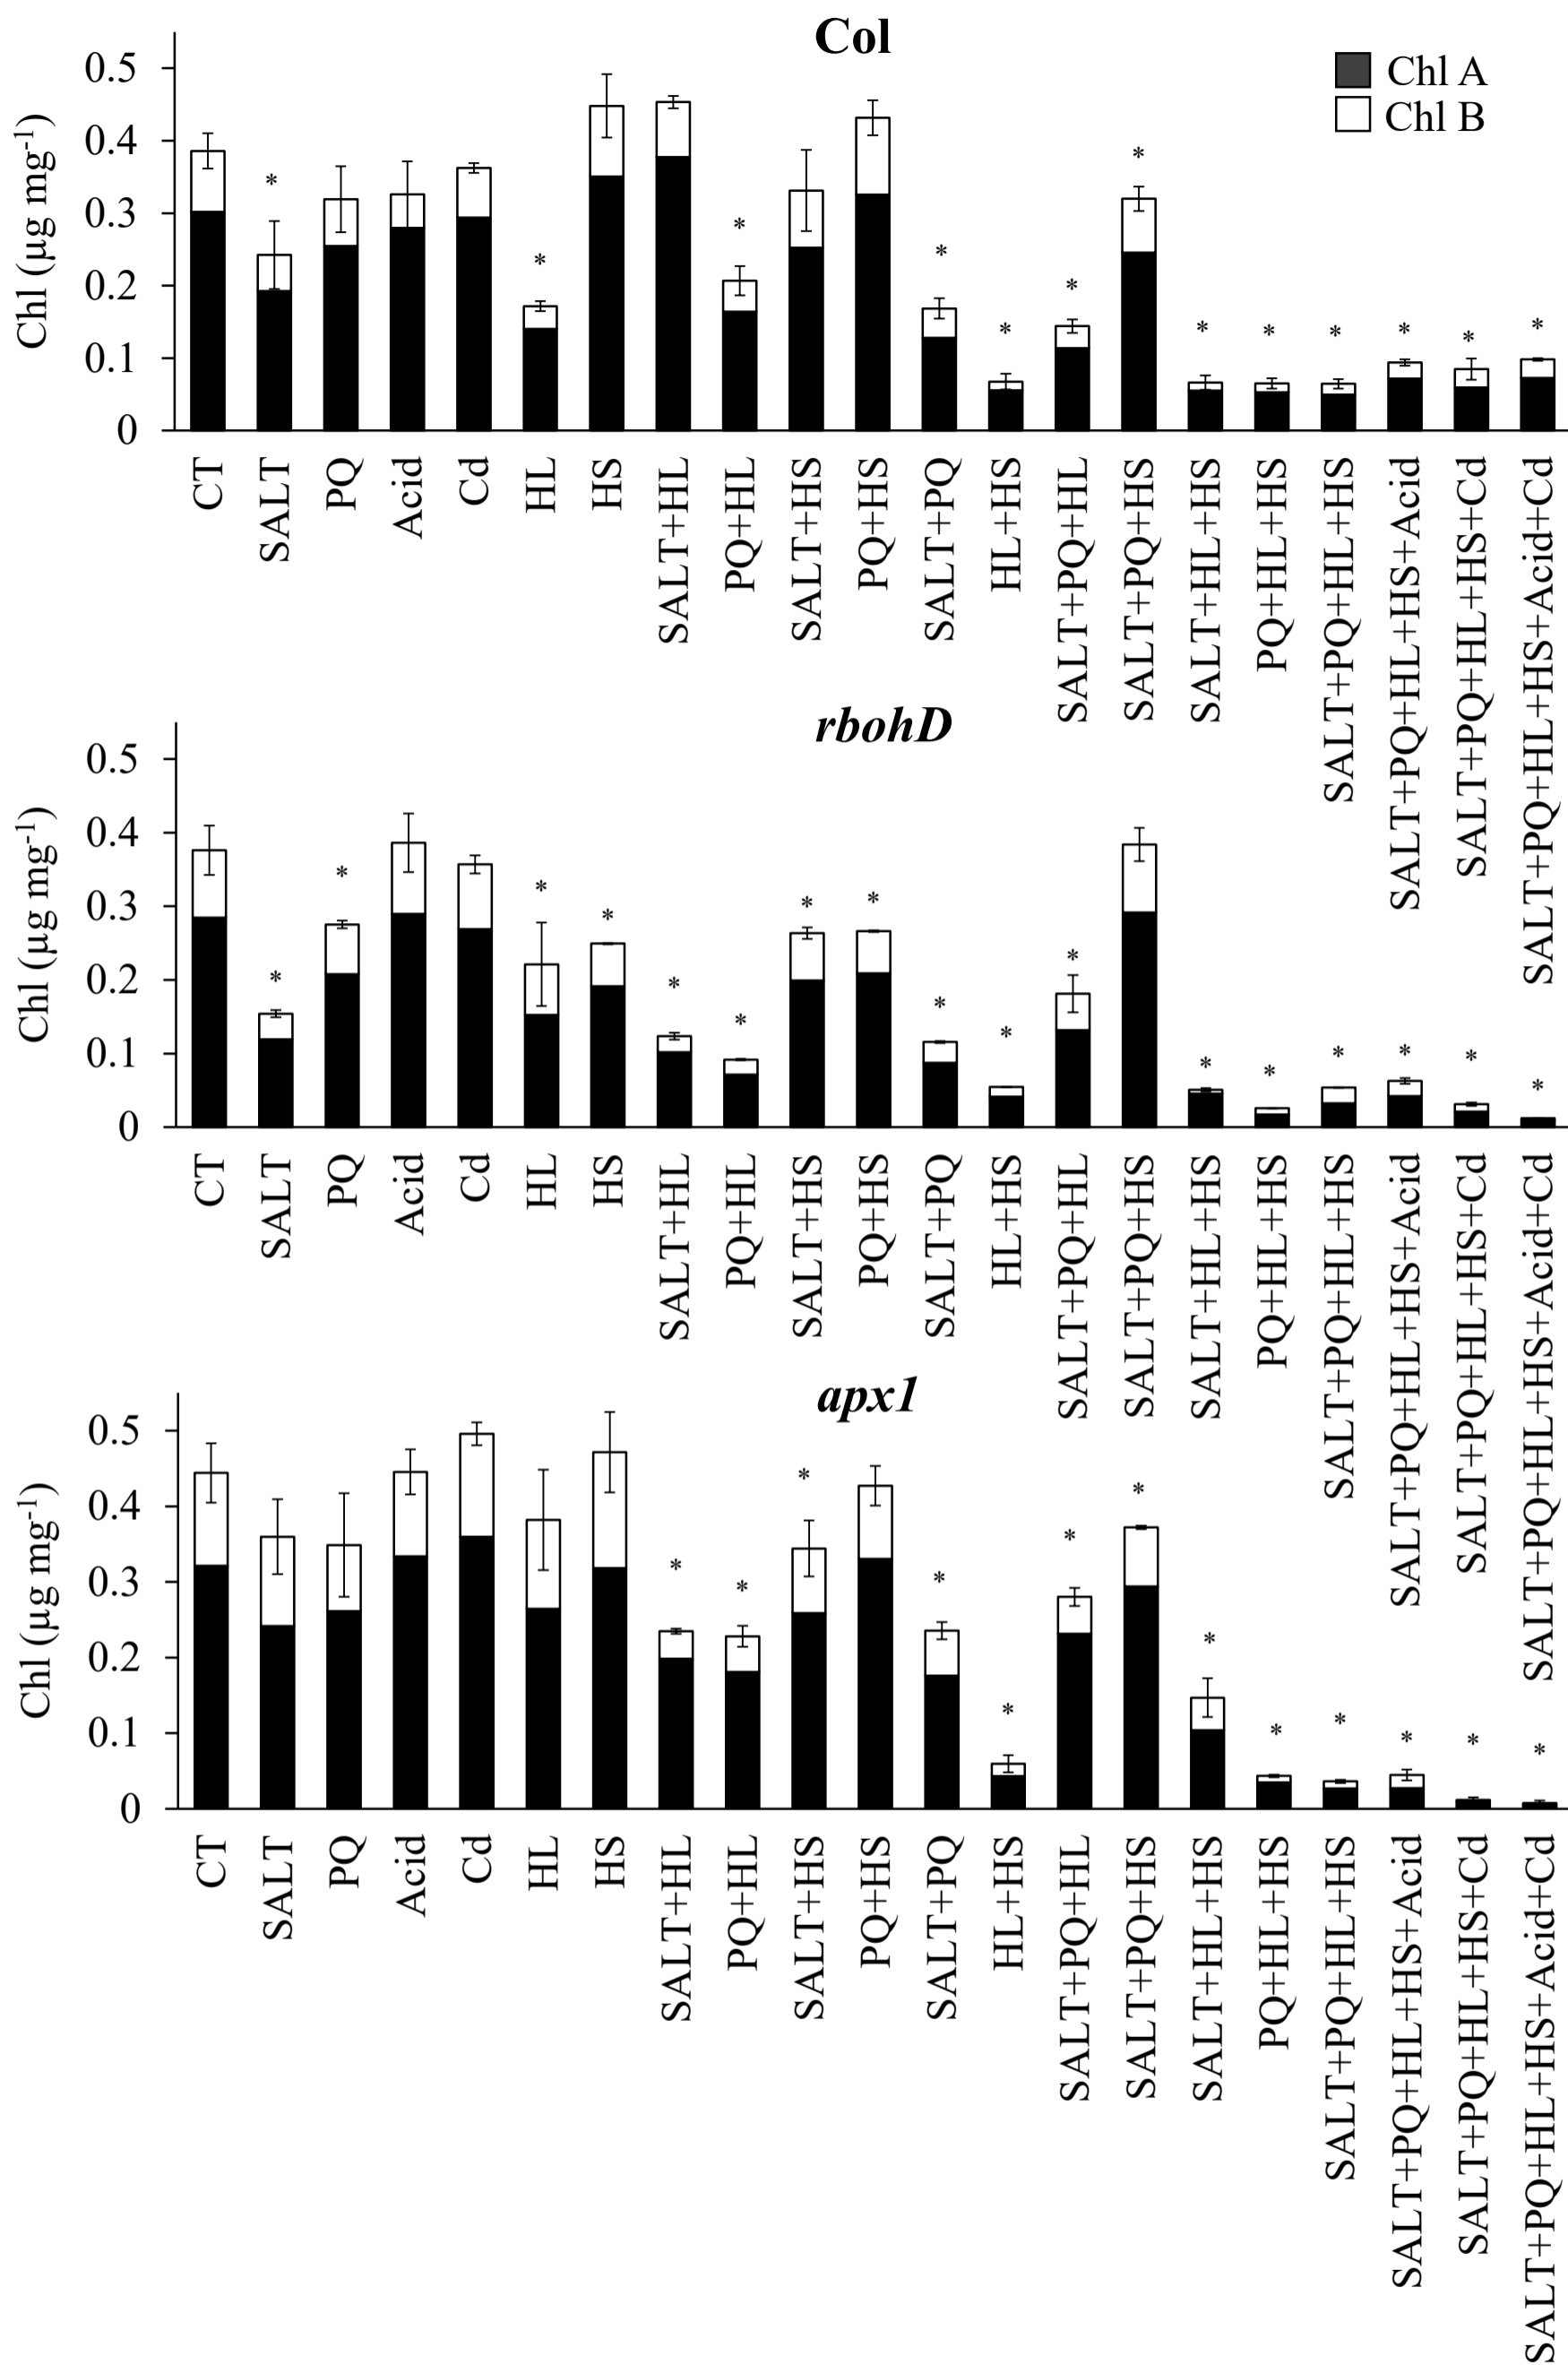

**Fig. S3. Chlorophyll content of Arabidopsis wildtype, *rbohD* and *apx1* seedlings subjected to multifactorial stress combinations of heat, salt, light, oxidative stresses, acidity and cadmium.** Results are presented as the mean  $\pm$  SD. Statistical analysis was performed by two-way ANOVA followed by a Tukey post hoc test (asterisks denote statistical significance at  $p < 0.05$  with respect to controls for total chlorophyll). Abbreviations: Apx1, ascorbate peroxidase 1; RbohD, respiratory burst oxidase homolog D; Chl, chlorophyll; CT, control; PQ, paraquat; HL, high light; HS, heat stress.

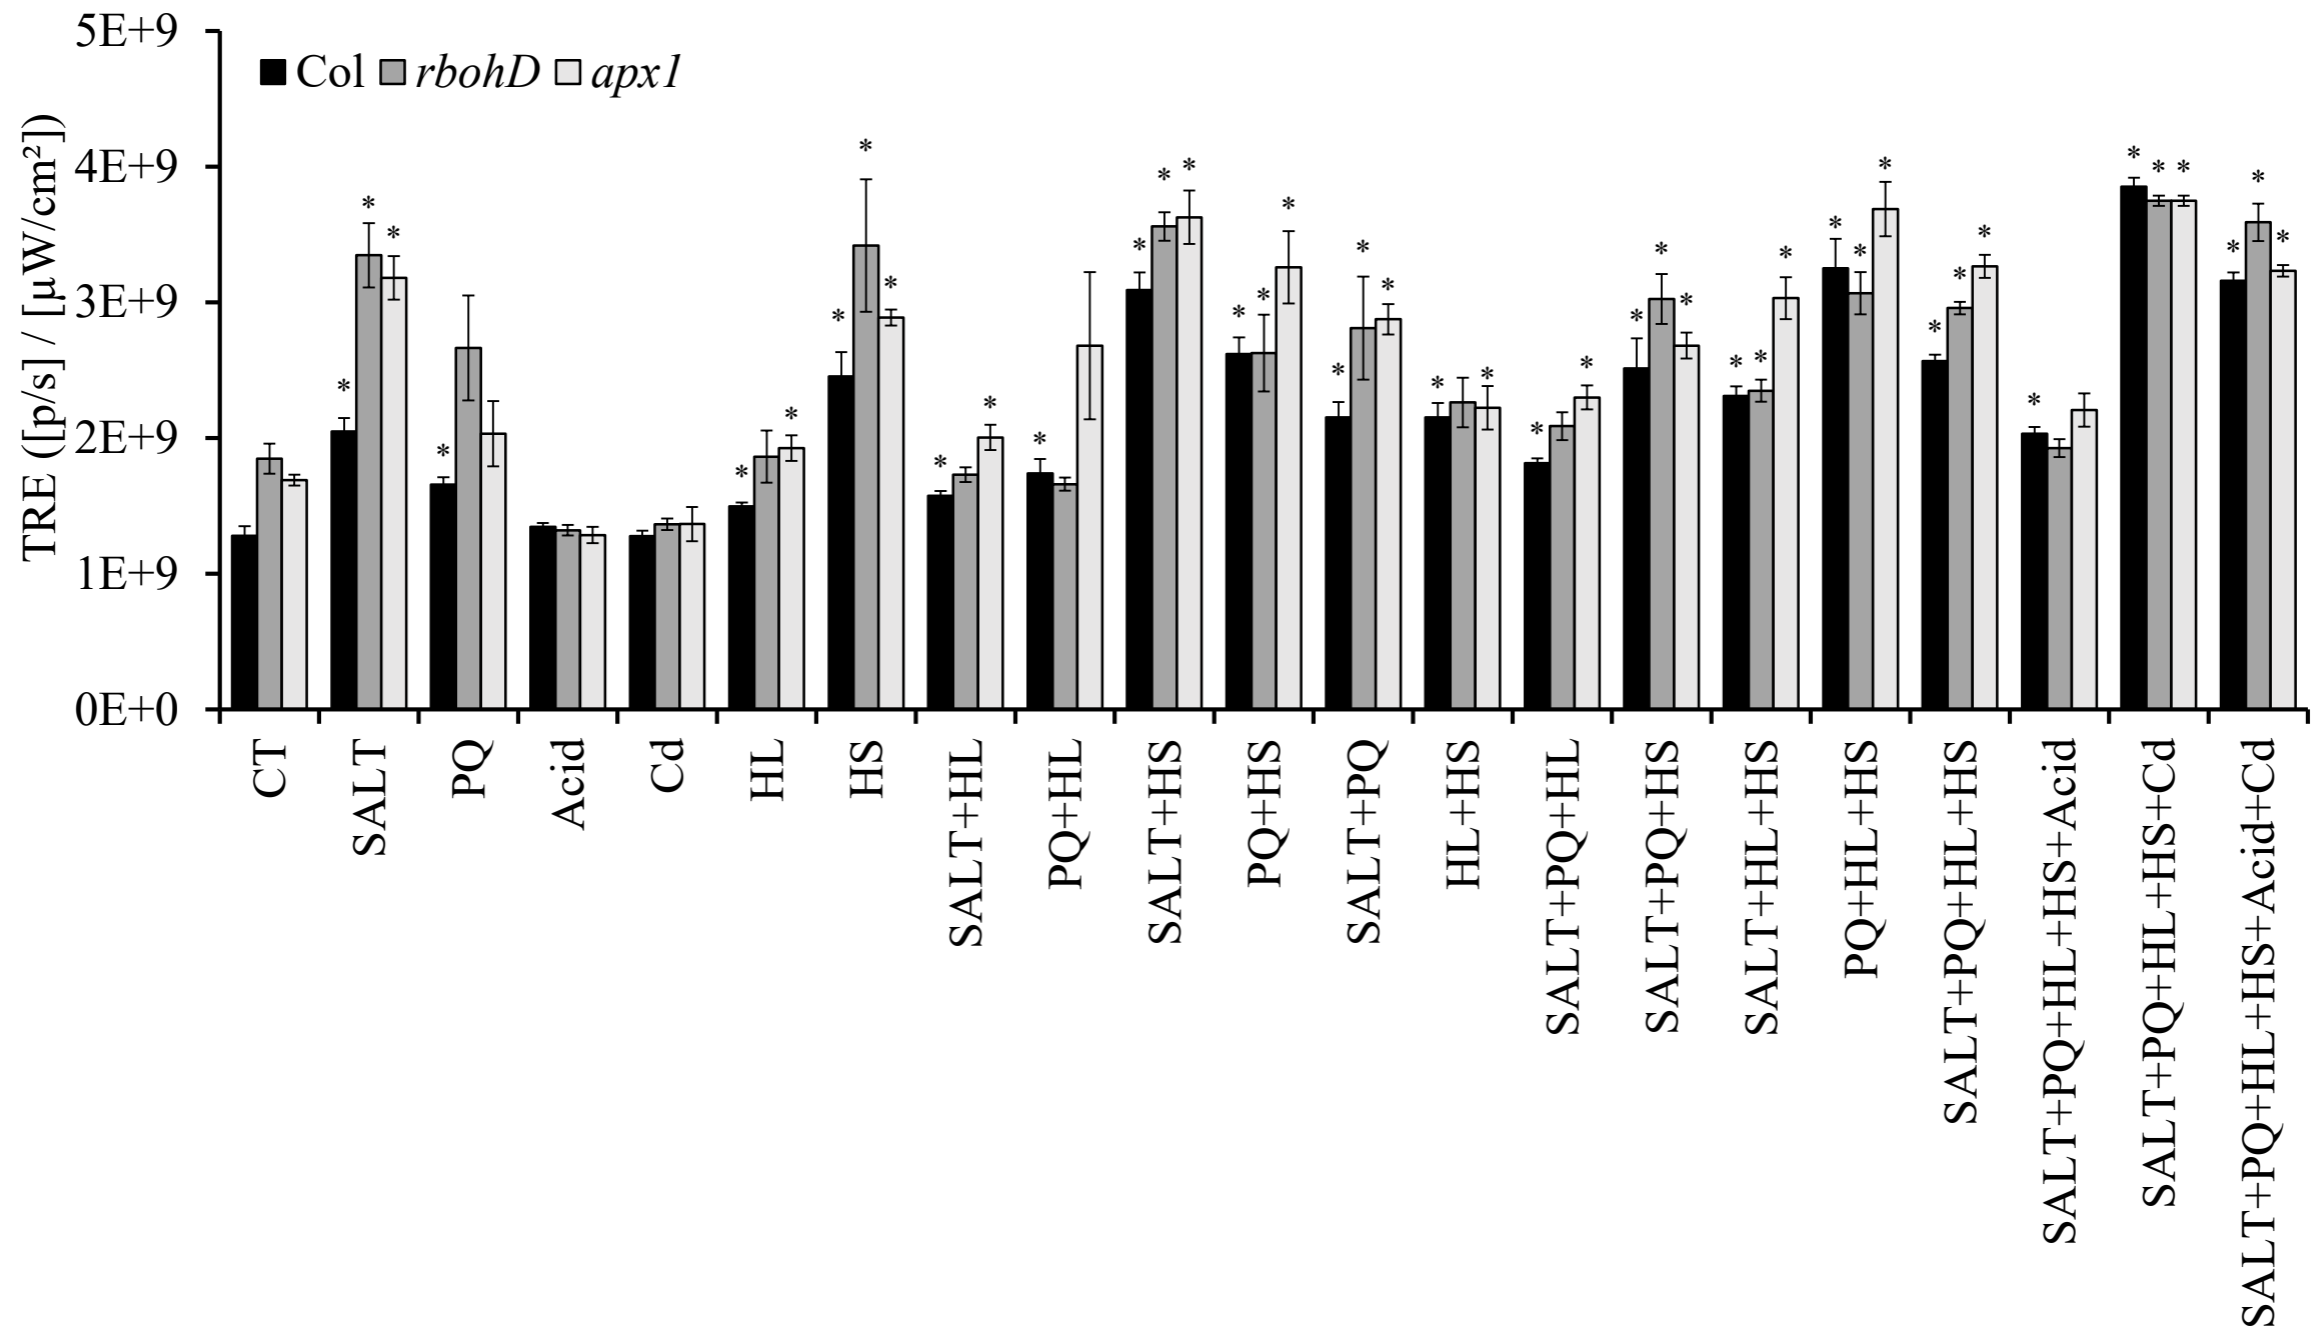

**Fig. S4. Whole-plant ROS accumulation of Arabidopsis wildtype, *rbohD* and *apx1* seedlings subjected to multifactorial stress combinations of heat, salt, light, oxidative stresses, acidity and cadmium. Results are presented as the mean  $\pm$  SD. Statistical analysis was performed by two-way ANOVA followed by a Tukey post hoc test (asterisks denote statistical significance at  $p < 0.05$  with respect to controls). Abbreviations: Apx1, ascorbate peroxidase 1; RbohD, respiratory burst oxidase homolog D; TRE, Total Radiant Efficiency; CT, control; PQ, paraquat; HL, high light; HS, heat stress.**

(a)

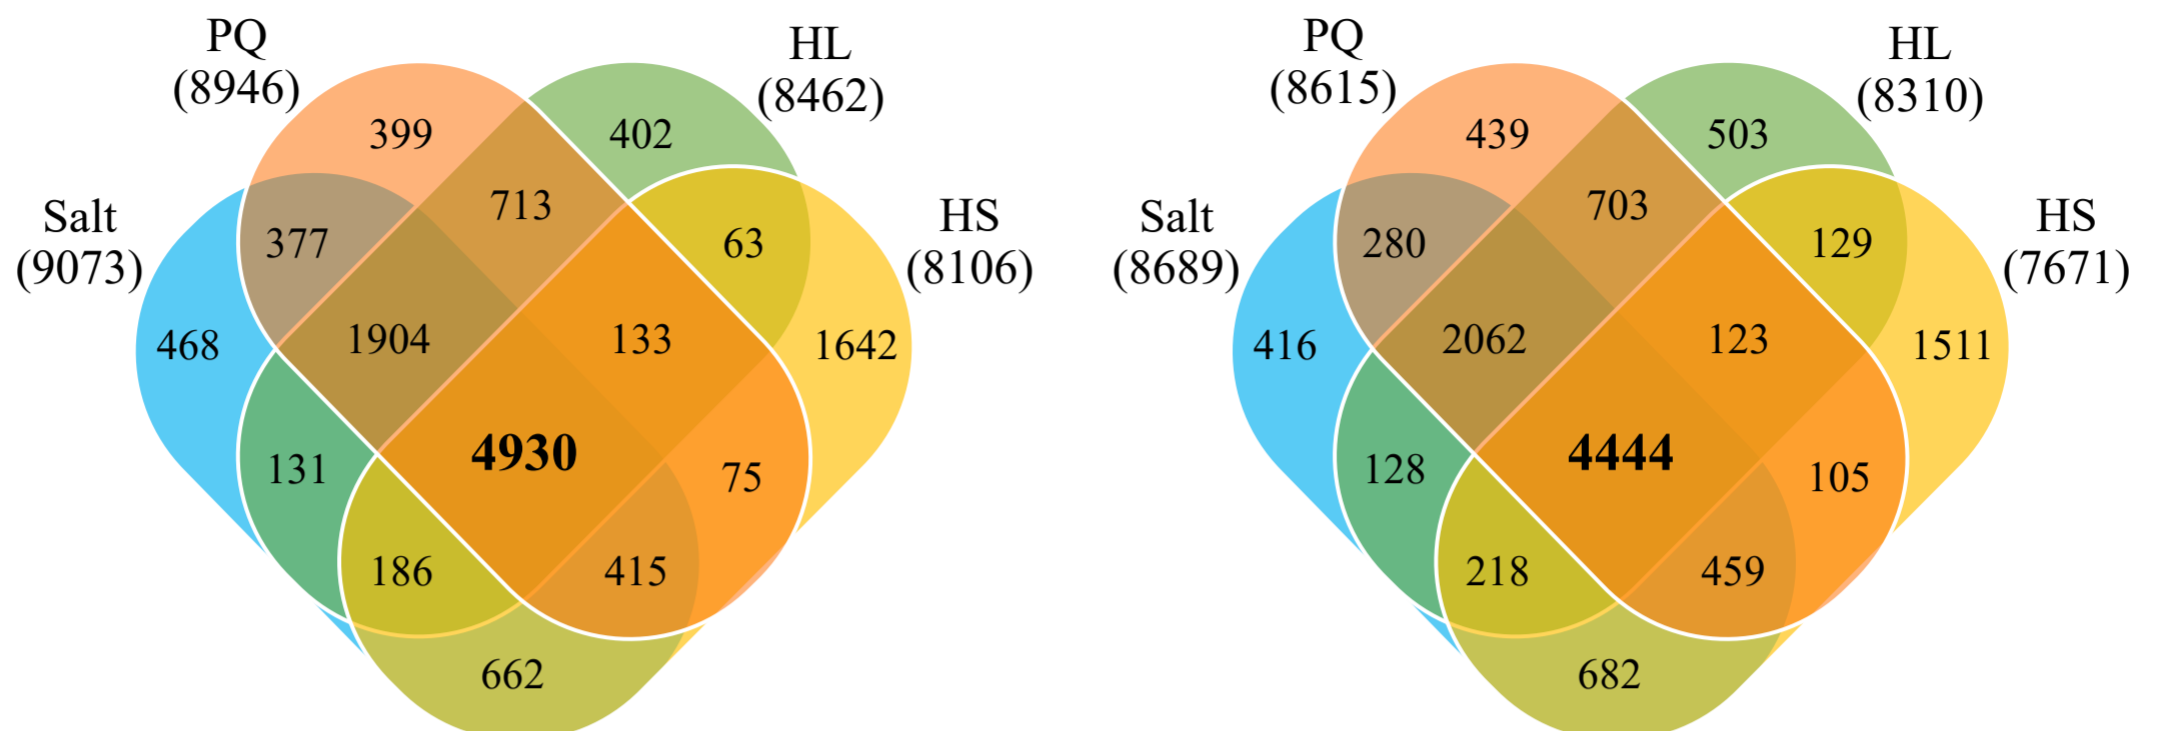

(b)

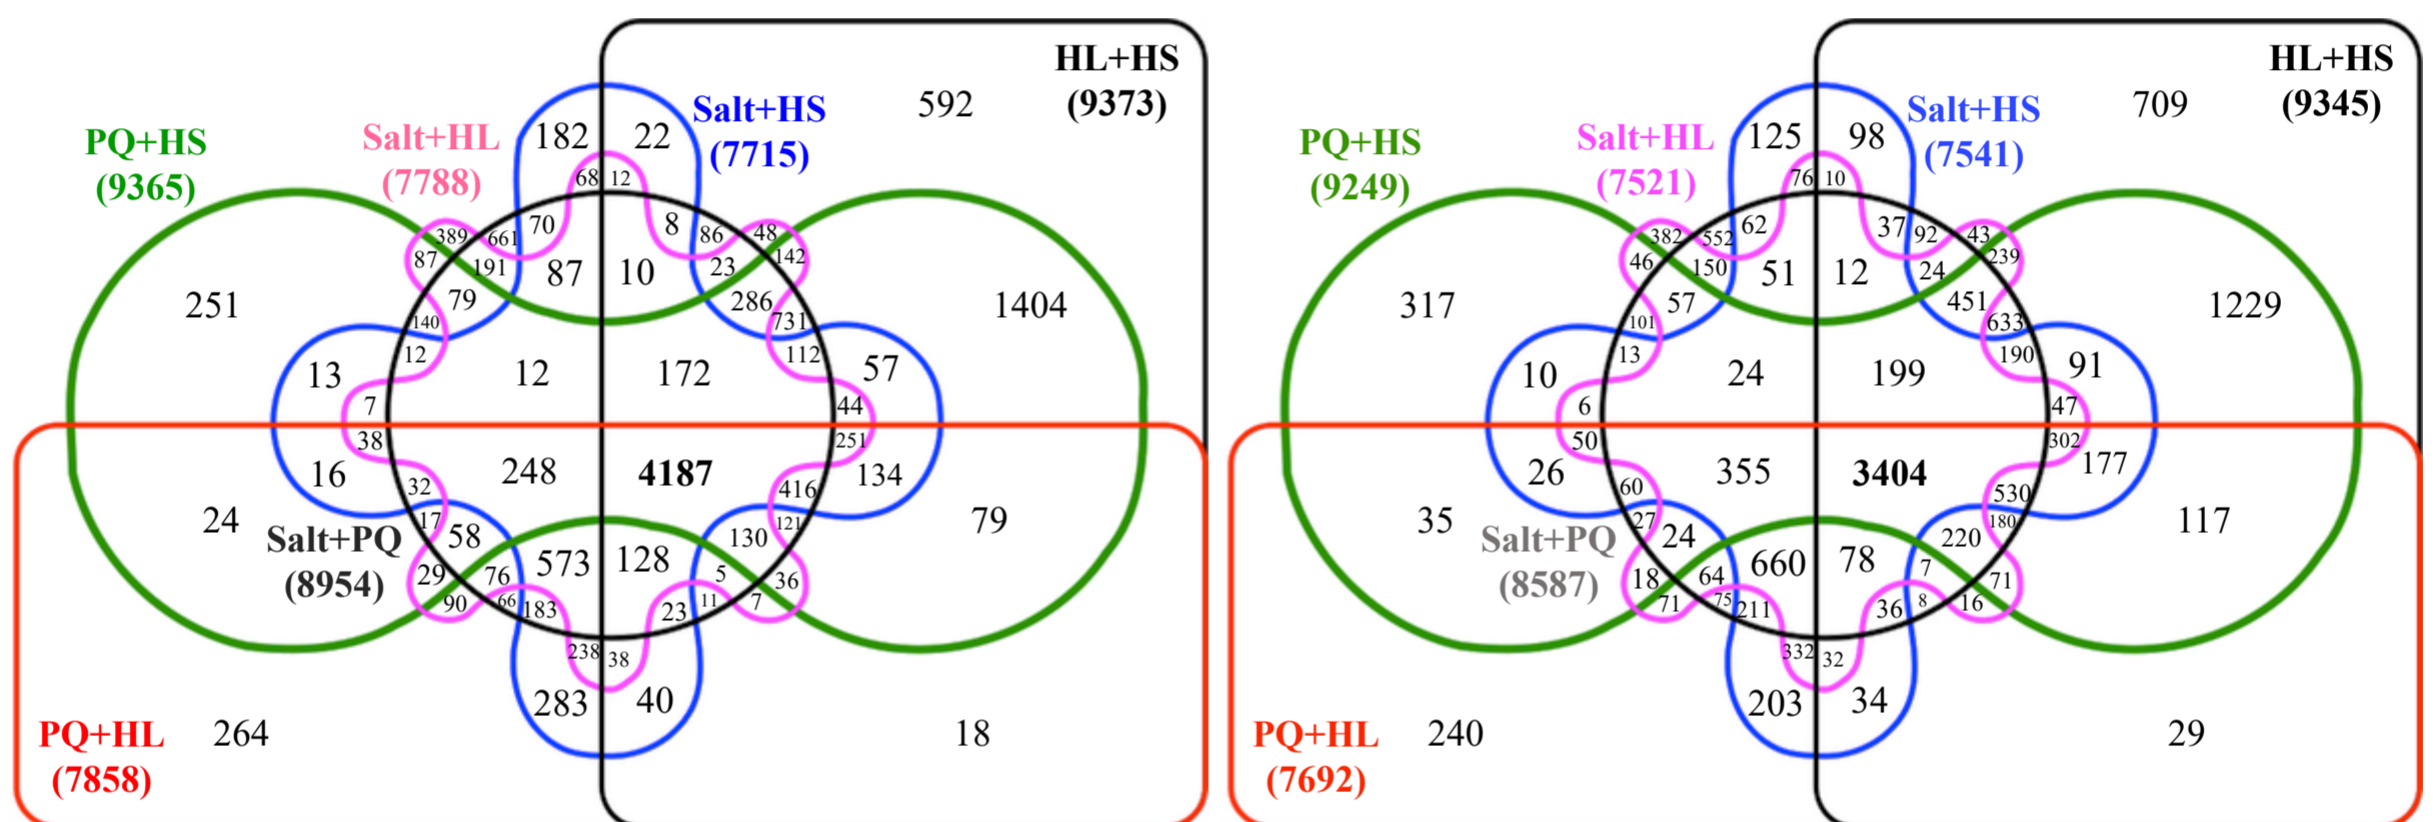

**Fig. S5. Gene expression analysis of multifactorial stress responses.** Gene expression analysis of the response of *Arabidopsis* seedlings to different multifactorial stress combinations of heat, salt, excess light, oxidative stress (induced by the herbicide paraquat), acidity and heavy metal (cadmium) is shown (see also Fig. 2). (a) Venn diagrams depicting the overlap between genes upregulated (left) or downregulated (right) in their expression in response to each of the different single stresses [Salt, paraquat (PQ), high light (HL), or heat stress (HS)]. (b) Venn diagrams depicting the overlap between genes upregulated (left) or downregulated (right) in their expression in response to each of the different 2 stress combinations. (c) Venn diagrams depicting the overlap between genes downregulated in their expression in response to several different 3 factor stress combinations (left), or 4-, 5- and 6- stress factor combinations (right) are shown on top. A Venn diagram showing the overlap between genes downregulated in their expression in response to several different 3 factor stress combinations and genes downregulated in their expression in response to 4-, 5- and 6- stress factor combinations (127 genes) is shown underneath, together with bar and pie charts of biological process and molecular function (GO) annotations for these genes, and a heat map showing the expression level and clustering of these genes under all treatment combinations tested. (d) Venn diagrams depicting the overlap between genes upregulated (left) or downregulated (right) in their expression in response to 3-, 4-, 5- and 6- stress factor combinations (136 and 127 genes, respectively), and genes upregulated (left) or downregulated (right) in their expression in response to each of the different single stresses [Salt, paraquat (PQ), high light (HL), or heat stress (HS)]. Statistical significance of Venn diagrams overlap was determined by hypergeometric testing analysis using the R package phyper. Abbreviations: A, acidity; Cd, cadmium; HL, high light; HS, heat stress; PQ, paraquat.

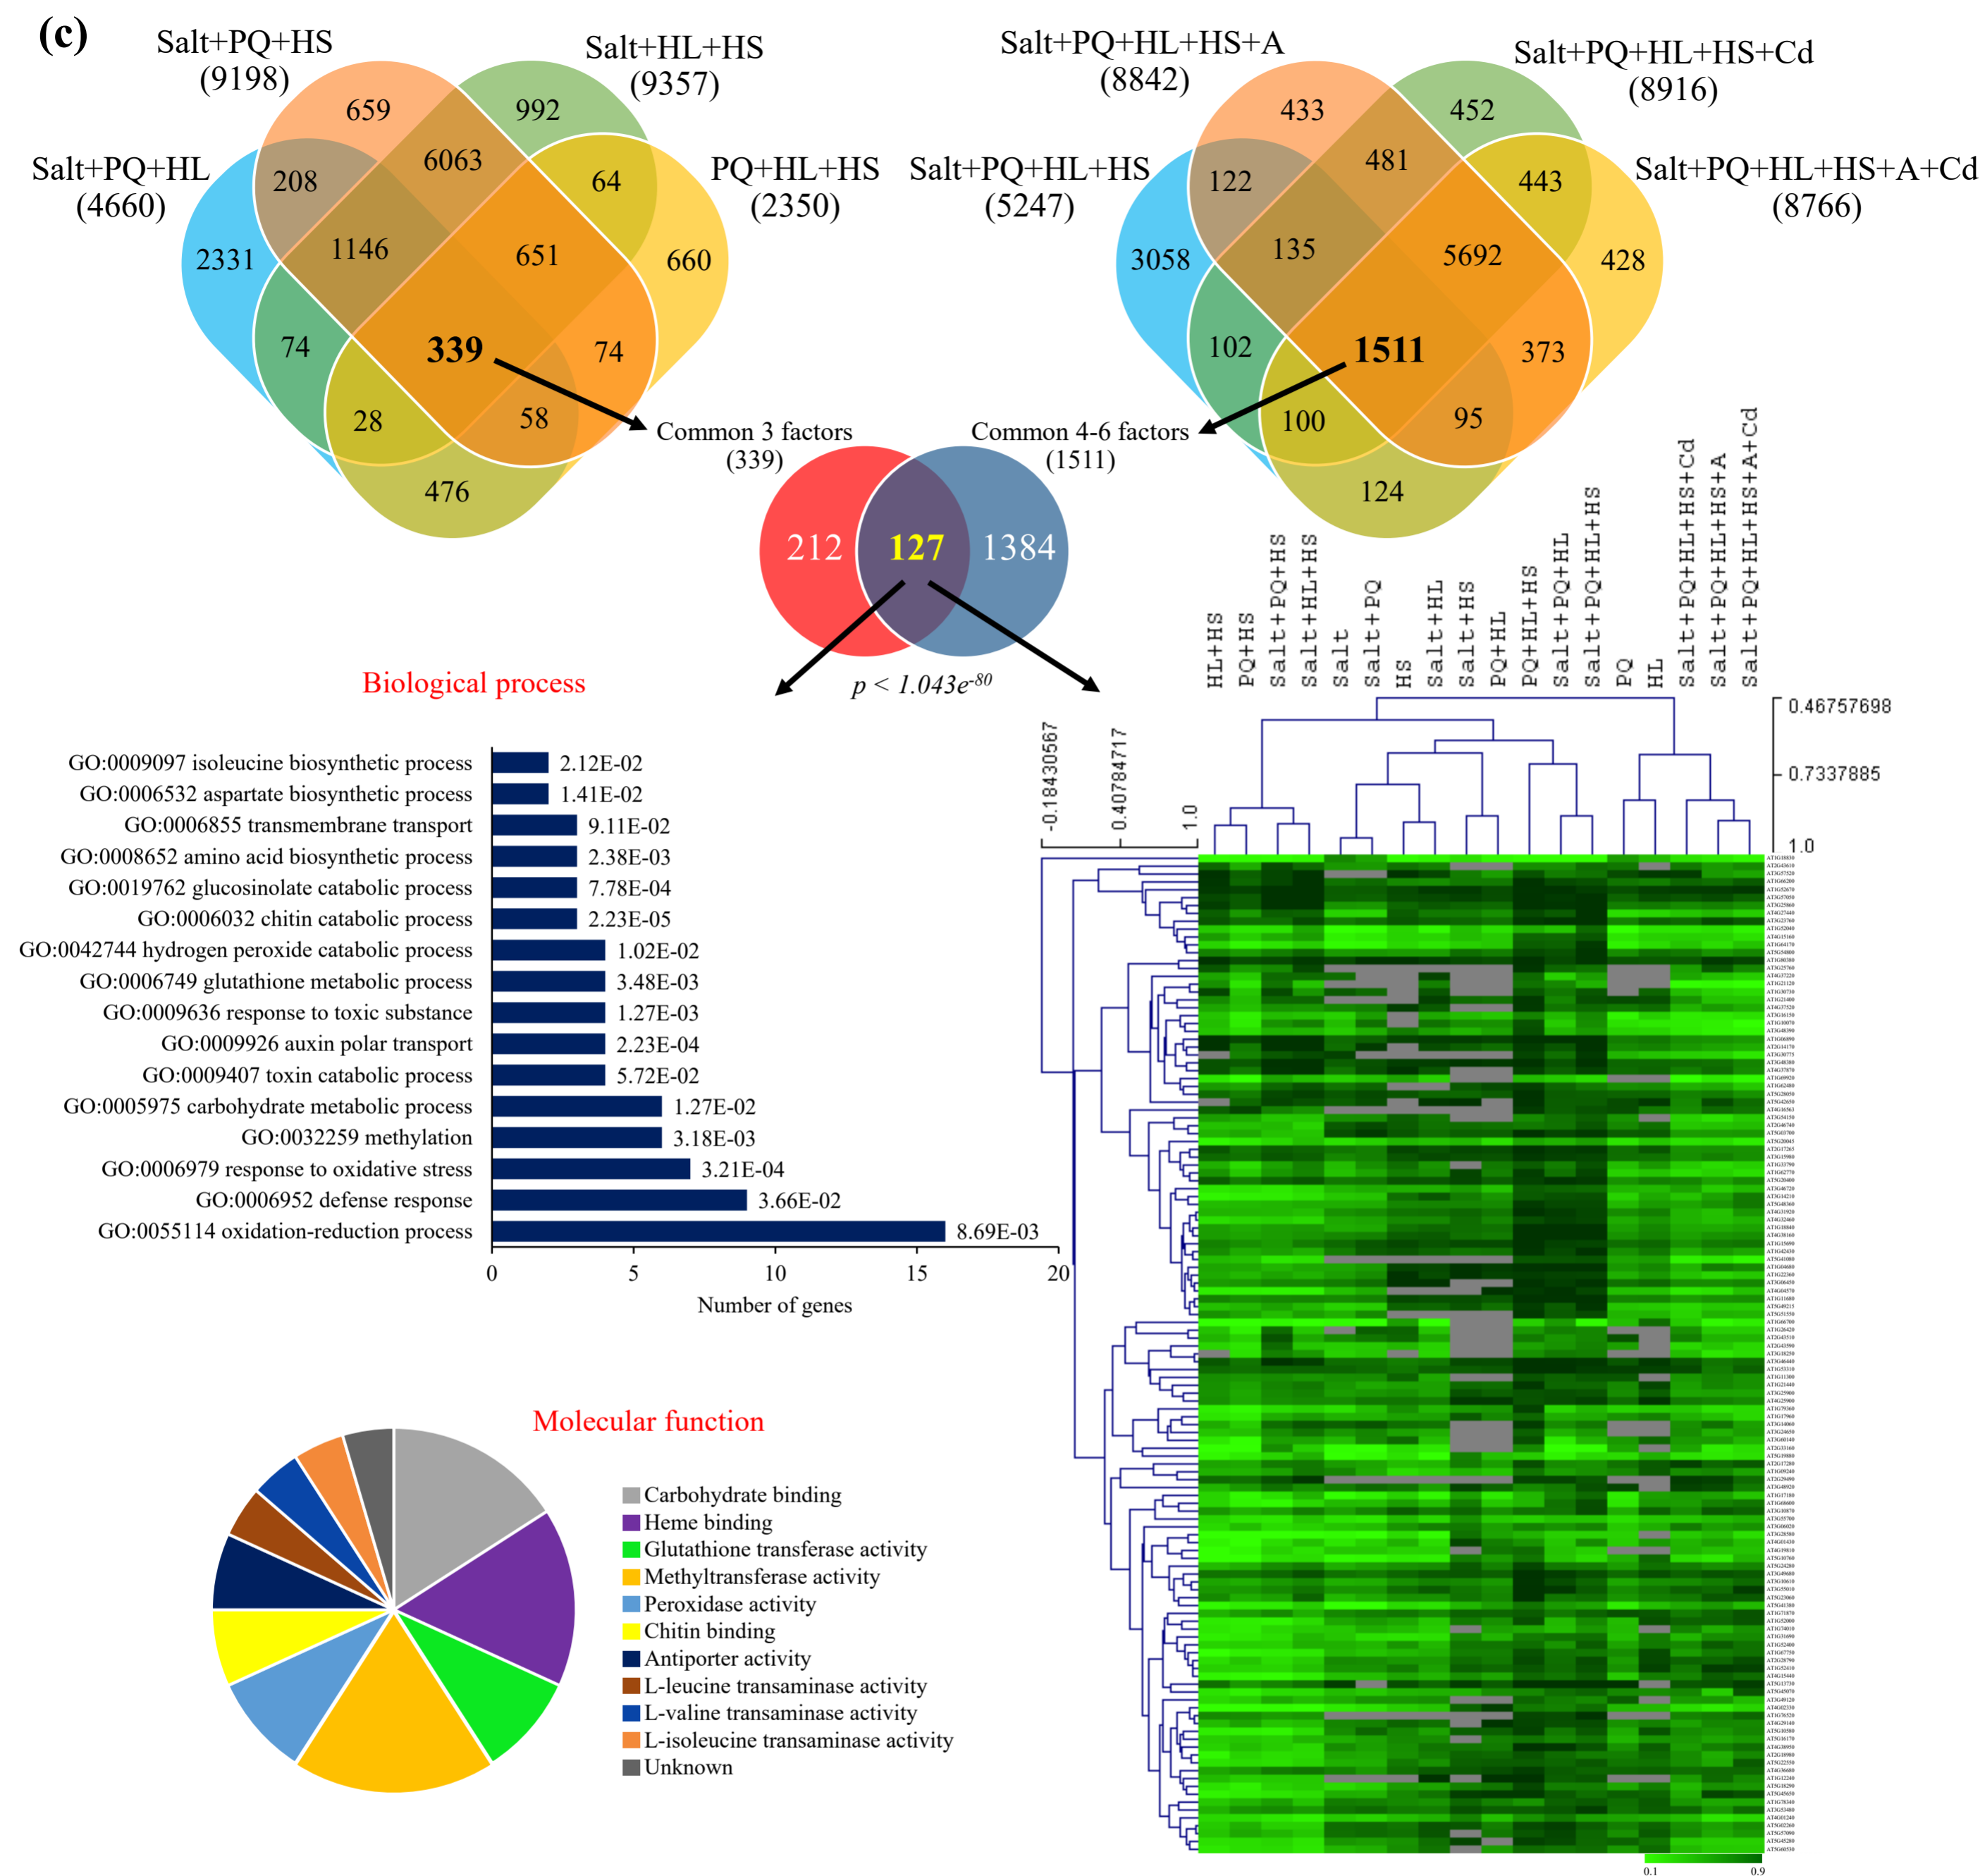

**Fig. S5. Gene expression analysis of multifactorial stress responses.** Gene expression analysis of the response of *Arabidopsis* seedlings to different multifactorial stress combinations of heat, salt, excess light, oxidative stress (induced by the herbicide paraquat), acidity and heavy metal (cadmium) is shown (see also Fig. 2). (a) Venn diagrams depicting the overlap between genes upregulated (left) or downregulated (right) in their expression in response to each of the different single stresses [Salt, paraquat (PQ), high light (HL), or heat stress (HS)]. (b) Venn diagrams depicting the overlap between genes upregulated (left) or downregulated (right) in their expression in response to each of the different 2 stress combinations. (c) Venn diagrams depicting the overlap between genes downregulated in their expression in response to several different 3 factor stress combinations (left), or 4-, 5- and 6- stress factor combinations (right) are shown on top. A Venn diagram showing the overlap between genes downregulated in their expression in response to several different 3 factor stress combinations and genes downregulated in their expression in response to 4-, 5- and 6- stress factor combinations (127 genes) is shown underneath, together with bar and pie charts of biological process and molecular function (GO) annotations for these genes, and a heat map showing the expression level and clustering of these genes under all treatment combinations tested. (d) Venn diagrams depicting the overlap between genes upregulated (left) or downregulated (right) in their expression in response to 3-, 4-, 5- and 6- stress factor combinations (136 and 127 genes, respectively), and genes upregulated (left) or downregulated (right) in their expression in response to each of the different single stresses [Salt, paraquat (PQ), high light (HL), or heat stress (HS)]. Statistical significance of Venn diagrams overlap was determined by hypergeometric testing analysis using the R package phyper. Abbreviations: A, acidity; Cd, cadmium; HL, high light; HS, heat stress; PQ, paraquat.

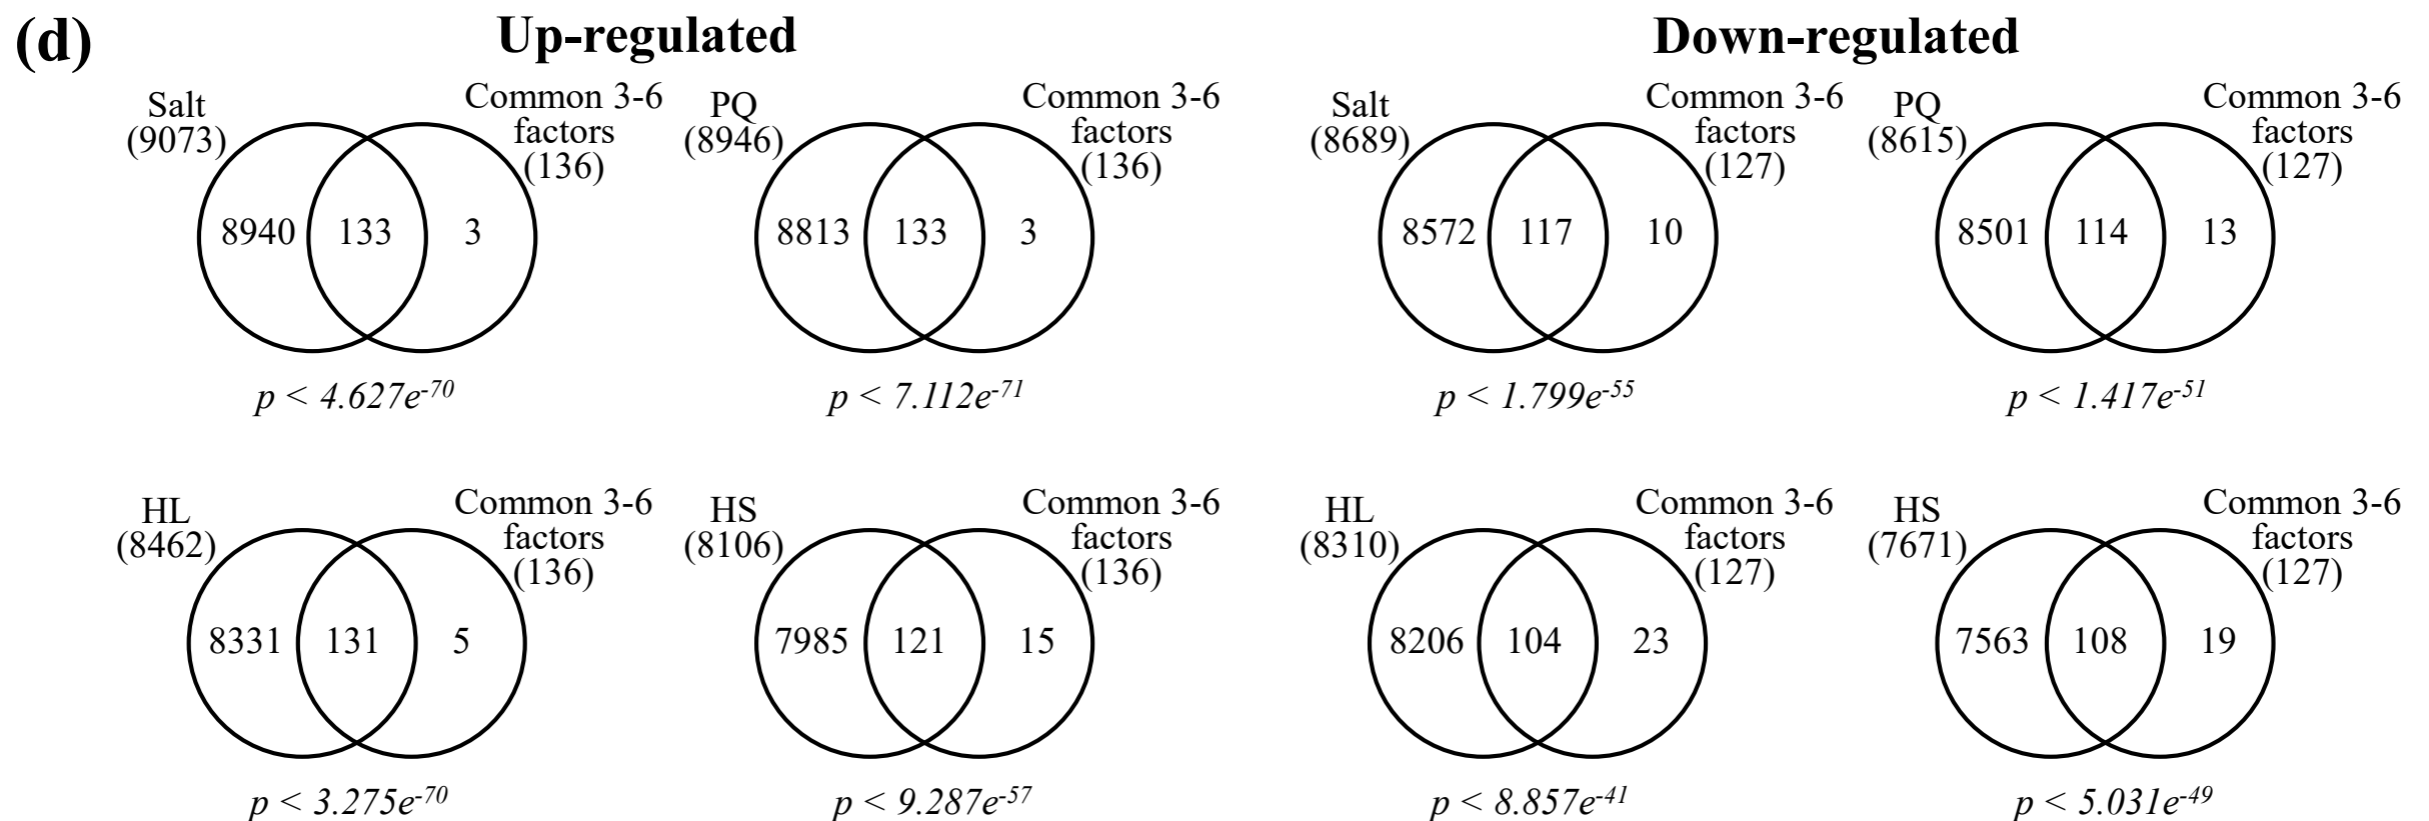

**Fig. S5. Gene expression analysis of multifactorial stress responses.** Gene expression analysis of the response of *Arabidopsis* seedlings to different multifactorial stress combinations of heat, salt, excess light, oxidative stress (induced by the herbicide paraquat), acidity and heavy metal (cadmium) is shown (see also Fig. 2). **(a)** Venn diagrams depicting the overlap between genes upregulated (left) or downregulated (right) in their expression in response to each of the different single stresses [Salt, paraquat (PQ), high light (HL), or heat stress (HS)]. **(b)** Venn diagrams depicting the overlap between genes upregulated (left) or downregulated (right) in their expression in response to each of the different 2 stress combinations. **(c)** Venn diagrams depicting the overlap between genes downregulated in their expression in response to several different 3 factor stress combinations (left), or 4-, 5- and 6- stress factor combinations (right) are shown on top. A Venn diagram showing the overlap between genes downregulated in their expression in response to several different 3 factor stress combinations and genes downregulated in their expression in response to 4-, 5- and 6- stress factor combinations (127 genes) is shown underneath, together with bar and pie charts of biological process and molecular function (GO) annotations for these genes, and a heat map showing the expression level and clustering of these genes under all treatment combinations tested. **(d)** Venn diagrams depicting the overlap between genes upregulated (left) or downregulated (right) in their expression in response to 3-, 4-, 5- and 6- stress factor combinations (136 and 127 genes, respectively), and genes upregulated (left) or downregulated (right) in their expression in response to each of the different single stresses [Salt, paraquat (PQ), high light (HL), or heat stress (HS)]. Statistical significance of Venn diagrams overlap was determined by hypergeometric testing analysis using the R package phyper. Abbreviations: A, acidity; Cd, cadmium; HL, high light; HS, heat stress; PQ, paraquat.

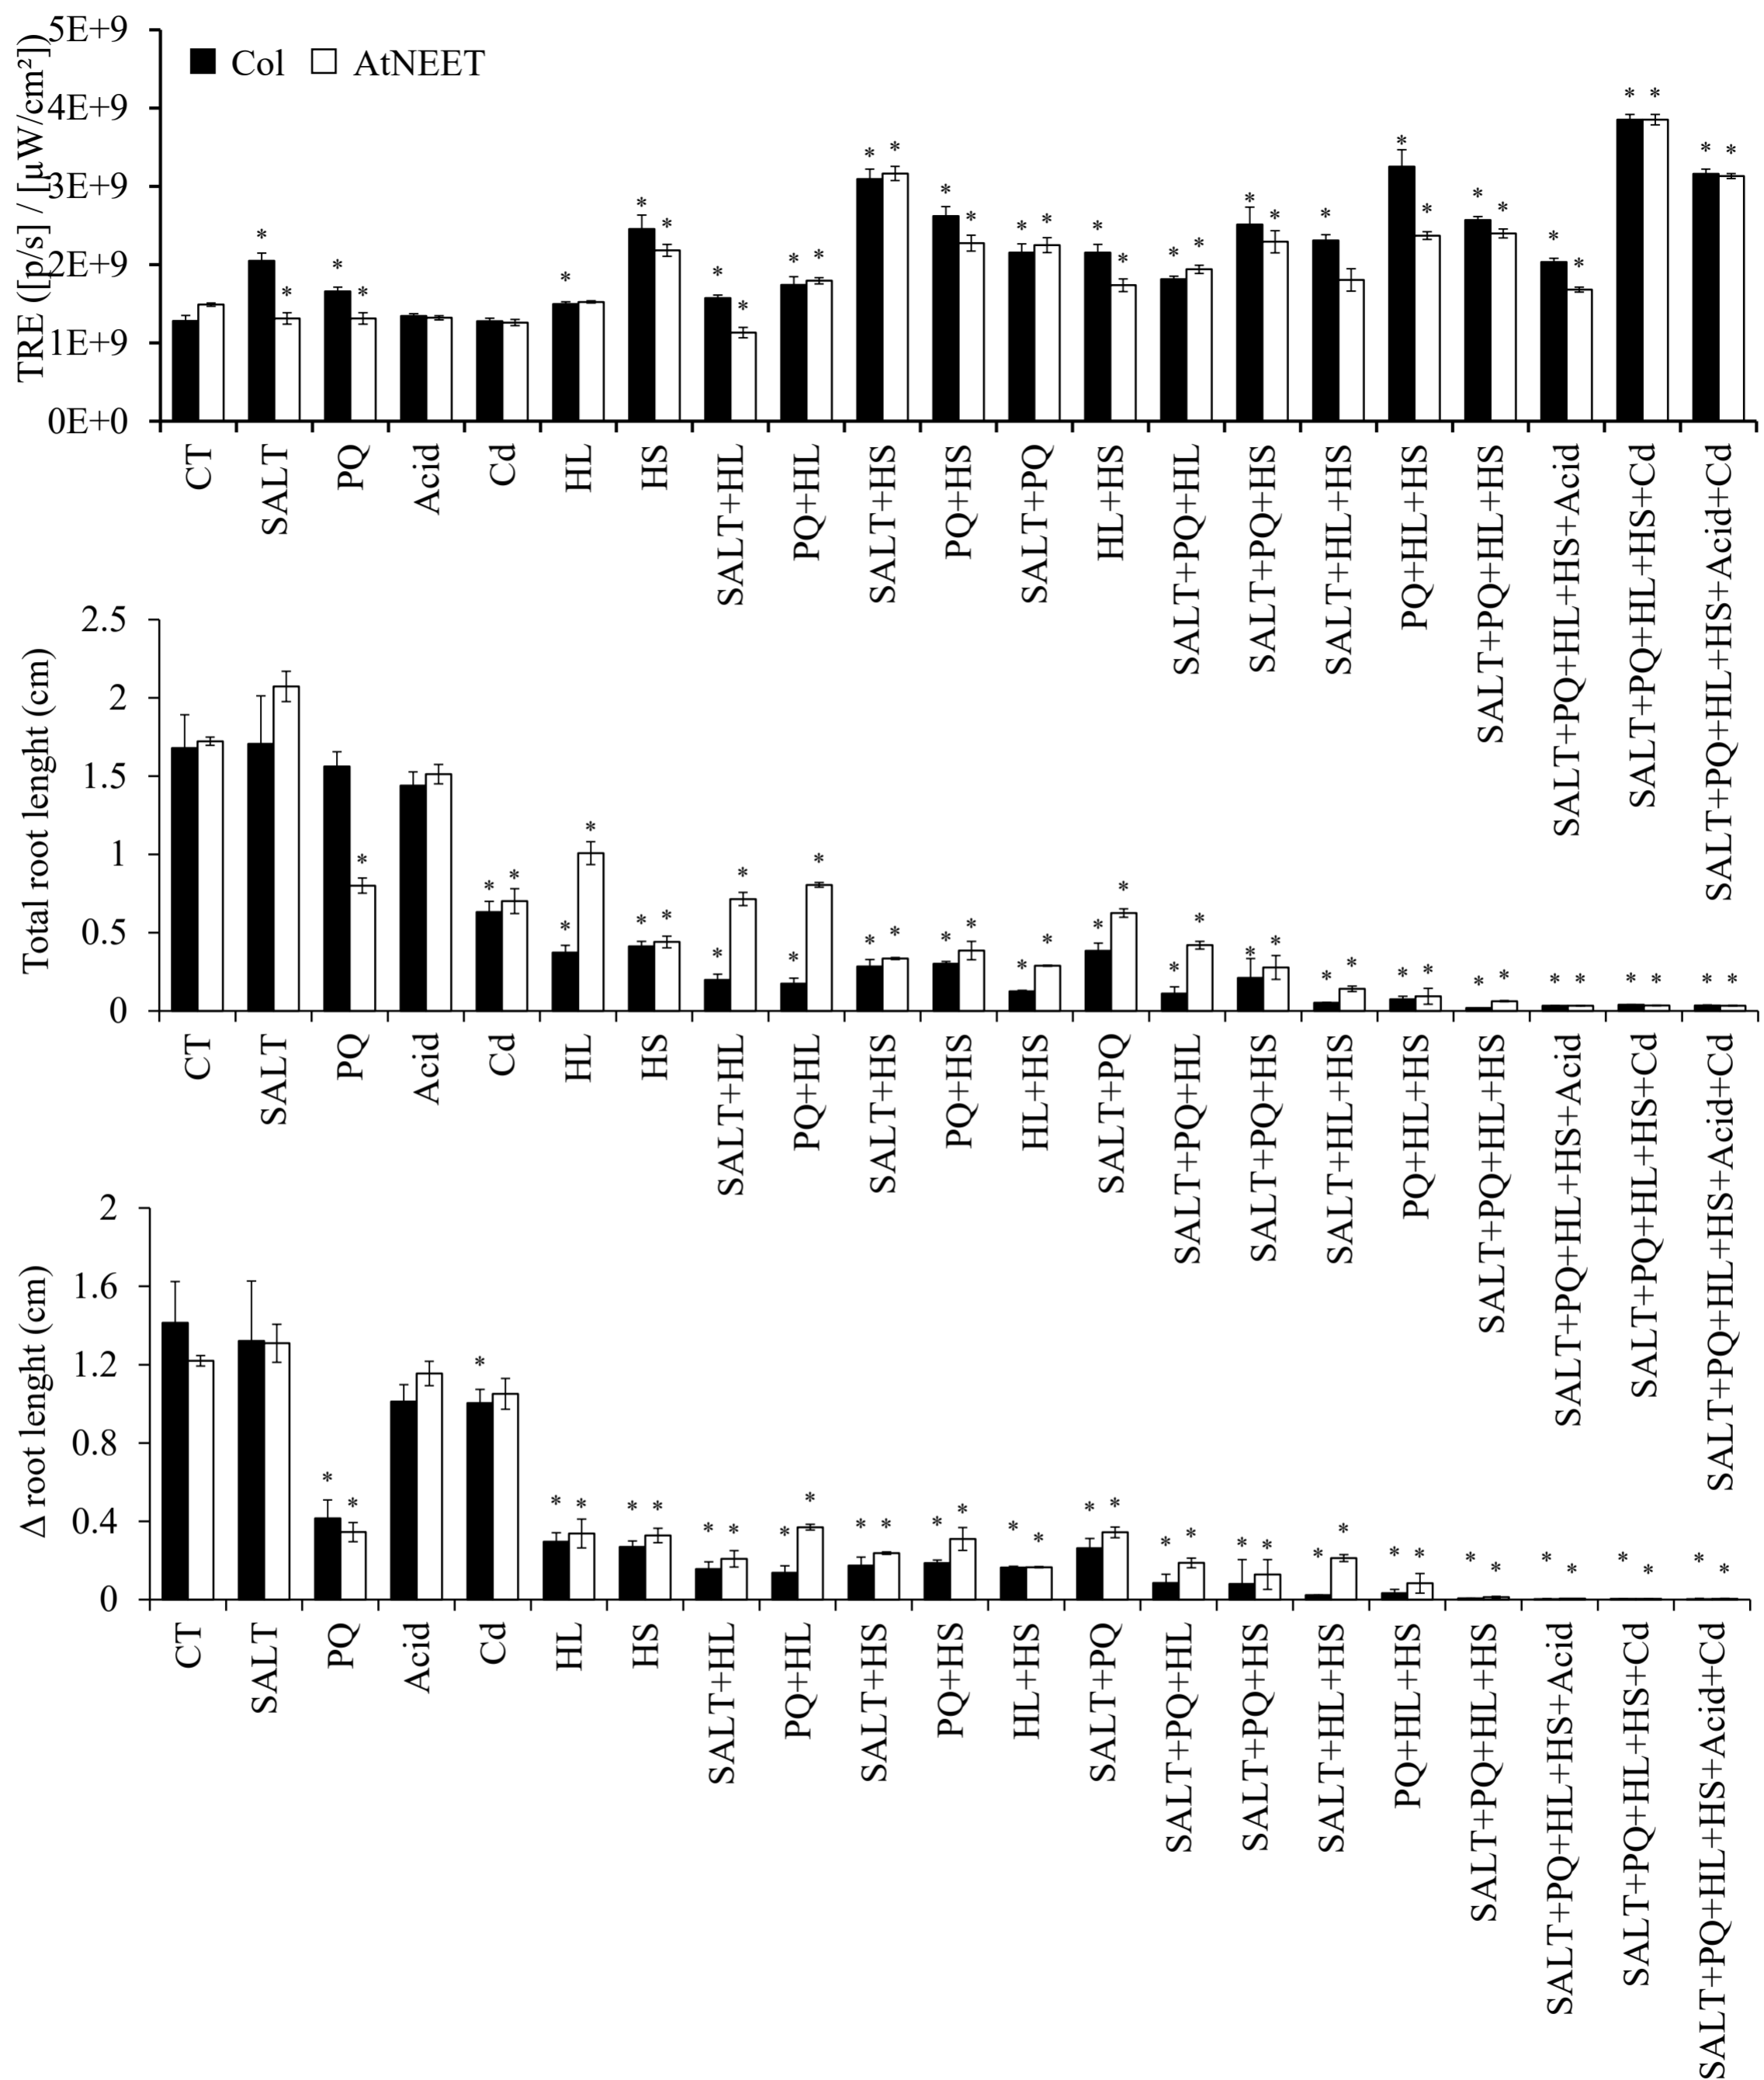

**Fig. S6. Total and delta ( $\Delta$ ) root growth, and whole-plant ROS accumulation of Arabidopsis wildtype and AtNEET seedlings subjected to multifactorial stress combinations of heat, salt, light and oxidative stresses applied in all possible combinations.** Results are presented as the mean  $\pm$  SD. Statistical analysis was performed by two-way ANOVA followed by a Tukey post hoc test (asterisks denote statistical significance at  $p < 0.05$  with respect to controls). Abbreviations: CT, control; PQ, paraquat; HL, high light; HS, heat stress; TRE, Total Radiant Efficiency.

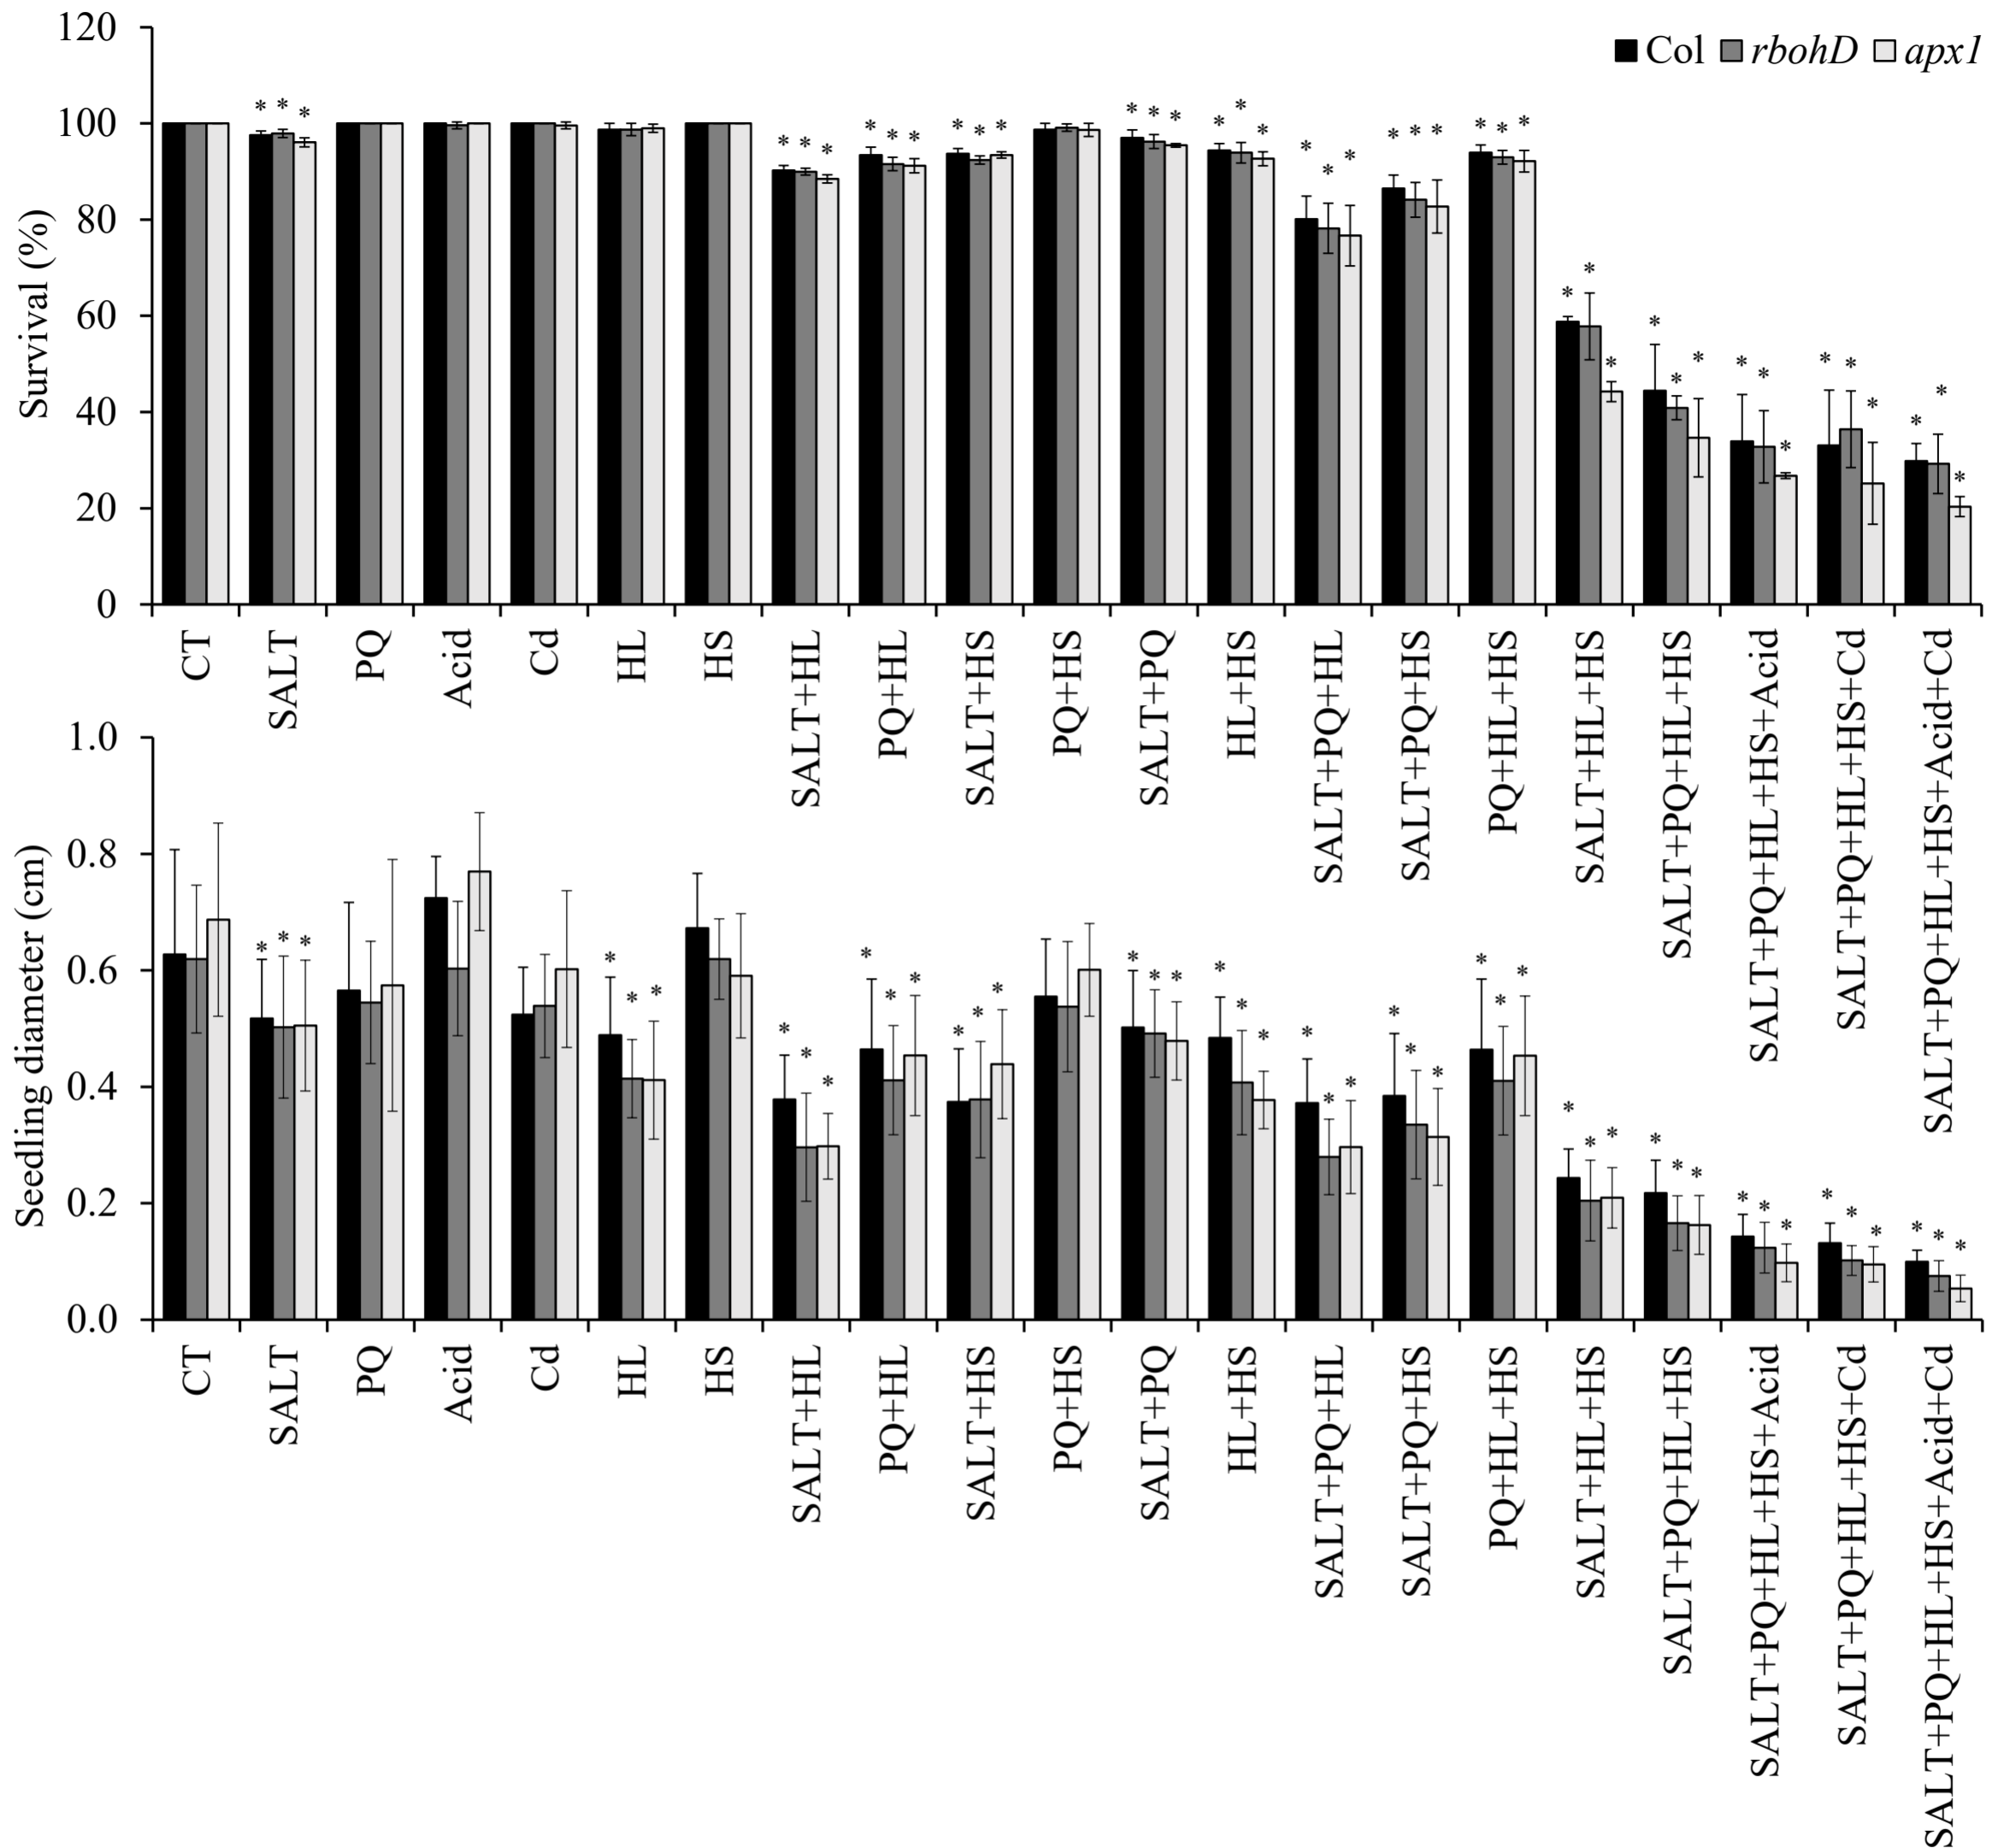

**Fig. S7. Survival and seedling diameter of Arabidopsis wildtype, *rbohD* and *apx1* seedlings growing in soil subjected to multifactorial stress combinations of heat, salt, light, oxidative stresses, acidity and cadmium.** Results are presented as the mean  $\pm$  SD. Statistical analysis was performed by two-way ANOVA followed by a Tukey post hoc test (asterisks denote statistical significance at  $p < 0.05$  with respect to controls). Abbreviations: Apx1, ascorbate peroxidase 1; RbohD, respiratory burst oxidase homolog D; CT, control; HL, high light; HS, heat stress; PQ, paraquat.

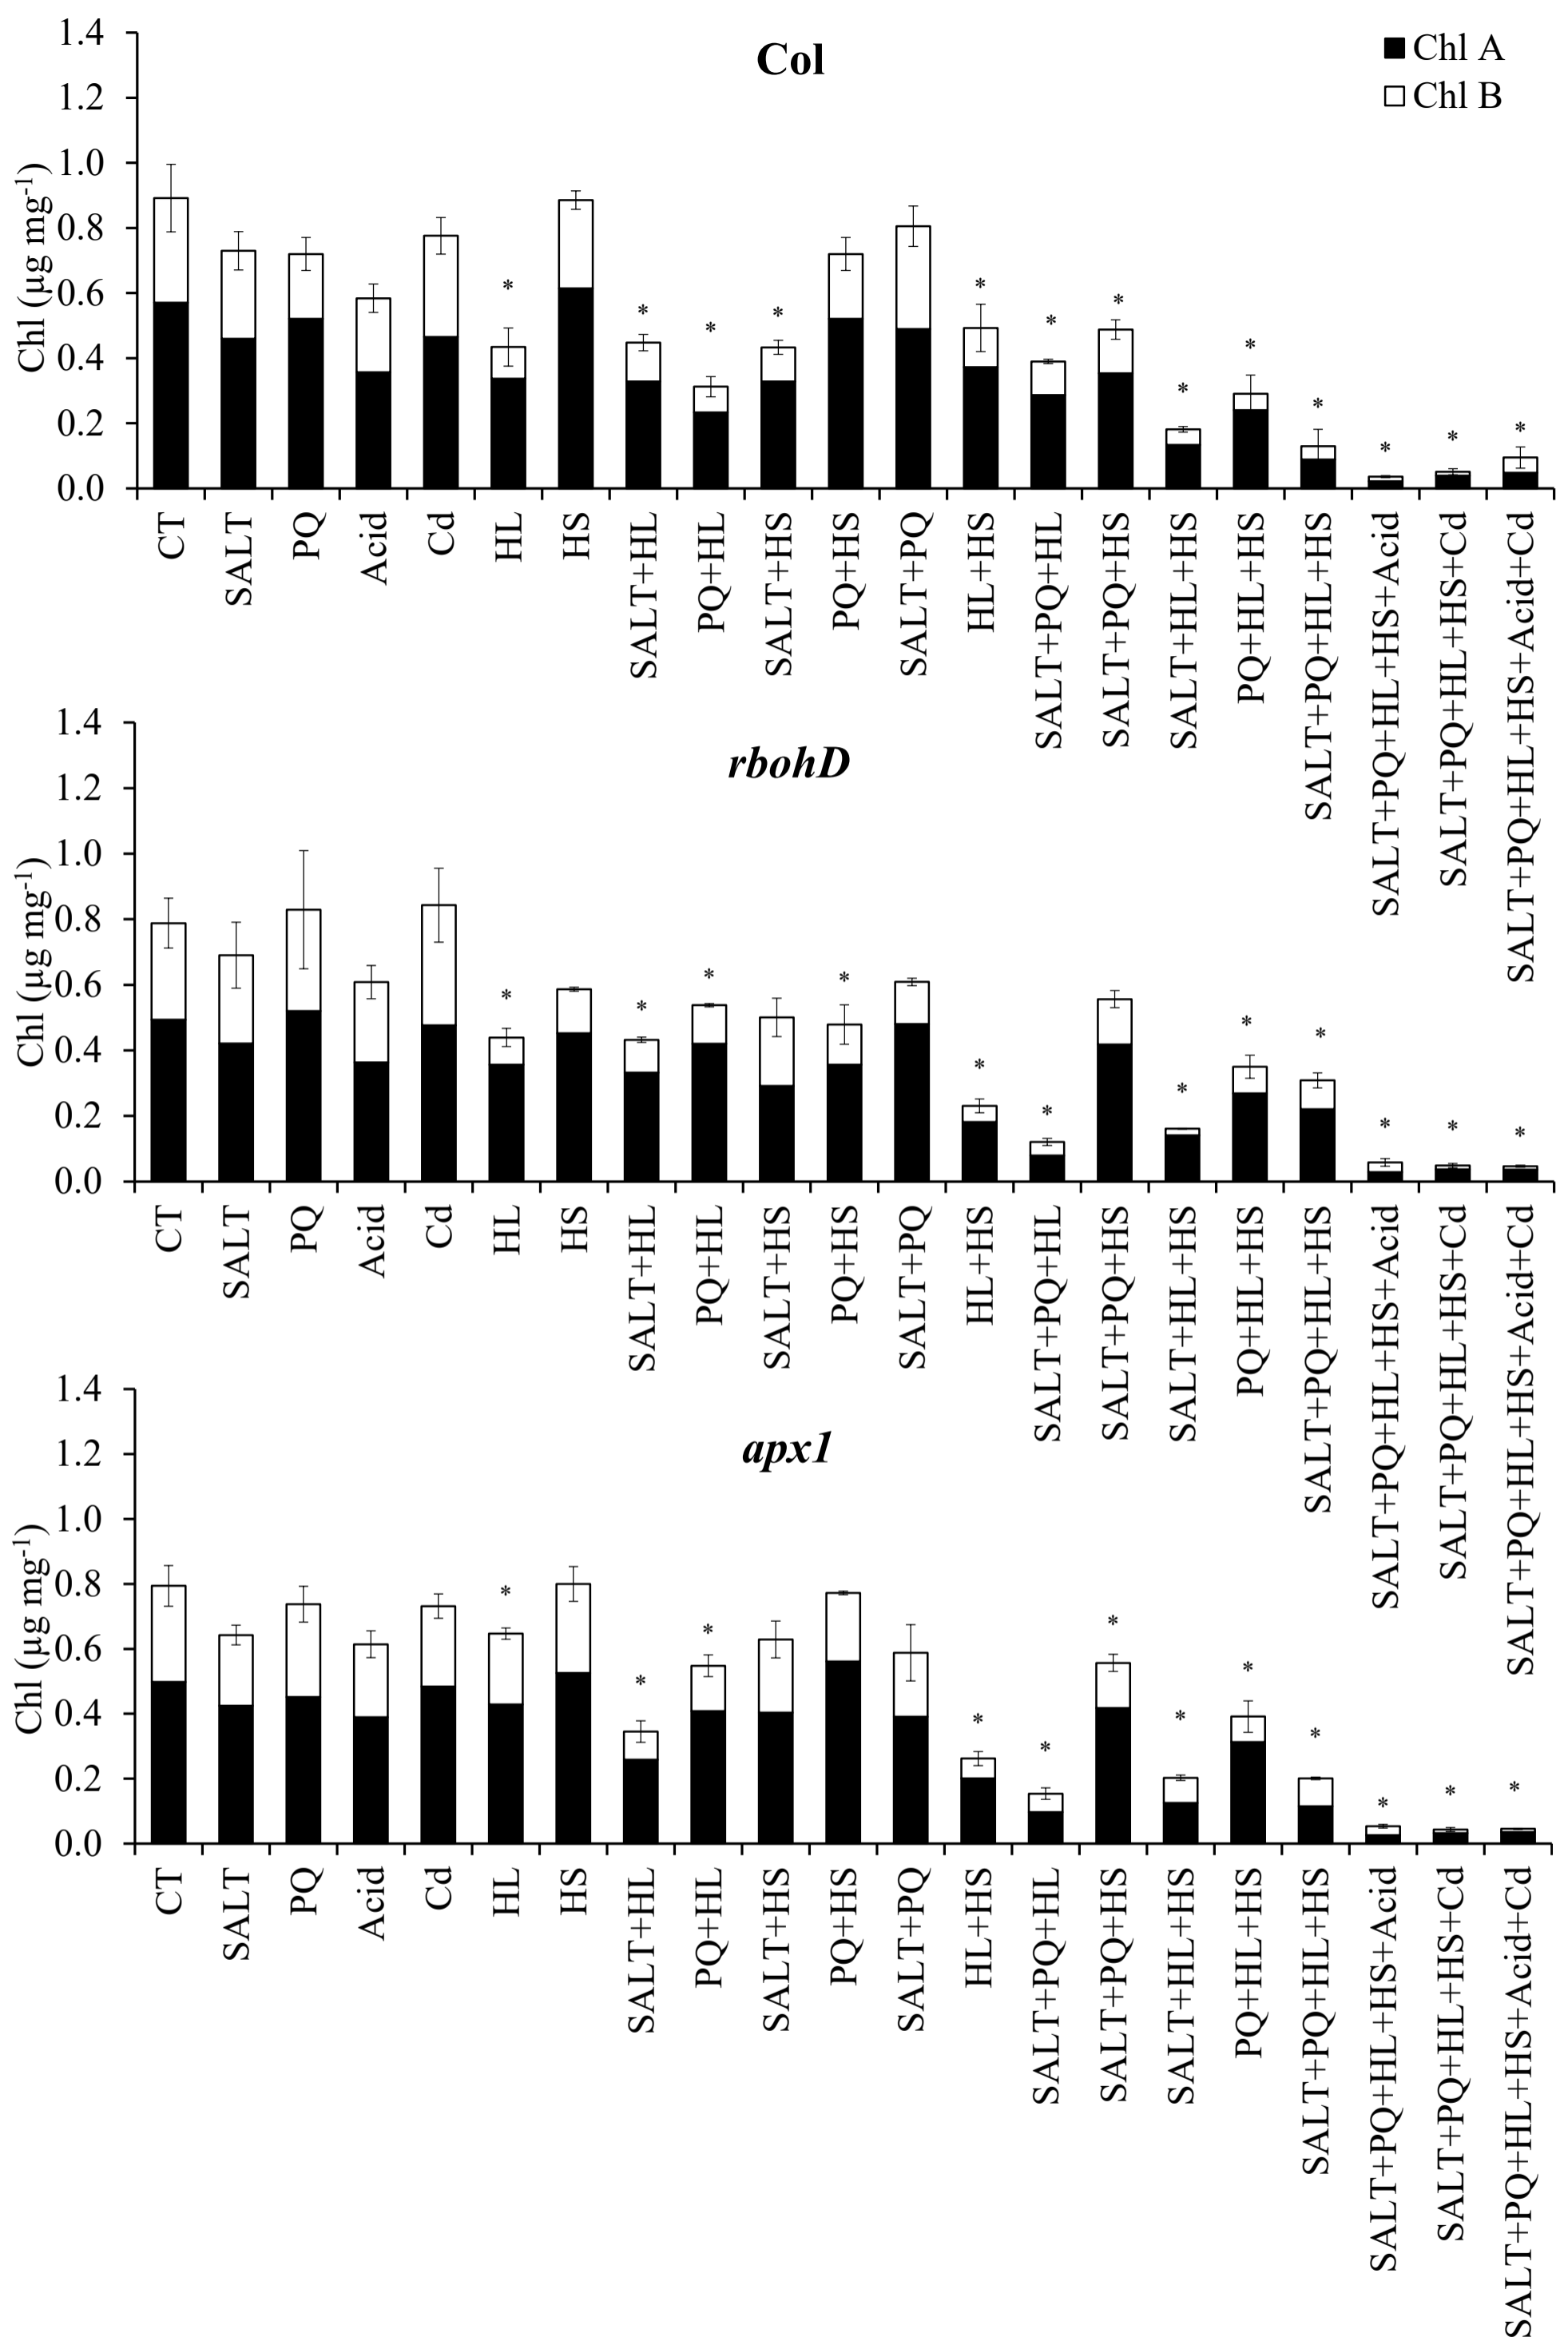

**Fig. S8. Chlorophyll content of Arabidopsis wildtype, *rbohD* and *apx1* seedlings growing in soil subjected to multifactorial stress combinations of heat, salt, light, oxidative stresses, acidity and cadmium.** Results are presented as the mean  $\pm$  SD. Statistical analysis was performed by two-way ANOVA followed by a Tukey post hoc test (asterisks denote statistical significance at  $p < 0.05$  with respect to controls). Abbreviations: Apx1, ascorbate peroxidase 1; RbohD, respiratory burst oxidase homolog D; Chl, chlorophyll; CT, control; HL, high light; HS, heat stress; PQ, paraquat.

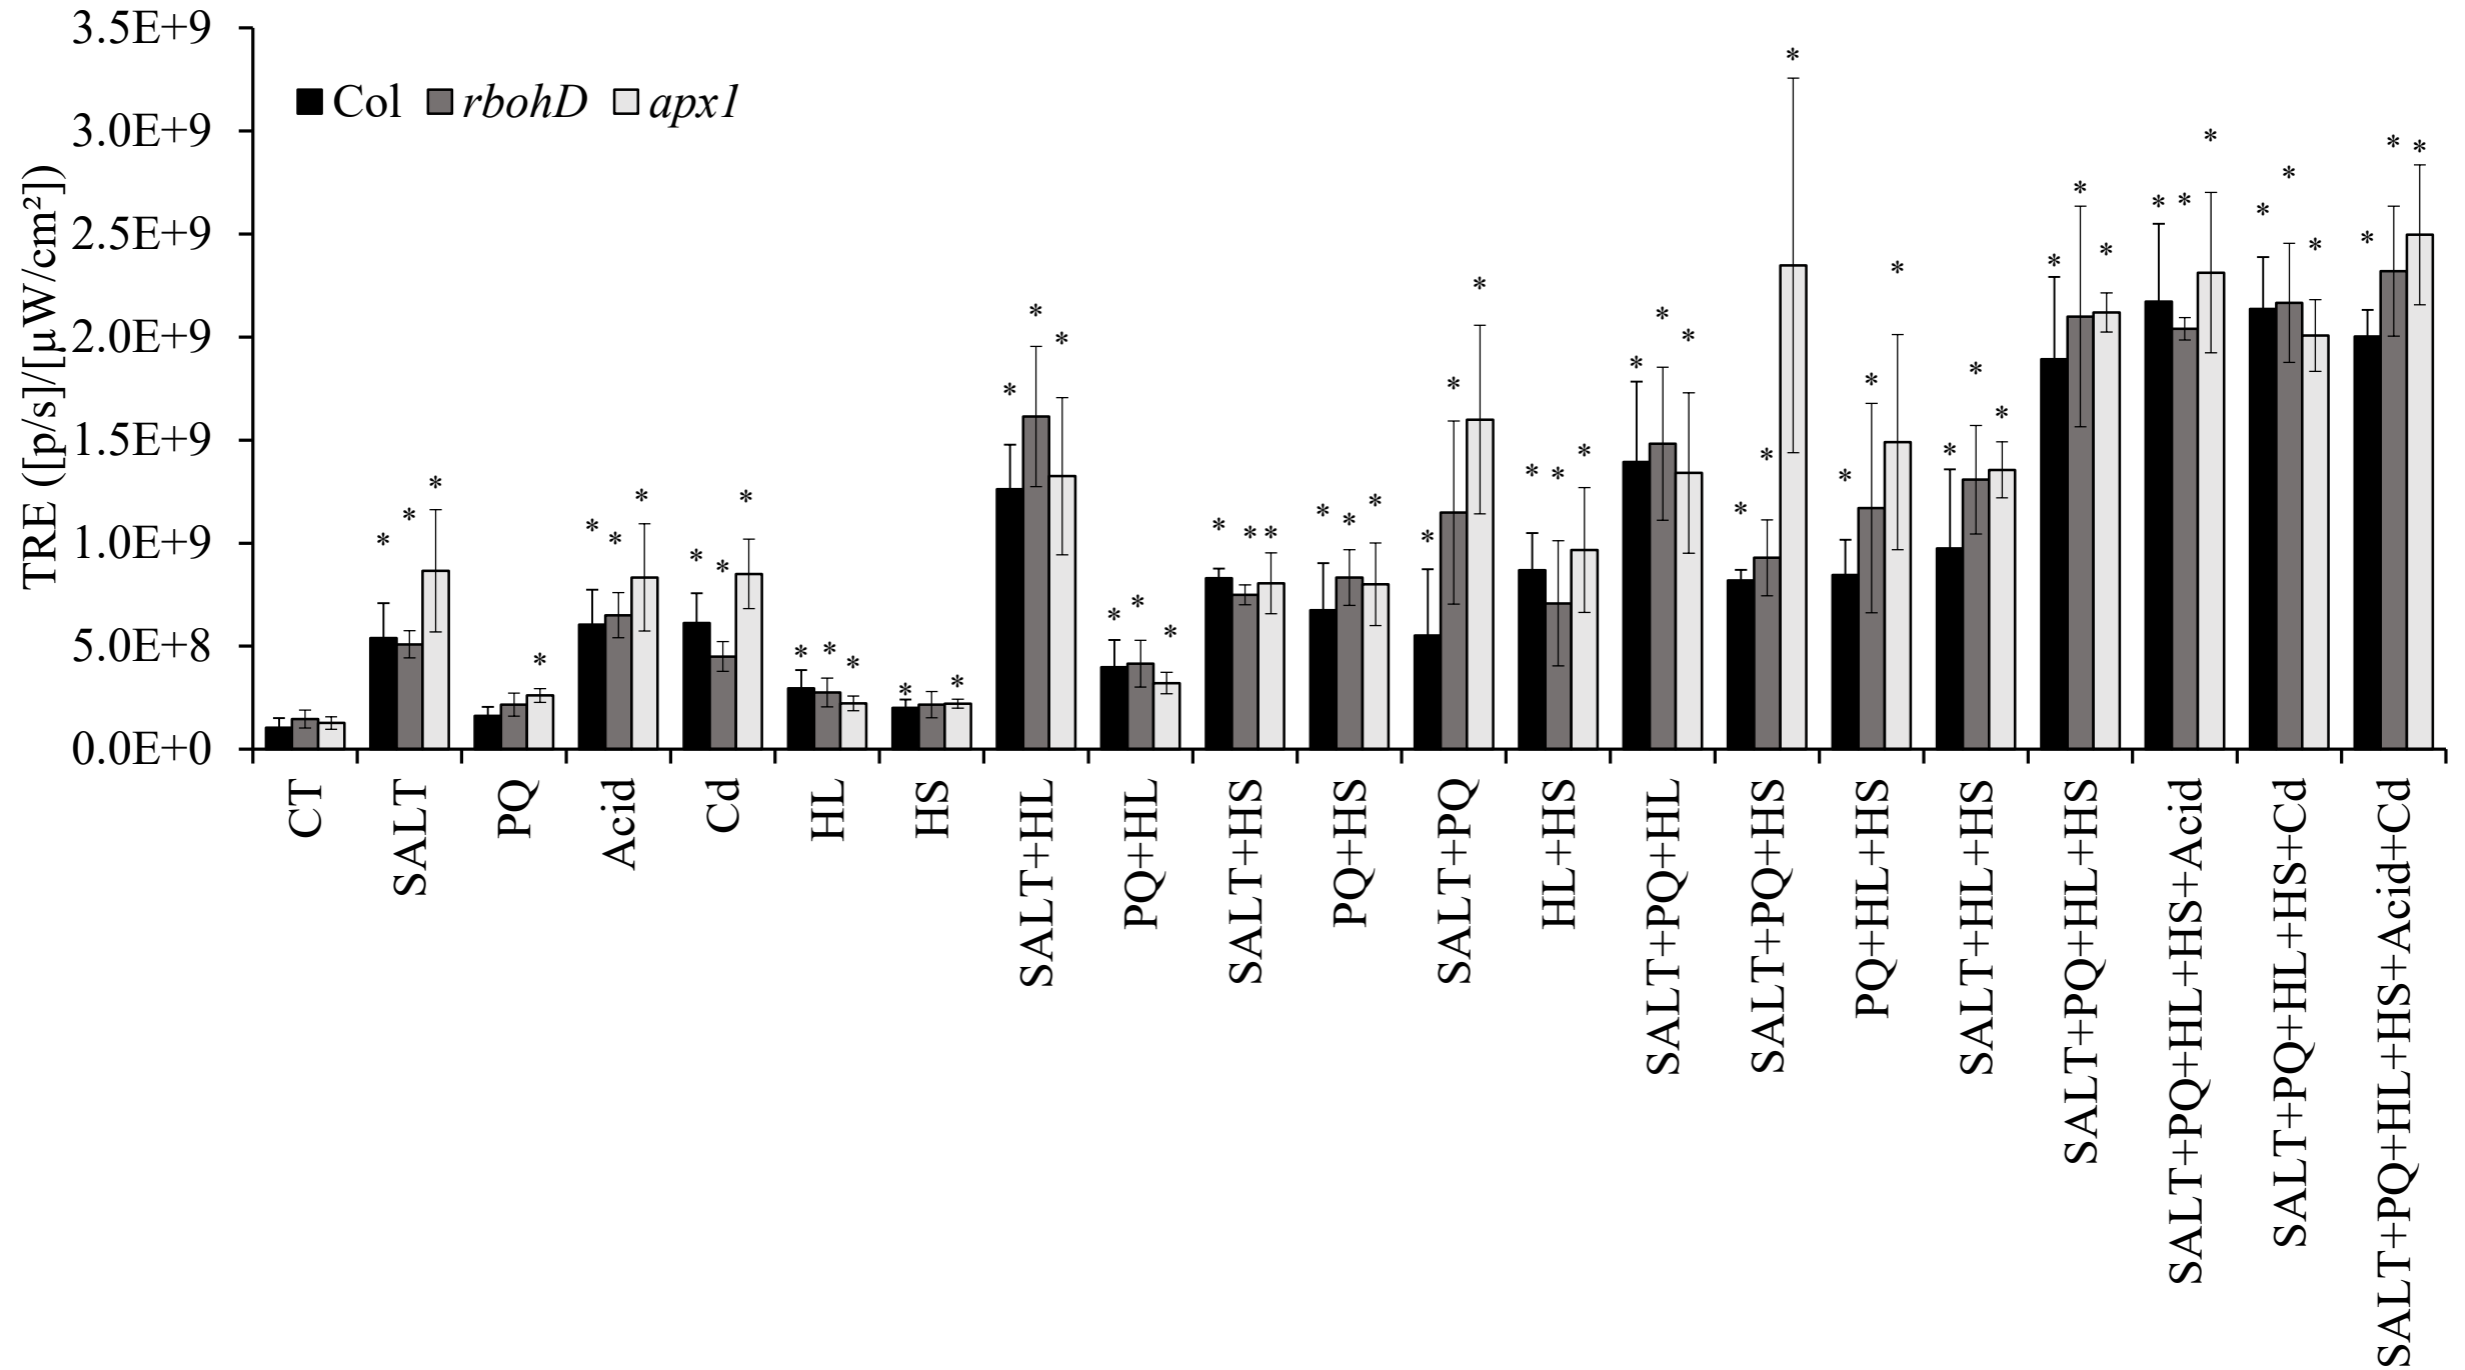

**Fig. S9. Whole-plant ROS accumulation of *Arabidopsis* wildtype, *rbohD* and *apx1* seedlings growing in soil subjected to multifactorial stress combinations of heat, salt, light, oxidative stresses, acidity and cadmium.** Results are presented as the mean  $\pm$  SD. Statistical analysis was performed by two-way ANOVA followed by a Tukey post hoc test (asterisks denote statistical significance at  $p < 0.05$  with respect to controls). Abbreviations: Apx1, ascorbate peroxidase 1; RbohD, respiratory burst oxidase homolog D; TRE, Total Radiant Efficiency; CT, control; PQ, paraquat; HL, high light; HS, heat stress.

How the deposited data were processed for this re-analysis (not part of the article)

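RNA of wild-type Col-0 seedlings was measured by single-end sequencing in a control and in 15 treatments, which are Salt, PQ, HL, HS and all of their combinations, with 3 biological replicates per group and 48 libraries in all. The samples with acidity or cadmium were not analysed here. The authors checked the reads with FastQC 0.11.7, aligned them with STAR 2.4.0.1 to build 10 of the TAIR genome with its gene annotation, counted them on genes and normalised the counts with DESeq2, whose version is not named in the paper's text. The signal values, as deposited by the authors, are the reads counted on each gene divided by 1 size factor per library. They are not scaled to gene length or to a fixed total. The condition and the replicate number of each library were taken from its own labels.

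Every value was a whole multiple of its library's step, so the reads per gene were recovered exactly. In a test on simulated data of 48 libraries and 32833 genes, the same step returned 100% of the reads of each library. The libraries held 67888254 to 87569857 reads on genes. At this depth a gene without a read in a library could still have up to 3 reads by counting error, which was used as the limit of detection. Intervals of counting error were not attached to means, since the spread between replicates is given with each.

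Genes with a mean of at least 10 normalised counts over the 48 libraries (21536 of 32833) were tested with limma 3.58.1 in R 4.3.3, with a trend in the prior variance, on log2(normalised count + 1), in one fit with a term for each of the 16 groups. Each of the 15 treatments was compared with the control. In addition, each single stress was tested as added to the other 3, and the difference between that effect and the effect of the stress alone was tested as an interaction. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and genes with an adjusted p under 0.05 were called. On simulated data with 200 changed genes among 21289 tested, this procedure called 63.5% of the changed genes, 95% of those with a 2-fold change, and 5 others. It called 0 genes in a simulated group without change, and the interaction recovered 33% of the changed genes, 59% of those with a 2-fold change. In the same data, edgeR called 132 of the 200, with 7 others, and DESeq2, which tested 25586 genes, called 135, with 14 others.

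Genes called higher in 1 treatment only, of the 15, or lower in 1 only, were counted as unique. Opposite calls in other treatments were allowed, and higher and lower genes were counted together. Overlaps were set against 100 simulations of unrelated responses, in which the called effects of each treatment were put on random genes, noise was added, with equal variance from the treated libraries and from controls shared by all treatments, and as many genes were taken as were called. Relations with the number of stresses were measured by Spearman and Pearson correlation over treatments, with two-sided permutation tests of 100000 resamples, or exact ones over 8 treatments, in scipy 1.17.1 and numpy 2.4.6 under Python 3.11.15. Tables were handled with pandas 2.3.3 and plots drawn with matplotlib 3.10.9. Correlations of log2 fold changes across genes were set against 100 simulated pairs of unchanged groups that share the controls.

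The genes named in the text were chosen by a rule fixed in advance. They are the 9 genes that the paper studies through mutants or overexpression, marker lists for heat (10 genes), light (4), salt (5), oxidative stress (4) and the circadian clock (9), the 21 HSF genes, and the 2 genes with the largest rise and the 2 with the largest fall in Salt + PQ + HL + HS and in PQ + HL + HS. The latter were taken among called genes whose treated libraries all lay on one side of the controls and whose mean was at least 50. HSFA2 is in both the heat and the HSF list. The heat list was chosen after the top entries of Tables S1 and S2 had been read, which come from these libraries, so it is not independent of them. Of the 62 list entries, 58 carry a symbol that the annotation also uses, and all were matched by locus identifier. Gene positions are those of TAIR10.1, a later release than the one the authors name, and 32548 of the 32833 genes were found in it by identifier. No coordinate of the authors was used.

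The alternatives were a pseudocount of 0.1 or 10, no filter on low genes (29026 genes), only the groups compared in the fit, each library scaled to the same total, quantile normalization, a block for the replicate number, each replicate of the control or of all treatments left out in turn, reads thinned to 67888254 per library, edgeR 4.0.16 (quasi-likelihood test with TMM) and DESeq2 1.42.0 (Wald test) on the recovered reads, and, for sets of genes, a fold change of at least 2, the higher genes alone, and other ways to take the share. The thinned reads were used for the numbers of genes called, for the heat list median in Salt and for the percentages of shared and unique genes. Sequence shared between genes was measured as the percentage of words of 50 bases in a gene that occur once in the genome. The gene lists of Tables S42 to S49 and the GO annotations were not used here, and neither were the data of other studies with which the paper compares its genes.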

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

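The contrasts and the alternatives to the processing were chosen before the data were examined. The marker lists were set at the same time, but after the top of Tables S1 and S2, which come from these libraries, had been read. Of the tests below, those on depth, on the most abundant genes, on GC content and length, on shared sequence of the heat genes, on mixed RNA and on other splits of the libraries were also set beforehand, and those on the labels, on single libraries, on the normalization of the authors, on the library numbers, on the light list and on a loss of the heat response were chosen after the result was seen.

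The first result is a heat response in treatments labelled as kept at 21°C. Tables S1 and S2 list genes of this kind for Salt and PQ, HSP21 among them, and the paper gives HSF genes in Fig. 5. The median log2 fold change of the 10 genes of the heat list was 9.05 in Salt, 9.70 in PQ, 8.31 in HL, 7.90 in Salt + PQ, 6.19 in Salt + HL and 8.07 in PQ + HL, and all 10 genes were called higher in each. In HS itself it was 6.24 and in Salt + HS 7.67. It was highest in 4 combinations with the HS label, at 12.26 in PQ + HS, 12.81 in HL + HS, 12.85 in Salt + PQ + HS and 12.88 in Salt + HL + HS, above each treatment without it. Genes of the list took 0.0107% of the reads in the control, 1.59% in Salt, 2.83% in PQ, 0.480% in HS and 8.51% to 9.83% in these 4 (means of 3 libraries). In PQ + HL + HS and Salt + PQ + HL + HS, which are labelled as heated to 33°C, the median was -0.18 and -0.45, and in Salt + PQ + HL it was -0.013. Over the 8 pairs of groups that differ by the HS label alone, the median of the list was higher with the label in 5 and lower in 3, by -8.20 from PQ + HL to PQ + HL + HS. The choice of the list drew on those tables, so it is not independent of them, and HSFA2 of this list is also an HSF gene.

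Several technical explanations are argued against. With 3 other scalings (equal totals, quantiles and the TMM of edgeR), the lowest median of Salt, PQ, HL and Salt + PQ was 7.70, so the normalization of the authors is unlikely to be the source. With reads thinned to the shallowest library, the median in Salt was 9.06, and with scaling to the reads outside the 100 most abundant genes it was 8.89. In each of the 12 treatments with a high median, the list lay above every one of the random lists matched on GC content and gene length, at percentile 100. All 10 heat genes, each at least 99.8% unique in words of 50 bases, were called higher in Salt, so reads shared between paralogs do not carry it. Single exchanged libraries are argued against as well, since the median of the list varied by at most 0.60 among the 3 libraries of a group, in PQ + HL + HS.

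An admixture of RNA from heated seedlings stays open. In all 3 Salt libraries, 281 of 19244 genes lay at least 2-fold above both the control and HL + HS, so Salt is not a mixture of these 2 alone. Heated RNA added to salt-treated seedlings cannot be told apart from a response of the heat genes by this count, because genes that respond to salt would lie above both in either case.

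An exchange of labels between whole groups stays open as well. If the labels name the treatments, their main effects would be likely to carry more of the variation between groups than random labels do. They carried 19.4%, against a median of 25.1% in random assignments of the labels (p = 0.721, permutation test), and the 95% limit of these was 45.0%. The HS label alone carried 11.2%, above the random median of 4.83% but not beyond it by this test (p = 0.163, permutation test), and the Salt, PQ and HL labels carried 1.22%, 2.58% and 4.45%, below their random medians. The heat list did not differ between the 8 groups with and the 8 without the HS label (exact permutation test, two-sided, p = 0.515, and 0.757 adjusted over 4 lists). The same holds for light by HL (p = 0.485), salt by Salt (p = 0.757) and oxidative stress by PQ (p = 0.584, exact permutation tests), with a mean log2 difference between -0.71 and 1.56 over the 4 lists. The distance between groups was related to the distance between their library numbers, at a Spearman correlation of 0.272 (p = 0.0152, permutation test over 15 groups), and not to the number of labels that differ over the same groups, at -0.083 (p = 0.805). These 2 distances are themselves related, at 0.39 (p = 0.0001, the smallest that the permutations can give), so an effect of position may also play a part. Among the 15 groups, library numbers ended at 23 without the HS label and began at 24 with it. The relation with library numbers may therefore be that of the HS label, and the 2 were not separated. The libraries of Salt + PQ + HL are numbered 11, 22 and 33, while each other group has numbers within a run of 4. The closest pair of groups was Salt and Salt + PQ, 1 label apart (root mean square log2 difference 0.276), followed by Salt + HS and PQ + HL, 4 labels apart (0.297), Salt + PQ + HL and Salt + PQ + HL + HS, 1 apart (0.309), and the control and PQ + HL + HS, 3 apart (0.315). Each group and its nearest differed by 2.25 labels on average, against 2.13 for random labels (p = 0.784, permutation test). The means printed in Tables S1 and S2 are those of the libraries labelled Salt and PQ, so the paper used the same assignment. No other assignment was tried, because none can be read from the labels.

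Biological explanations were weighed on the same values. A loss of the heat response in combinations of PQ and HL with further stresses may account for the level of the control in the 3 combinations, where the lowest median was -0.45. There it cannot be told apart from exchanged labels, since PQ + HL + HS, Salt + PQ + HL and Salt + PQ + HL + HS are exactly the treatments with PQ, HL and a further stress. It leaves the treatments without HS unexplained, as PQ + HL had 8.07. Heat genes may also respond to Salt, PQ and HL as they do to HS, but then the loss in Salt + PQ + HL (-0.013) has to be assumed too, and the 2 cannot be told apart in this design.

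The second result concerns the light list (ELIP1, ELIP2, APX2 and CHS) in treatments labelled as kept at 50 µmol of photons per square metre per second. Its median log2 fold change was 2.87 in Salt, 4.28 in PQ, 2.40 in Salt + PQ and 3.16 in Salt + PQ + HS, with all 4 genes called higher in each. The 3 other treatments with this label were not alike, with 3.29 in PQ + HS (3 genes higher), 0.14 in Salt + HS (2 higher and 2 lower) and -0.49 in HS (1 higher and 2 lower). In HL it was 4.47, in Salt + HL + HS 3.41 and in HL + HS 2.88, but 0.04 in Salt + HL and 0.13 in PQ + HL, and from -0.40 to 0.29 in PQ + HL + HS, Salt + PQ + HL and Salt + PQ + HL + HS, and the list was higher with the HL label in 3 of 8 pairs. The paper does not discuss these genes. With 3 other scalings the lowest median of the 4 treatments with all genes higher was 2.19, which argues against the normalization of the authors. All 4 genes are 100% unique in words of 50 bases, and 4 of 4 were called higher in each, so reads shared between paralogs do not carry it. Depth, GC content and mixed RNA were not tested for this list. The variation that the labels carry (19.4%) and the distance by library number (0.272) cover all groups, so a shared cause with the heat list may be considered. That APX2 and the other genes respond to salt and PQ by themselves was not tested.

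The third result is the difference between the response to a stress alone and the response to the same stress added to the other 3, tested as an interaction. It was called for 15410 genes with Salt, 18734 with PQ, 18524 with HL and 12694 with HS, of 21536 tested. For comparison, 100 splits of the libraries within the 4 groups of each test were taken, the real one included. As many genes were called in 2 of the 100 for Salt, 1 for PQ and 1 for HL, but in 8 of the 100 for HS, where another split called 14242. A first run with fewer splits had found no other split with as many for HS, and the number was raised to 100 after that run. Splits that exchange libraries within one pair of groups keep the whole response of the other pair, so they call many genes by construction. Under the 3 other scalings the fewest genes were 15786, 18694, 18552 and 12802 for Salt, PQ, HL and HS, which argues against the normalization of the authors as the cause. An interaction is what a response that depends on the other stresses would give, and it is also what exchanged labels could give. No test of these interactions separates them, and the labels are weighed above with the heat list (19.4% of the variation).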

How the results depend on the processing

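No alternative was added after the values were seen. Under a pseudocount of 0.1, with the replicate number as a block and with thinned reads, each result they were applied to kept its direction and stayed within 1.5 times its count, or within the spread between replicates. The block changed little (8719 genes higher and 8431 lower in Salt), and the replicate numbers do not pair the libraries. Among the results compared in this part, thinned reads were applied to the numbers of genes higher and lower only. They were also used for the heat list median in Salt (9.06) and for the percentages of shared and unique genes. Numbers of called genes were tallied over the alternatives without the fold change of at least 2. Of the numbers of genes higher in a treatment, 235 were within 1.5 times and 5 were not. For genes lower these were 236 and 4. The numbers of genes changed by adding a stress to the other 3, and of interactions, were within 1.5 times throughout. The spread used for the heat list, the SD of the difference between treated and control libraries, was chosen after the values were seen. It left 16 of 225 values outside, where the SD of the treated libraries alone, used first, left 81 outside. Where a cause is not given below, the cause was not tested.

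Scaling each library to the same total moved the balance of higher and lower genes. The median log2 fold change of all tested genes then ran from -0.87 to 0.01 over the 15 treatments, so the changes below are in part this shift, and quantile normalization shifted it to -0.14 at the lowest. Genes higher numbered 5446 in PQ. Higher and lower were 4048 and 15453 in PQ + HS, 3106 and 16951 in HL + HS, 3381 and 16399 in Salt + PQ + HS, and 3173 and 16801 in Salt + HL + HS. Common genes, higher and lower, were 3141 and 6489 for the single stresses, 1902 and 5652 for the combinations of 2, and 202 and 470 for those of 3. Unique genes numbered 34 in PQ, 44 in Salt + PQ, 245 in Salt + HL, 57 in Salt + PQ + HS and 142 in Salt + HL + HS. The heat list median was 9.42 in PQ, 8.10 in HL, 11.62 in PQ + HS, 11.95 in HL + HS, 12.07 in Salt + PQ + HS and 12.06 in Salt + HL + HS, and in Salt + PQ + HL it reversed from -0.013 to 0.0053, both near 0. The rho of the mean single-stress share with the number of stresses reversed from -0.63 to 0.76 (exact permutation test, p = 0.0714, the smallest that 6 combinations of 2 stresses and 2 of 3 allow), and over the other alternatives rho lay between -0.63 and -0.13, with p from 0.143 to 0.857.

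Quantile normalization gave heat list medians of 6.47 in Salt + HL, 7.88 in Salt + HS, 8.48 in PQ + HL, 11.48 in PQ + HS, 11.66 in HL + HS, 11.72 in Salt + PQ + HS and 11.76 in Salt + HL + HS. A pseudocount of 10 gave 5.51 in HS, 7.21 in Salt + HS and 7.75 in PQ + HL, which a larger pseudocount lowers by construction. All remained far above the control.

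For the 9 genes that the paper studies, Salt + PQ + HL + HS was chosen as the treatment to print after values in other treatments had been seen to change. Over all 15 treatments and 15 alternatives, 1947 of 2025 log2 fold changes kept their direction and their call, 25 reversed, 33 lost their call and 20 gained one. Scaling to the same total reversed 14 of 135, of which 10 were called before and 6 were called in both directions, ABA2 in HL + HS, PQ + HS, Salt + PQ + HS and Salt + HL + HS and NEET in PQ + HS and Salt + PQ + HS. ABA2 in HL + HS went from 0.24 to -0.62. Quantile normalization reversed 6, of which 3 were called before, RBOHD in Salt + PQ and EIN2 in Salt and Salt + HL.

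With DESeq2, unique genes numbered 91 in Salt, 113 in PQ and 122 in PQ + HS, HSF genes higher in Salt + PQ + HL were 3, and the correlation of responses was 0.647 for Salt and HS, 0.296 for HS and PQ + HL + HS, and 0.421 for PQ + HL + HS and Salt + PQ + HL + HS. DESeq2 gave no adjusted p for up to 6191 genes of a comparison, in PQ + HL + HS. With edgeR, 3 HSF genes were higher in Salt + PQ + HL. With only the groups compared in the fit, 3 HSF genes were higher in Salt + PQ + HL and 448 genes were lower in all 4 combinations of 3 stresses. Without the filter on low genes, 29026 genes were tested, and unique genes numbered 235 in Salt, 145 in PQ, 231 in Salt + PQ, 159 in Salt + HL, 173 in PQ + HL, 253 in PQ + HS, 386 in HL + HS, 349 in Salt + PQ + HS and 672 in Salt + HL + HS.

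A fold change of at least 2 lowers every number of called genes by construction. Common genes, higher and lower, were then 856 and 305 for the single stresses, 654 and 156 for the combinations of 2, and 24 and 20 for those of 3. Unique genes numbered 145 in HL, 415 in HL + HS, 111 in PQ, 67 in PQ + HL, 35 in PQ + HL + HS, 170 in PQ + HS, 53 in Salt + HL, 50 in Salt + HS, 107 in Salt + PQ + HL and 84 in Salt + PQ + HL + HS. Some rose, since a gene past this limit in 1 treatment can be called below it in others. Counting the higher genes alone gave 29 unique genes in Salt, 33 in PQ, 144 in HL, 87 in HS, 44 in Salt + PQ, 45 in Salt + HL, 65 in Salt + HS, 58 in PQ + HL, 38 in PQ + HS, 79 in HL + HS, 220 in Salt + PQ + HL, 50 in Salt + PQ + HS, 222 in Salt + HL + HS, 202 in PQ + HL + HS and 365 in Salt + PQ + HL + HS, fewer by construction.

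Across the 6 fits that each left out one replicate of the control or of every treatment, the heat list median in Salt + PQ + HL ran from -0.043 to 0.031, and it was above 0 without control replicate 2 or 3 or treatment replicate 2 or 3. HSF genes higher ran from 3 to 5 in Salt + PQ + HL + HS and from 1 to 4 in PQ + HL + HS, with the lowest values without treatment replicates 2 and 3. The unique genes of PQ ran from 73 to 120, the highest without treatment replicate 3. The log2 fold change of HSP101 in Salt + PQ + HL + HS ran from -0.0064, without treatment replicate 3, to 0.11, without treatment replicate 2, where it was called (adjusted p from 0.0219 to 0.910 from limma over the 6 fits). For MBF1C it ran from 0.13 to 0.23 with an adjusted p of 0.00123 to 0.0702 from limma, and it was no longer called without control replicate 1 or 2 or treatment replicate 2.

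The number of replicates limits the tests of single groups, since 3 libraries against 3 make 10 splits and a share under 0.1 cannot be reached. The thinned reads lower the depth by little and do not show whether more reads would change the calls. Genes under the minimum of 10 normalised counts, HSFA9 and HSFC1 among them, were not tested.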

Differences from the paper's values

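Of 72 values of the paper that were also computed here, 5 differed by more than 1.5 times. The percentage of unique genes in Salt was 0.28% here, against the paper's about 0.57% in Fig. 4b, read by eye. Of the alternatives set before the data were examined, DESeq2 on the recovered reads (0.50%) closed the gap and the others did not. In PQ it was 0.37% here, against the paper's about 0.72% in Fig. 4b. DESeq2 (0.64%), no filter on low genes (0.81%), and leaving out control replicate 1 (0.49%) or 2 (0.49%) or treatment replicate 2 (0.56%) or 3 (0.73%) closed the gap, and the others did not. In Salt + PQ it was 0.44% here, against the paper's about 0.72% in Fig. 4b. DESeq2 (0.62%), leaving out control replicate 1 (0.57%) or 3 (0.52%) or treatment replicate 2 (0.57%) or 3 (0.55%), and the higher genes alone (0.51%) closed the gap, and the others did not. In PQ + HS it was 0.40% here, against the paper's about 0.61% in Fig. 4b. This value lies near the limit of 1.5 times, and DESeq2 (0.64%), only the groups compared in the fit (0.46%), a pseudocount of 0.1 (0.44%), the replicate block (0.43%), the higher genes alone (0.42%) and leaving out control replicate 1 (0.43%) or 2 (0.49%) or treatment replicate 1 (0.41%), 2 (0.55%) or 3 (0.46%) closed the gap. The others did not.

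The percentage of HSF genes higher in Salt + PQ + HL was 23.8% here (5 of 21), against the paper's about 14% in Fig. 5, read by eye. DESeq2, edgeR and only the groups compared in the fit gave 14.3%, and quantile normalization and leaving out control replicate 3 gave 19.0%, all of which closed the gap. The others did not.

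The numbers of genes higher and lower in the 15 treatments were 0.902 to 0.999 of the paper's, in all 30 counts.

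The paper places the shares of genes common to the single stresses in a range that ends below the 91.6% found here for the genes higher in HL that were also higher in PQ. The highest number of unique genes is placed by the paper in PQ + HL + HS, Salt + PQ + HL and Salt + PQ + HL + HS, which held here with higher and lower genes together and without a limit on the fold change. At a fold change of at least 2, HL + HS had the most, with 415, against 107 for the highest of the 3, and without the filter on low genes Salt + HL + HS had 672, more than the 497 of PQ + HL + HS. With the higher genes alone Salt + HL + HS had 222, against 202 and 220 in PQ + HL + HS and Salt + PQ + HL, and without treatment replicate 2 it had 414, against 408 in PQ + HL + HS. As a percentage of the genes called, which Fig. 4b shows, the 3 stayed highest at a fold change of at least 2. They had 10.0% to 15.0%, against 1.14% to 6.04% in the 12 others. Without the filter on low genes they had at least 7.63%, against at most 3.33%.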

Other observations

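Of the tests in this part, those on the number of genes called, on resemblance and on the harvest time were chosen after the result was seen, and those on other splits were set beforehand.

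The paper studies 9 of these genes through mutants or overexpression, and their expression in Salt + PQ + HL + HS is given here because it belongs to no claim of the paper. NEET (AT5G51720), the gene of AtNEET, had 3590 ± 117 normalised counts (SD, n = 3) and a log2 fold change of 0.09 (adjusted p = 0.351 from limma), and ABA2 (AT1G52340) one of -0.08 (adjusted p = 0.326). RBOHD (AT5G47910) had -0.30 (adjusted p = 6.63e-08), AOS (AT5G42650) -0.43 (adjusted p = 1.80e-12) and SID2 (AT1G74710) -0.29 (adjusted p = 0.00299). EIN2 (AT5G03280) had 0.19 (adjusted p = 2.18e-07), MBF1C (AT3G24500) 0.17 (adjusted p = 0.00999), APX1 (AT1G07890) 0.13 (adjusted p = 0.000749) and ATG9 (AT2G31260) 0.13 (adjusted p = 0.000333). All are from the limma fit of 48 libraries. Several of these values are far from those in the 12 treatments other than PQ + HL + HS, Salt + PQ + HL and Salt + PQ + HL + HS. There MBF1C ran from 3.14 to 7.37, APX1 from 1.48 to 2.19, ATG9 from 0.45 to 1.45, NEET from -0.54 to 1.31, RBOHD from -0.83 to 0.57, AOS from -0.53 to 0.22, SID2 from -0.89 to -0.069, EIN2 from -0.63 to 0.27 and ABA2 from -0.22 to 0.44. In Salt + PQ + HL + HS, MBF1C was not called when control replicate 1 or 2 or treatment replicate 2 was left out, with the lowest value at 0.13. Of the 9 genes, 5 to 7 were called higher and 1 to 4 lower in the 12 treatments other than PQ + HL + HS, Salt + PQ + HL and Salt + PQ + HL + HS, and 0 to 4 higher and 2 to 3 lower in these 3. These counts depend on the scaling, since scaling each library to the same total reversed 10 called values of the 9 genes. In PQ + HL + HS, where none of the 9 was called higher, none had a rise at an unadjusted p under 0.05 either (0 genes).

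HSP101 had a log2 fold change of 0.04 in PQ + HL + HS (adjusted p = 0.530 from limma), 0.05 in Salt + PQ + HL + HS (adjusted p = 0.309) and 0.31 in Salt + PQ + HL (adjusted p = 7.20e-09). Its direction in Salt + PQ + HL + HS was reversed without treatment replicate 3, at -0.0064.

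The other marker lists gave these medians of the log2 fold change. The heat list ran from 6.19 to 12.88 in the 12 treatments. The salt list (RD29A, RD29B, RAB18, COR15A and P5CS1) had 2.09 in Salt and 2.15 in PQ, and from -0.58 to 2.32 over the 12 treatments, with 0.24 to 0.83 in the 3 combinations. The oxidative list (ZAT12, ZAT10, UPOX and AOX1A) had 3.24 in PQ and from 0.64 to 4.03 over the 12, where all 4 genes were called higher, and from -0.38 to -0.28 in the 3 combinations, where none was (0 genes, also 0 at an unadjusted p under 0.05). The light list ran from -0.49 to 4.47 over the 12 and from -0.40 to 0.29 in the 3. The clock list ran from 0.60 to 1.85 over the 12 and from -0.29 to 0.49 in the 3.

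The clock list was changed in most treatments, with 6 to 8 of its 9 genes called higher in each of the 12, 7 in Salt + PQ + HL and in Salt + PQ + HL + HS, and 2 higher and 5 lower in PQ + HL + HS. PRR9 of this list is 68.7% unique in words of 50 bases. A harvest at another time of day may be thought of as the cause. It would be expected to move the morning genes CCA1 and LHY the same way and the evening genes TOC1, LUX and ELF4 the other way. In 11 of the 12 treatments CCA1 and LHY were called in opposite directions, which argues against it there, and in PQ, the exception, LHY was not called (-0.059). In all 3 combinations the values went as a shift of the harvest time would have them (3 of 3). CCA1 and LHY had -0.38 and -0.29 in Salt + PQ + HL, -0.31 and -0.59 in Salt + PQ + HL + HS, and 0.47 and 0.66 in PQ + HL + HS, where the medians of the evening genes were 0.23, 0.49 and -0.29. For these 3 the values leave the harvest time open. The paper describes a joint sampling 1.5 h after HS or HL was started, which speaks against different times of harvest. An effect of the stresses on the clock was not tested further.

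The higher share of unique genes in PQ + HL + HS, Salt + PQ + HL and Salt + PQ + HL + HS may come from the lower number of genes called there, since the share is taken over that number. This is argued against as the whole cause by lists of equal length. With the 4244 genes of smallest p taken from every treatment, the unique share was 15.5% to 42.6% in the 3 combinations and 0.42% to 4.81% in the 12 others. With the 349 called genes of largest fold change it was 22.6% to 42.4% and 1.72% to 10.0%. The numbers of unique genes are less clear. They were highest in the 3 combinations under most alternatives, but not without the filter on low genes, where Salt + HL + HS had 672 and the 3 had 497, 650 and 787, nor for the higher genes alone, where it had 222 and the 3 had 202, 220 and 365. At a fold change of at least 2 the highest number was 415, in HL + HS, and the 3 had 35 to 107, and without treatment replicate 2 Salt + HL + HS had 414 and PQ + HL + HS 408. A further candidate explanation is the resemblance among the 12 other treatments, which share genes and so leave few unique to each. Compared with the 3 combinations alone, at lists of 4244 genes, the 12 had unique shares of 50.2% to 71.2%. In 9 of them this was above all 3 combinations, but HS, Salt + PQ and Salt + HL lay below PQ + HL + HS, so the test leaves this explanation open. How many genes are unique to a treatment depends on the treatments it is compared with.

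For each of the 15 treatments against the control, and for each stress added to the other 3, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes with an adjusted p under 0.05. The other splits gave 0 to 6 genes. A share under 0.1 cannot be reached with 3 libraries against 3.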
